# REDD1 functions at the crossroads between the therapeutic and adverse effects of topical glucocorticoids

**DOI:** 10.15252/emmm.201404601

**Published:** 2014-12-11

**Authors:** Gleb Baida, Pankaj Bhalla, Kirill Kirsanov, Ekaterina Lesovaya, Marianna Yakubovskaya, Kit Yuen, Shuchi Guo, Robert M Lavker, Ben Readhead, Joel T Dudley, Irina Budunova

**Keywords:** glucocorticoid, glucocorticoid receptor, mTOR, REDD1, skin atrophy

## Abstract

Cutaneous atrophy is the major adverse effect of topical glucocorticoids; however, its molecular mechanisms are poorly understood. Here, we identify stress-inducible mTOR inhibitor REDD1 (regulated in development and DNA damage response 1) as a major molecular target of glucocorticoids, which mediates cutaneous atrophy. In REDD1 knockout (KO) mice, all skin compartments (epidermis, dermis, subcutaneous fat), epidermal stem, and progenitor cells were protected from atrophic effects of glucocorticoids. Moreover, REDD1 knockdown resulted in similar consequences in organotypic raft cultures of primary human keratinocytes. Expression profiling revealed that gene activation by glucocorticoids was strongly altered in REDD1 KO epidermis. In contrast, the down-regulation of genes involved in anti-inflammatory glucocorticoid response was strikingly similar in wild-type and REDD1 KO mice. Integrative bioinformatics analysis of our and published gene array data revealed similar changes of gene expression in epidermis and in muscle undergoing glucocorticoid-dependent and glucocorticoid-independent atrophy. Importantly, the lack of REDD1 did not diminish the anti-inflammatory effects of glucocorticoids in preclinical model. Our findings suggest that combining steroids with REDD1 inhibitors may yield a novel, safer glucocorticoid-based therapies.

## Introduction

Glucocorticoid hormones are essential regulators of proliferation, differentiation, and metabolism in skin. They are also effective anti-inflammatory drugs widely used to treat the hyperproliferative and inflammatory skin diseases such as atopic dermatitis and psoriasis (Schäcke *et al*, 2006; Schoepe *et al*, 2006). Unfortunately, their beneficial therapeutic effects are often accompanied by numerous adverse effects including skin atrophy, characterized by a profound loss in skin thickness and elasticity combined with decreased barrier function. Skin atrophy involves all skin compartments, that is, epidermis, dermis, sebaceous glands, and subcutaneous (s.c.) fat. Typical epidermal changes include a reduction in thickness, decreased number and size of keratinocytes, diminished stratum corneum and intercellular lipid lamella (Jablonska *et al*, 1979; Lehmann *et al*, 1983; Zheng *et al*, 1984; Lubach & Kietzmann, 1988; Schoepe *et al*, 2006). These changes are combined with an altered orientation and packing of collagen and elastin fibers, and decreased cellularity in the dermis (Lehmann *et al*, 1983; Schoepe *et al*, 2006). In addition, in mice topical glucocorticoids and in patients intradermally injected glucocorticoids induce drastic atrophy/lypolysis of s.c. fat (Woodbury & Kligman, 1992; Imagawa & Ohkuma, 2010). Although steroid-induced skin atrophy is well known and characterized morphologically, the underlying molecular mechanisms are poorly understood.

Glucocorticoids act via a specific receptor (the glucocorticoid receptor, GR), which is a ligand-dependent transcription factor (Adcock, 2001; Necela & Cidlowski, 2004; Vandevyver *et al*, 2012; Ratman *et al*, 2013). In the absence of glucocorticoids, GR resides in the cytoplasm in a complex with molecular chaperones that inhibit GR nuclear import. Upon ligand binding, GR undergoes phosphorylation, dimerization, and nuclear translocation. Gene transactivation (TA) by glucocorticoids requires binding of GR homodimers to palindromic glucocorticoid-responsive elements (GRE) in gene promoters. Transrepression (TR) by glucocorticoids is mediated by diverse mechanisms including interaction between GR and other transcription factors, such as major pro-inflammatory factors NF-κB and AP-1 (De Bosscher *et al*, 2003; Necela & Cidlowski, 2004; Schäcke *et al*, 2006; Chebotaev *et al*, 2007a; Ratman *et al*, 2013). TR by GR is critical for anti-inflammatory effects of glucocorticoids. In contrast, many metabolic side effects of oral steroids related to the maintenance of the *hypothalamic–pituitary–adrenal* axis, glucose metabolism, and osteoporosis are largely dependent on TA (Schäcke *et al*, 2006, 2009; De Bosscher *et al*, 2010; Nixon *et al*, 2013; Ratman *et al*, 2013).

We discovered recently that glucocorticoids induced a robust activation of REDD1 (regulated in development and DNA damage response) in mouse and human skin (Baida *et al*, 2013). REDD1 is a stress response gene induced by hypoxia, DNA damage, nutrient or energy deprivation, or by endoplasmic reticulum stress (Shoshani *et al*, 2002; Ellisen *et al*, 2002; Brugarolas *et al*, 2004; Lin *et al*, 2005; Sofer *et al*, 2005; Wang *et al*, 2006; DeYoung *et al*, 2008). REDD1 is also activated by glucocorticoids and is a direct GR target (Wang *et al*, 2006; Shimizu *et al*, 2011). It inhibits mammalian target of rapamycin (mTOR) by stabilizing the tuberous sclerosis protein 1 (TSC1)–TSC2 inhibitory complex (Brugarolas *et al*, 2004; Ellisen, 2005; Wang *et al*, 2006; DeYoung *et al*, 2008; Mata *et al*, 2011). mTOR regulation by REDD1 contributes to the control of cell growth and size in *Drosophila* and in mammals. These findings suggest that abnormalities of REDD1 signaling may disrupt energy homeostasis (Ellisen *et al*, 2002; Shoshani *et al*, 2002; Sofer *et al*, 2005; Katiyar *et al*, 2009).

REDD1 is involved in another atrophogenic effect of glucocorticoids, muscle waste (Wang *et al*, 2006; Shimizu *et al*, 2011). It is also well understood that cross-talk between anabolic mTOR and catabolic GR is important to maintain the mass of skeletal muscle (Shimizu *et al*, 2011). Such cross-talk, as well as the role of REDD1 in steroid-induced atrophy in the skin, has not been considered.

REDD1 KO mice (Brafman *et al*, 2004; Sofer *et al*, 2005) are resistant to a variety of pathological conditions caused by stress, such as oxidative stress in the retina, emphysema induced by tobacco smoke, and ceramide-induced apoptosis of the lung epithelial cells (Brafman *et al*, 2004; Yoshida *et al*, 2010; Kamocki *et al*, 2013). However, neither adverse nor therapeutic effects of glucocorticoids have been studied on REDD1 KO background.

Here, we used REDD1 KO mice to examine the role of REDD1 in skin. We report that REDD1 KO animals are resistant to glucocorticoid-induced skin atrophy compared to wild-type isogenic animals. Similarly, organotypic raft cultures of primary human keratinocytes after REDD1 knockdown were completely protected from the hypoplastic effects of glucocorticoids. In contrast, REDD1 was dispensable for the anti-inflammatory action of glucocorticoids. In agreement, the comparison of transcriptional response to glucocorticoids in the epidermis of wild-type and REDD1 KO mice revealed that REDD1 is critically important for the TA by the glucocorticoids, especially the genes related to lipid and protein metabolism/catabolism, but not for the TR of the genes related to glucocorticoid anti-inflammatory effects.

## Results

### Topical glucocorticoids induce skin atrophy and activate REDD1 expression

We used clinically relevant glucocorticoid regiments known to induce significant skin atrophy in mice and in patients (Schoepe *et al*, 2006, 2010; Chebotaev *et al*, 2007b). B6D2 mice (F1 C57Bl/6 × DBA) that we used previously to study the side effects of glucocorticoids (Chebotaev *et al*, 2007b) were treated with medium potency glucocorticoid fluocinolone acetonide (FA, 2 μg/animal). For human volunteers, we used one of the most potent steroids, clobetasol propionate (CBP, 0.05% cream). In mice, a 2-week treatment caused a marked 50% epidermal thinning and 50% depletion of the interfollicular basal keratinocytes (Fig1A and B). A similar degree of epidermal hypoplasia was observed in humans after 2-week treatment; however, the negative effect on basal keratinocytes was less pronounced (Fig1E and F).

**Figure 1:**
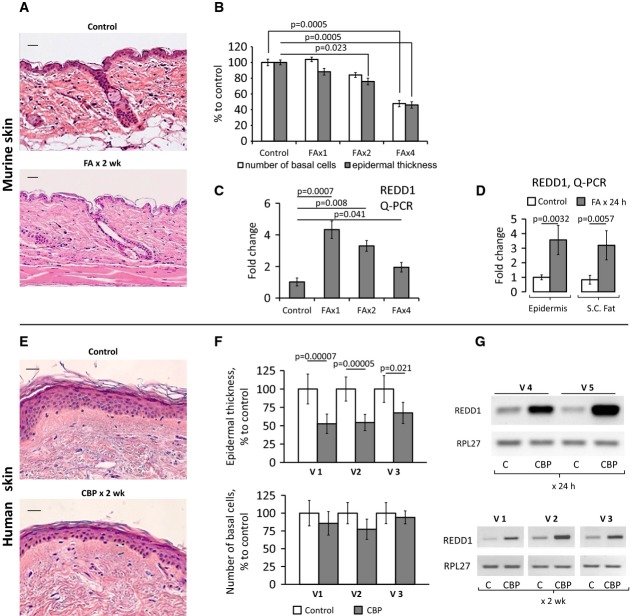
Topical glucocorticoids induce epidermal atrophy and REDD1 mRNA expression A–G B6D2 mice were treated topically with acetone (vehicle control) or glucocorticoid FA (2 μg/animal), every 72 h for 2 weeks. Human volunteers were treated with 0.05% CPB cream applied to the right arm skin once or daily for 2 weeks. Untreated skin from the left arm was used as a control. H&E staining of mouse skin (A) and human skin (E). Scale bars are 20 μm (A) and 40 μm (E). Morphometric analysis of epidermal thickness and number of basal keratinocytes in mouse skin treated with FA 1, 2, and 4 times (B), and human skin treated daily for 2 weeks (F). REDD1 mRNA expression in mouse epidermis 8 h after 1^st^, 2^nd^, and 4^th^ applications of FA (C, Q-PCR), in mouse epidermis and s.c. adipose, 24 h after FA (D, Q-PCR), and in human skin 24 h after single (G, volunteers V4 and V5) and 2-week (G, volunteers V1, V2, V3, RT–PCR) treatment with CBP. RPL27 was used as a cDNA normalization control. In human skin, the means ± SD were calculated in each individual sample compared to the untreated skin from the same individual (30 measurements/condition). In mouse skin, the means ± SD were calculated for three individual skin samples/condition in one representative experiment (30 measurements/condition) out of three experiments. Q-PCR results are the means ± SD calculated for three individual RNA samples/condition. Statistical analysis for differences between treatment and control was done by the unpaired two-tailed *t*-test.

We recently reported that REDD1 was at the top of the list of genes up-regulated in mouse epidermis upon FA treatment (Baida *et al*, 2013). Using Q-PCR, we showed that REDD1 mRNA was increased by ∼4.5-fold in the epidermis of B6D2 mice, 4–24 h after the first FA application (Fig1C and D), and stayed significantly above the control level for the duration of treatment. REDD1 mRNA was also strongly up-regulated in human skin treated with CBP for 24 h–2 weeks (Fig1G).

Because the atrophic changes in mouse epidermis due to FA treatment were paralleled by the complete depletion of s.c. adipose tissue (Fig1A), we assessed REDD1 in adipose. The purity of s.c. adipose isolation was verified using specific adipocyte and keratinocyte markers (Supplementary Fig S1). We found that REDD1 expression was equally activated in s.c. adipose and epidermis (FigD and Supplementary Fig S1).

### REDD1 protein level is tightly regulated in epidermis and correlates with mTOR activity and autophagy

Both immunostaining and Western blot analysis revealed that REDD1 protein was barely detectable in the skin of adult wild-type mice (Fig2A and B). FA induced REDD1 expression as early as 4–8 h after first application and following subsequent applications during chronic FA treatment, albeit to a lesser extent (Fig2B). The multiband pattern of REDD1 signal on Western blots was reported previously and may reflect REDD1 phosphorylation (Katiyar *et al*, 2009; Li *et al*, 2012; Regazzetti *et al*, 2012). The increase in REDD1 protein in the skin in response to FA was confirmed by immunostaining, which showed that REDD1 was mostly expressed in the cytoplasm of mouse keratinocytes throughout the epidermis (Fig2A).

**Figure 2:**
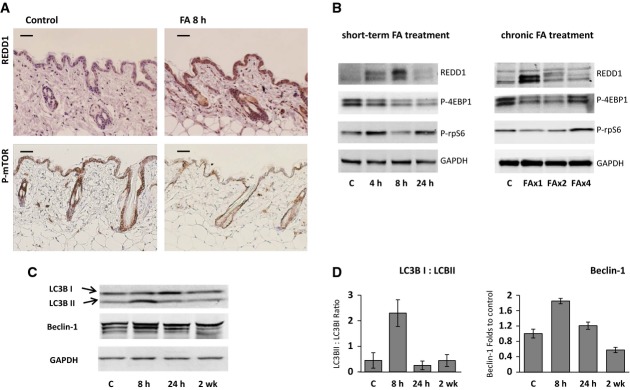
REDD1 protein expression in epidermis is tightly regulated and correlates with inhibition of mTOR and autophagy B6D2 mice were treated topically as in Fig1. Skin was harvested 4–24 h after single FA application or during chronic treatment (8 h after 1^st^, 2^nd^, and 4^th^ applications).A Immunohistochemical staining of mouse skin treated with acetone or FA for 8 h for REDD1 (upper panels) and phosphorylated mTOR-Ser2448 (lower panels). Scale bars are 20 μm.B Western blot analysis of REDD1 protein and phosphorylation of down-stream mTOR target proteins 4E-BP1 and rpS6 in murine epidermis. GAPDH is used as a normalization control.C, D Glucocorticoids induce autophagy in epidermis. Western blot analysis of Beclin-1 and conversion of light chain 3 (LC3) from LC3-I to LC3-II (C). Quantification of LC3-I to LC3-II conversion and Beclin-1 expression (D). The means ± SD were calculated using Western blots from two independent experiments (each lane is whole-cell protein from three pulled individual samples of epidermis).

The observed differences between REDD1 induction dynamics at mRNA and protein levels (especially at the 24-h time point and at the end of chronic FA treatment, compare Fig1C and D, and Fig2B) are likely due its short half-life (Katiyar *et al*, 2009). REDD1 expression is regulated via multiple mechanisms including translational repression by miR-221 which was reported to regulate REDD1 in murine hepatic progenitor cells (Pineau *et al*, 2010). In agreement, pri-miR-221 was significantly increased at the time points when REDD1 protein levels started to decline, for example, 24 h after single FA application, and after the first week of the chronic treatment (Supplementary Fig S5). This inverse correlation suggests that mature miR-221 is possibly involved in control of REDD1 induction by steroids in skin.

Because REDD1 is a known inhibitor of mTOR signaling (Sofer *et al*, 2005; Wang *et al*, 2006; DeYoung *et al*, 2008; Shimizu *et al*, 2011), we tested whether FA inhibits mTOR activity in the skin. In previous studies, mTOR activity has been monitored by phosphorylation of its major substrates, 4E-BP1 (eukaryotic initiation factor 4E binding protein 1) and S6K1 (ribosomal p70/S6 kinase 1) as well as ribosomal protein S6 (rpS6), a substrate of S6K1 (Checkley *et al*, 2011). As basal level of S6K1 phosphorylation was low in skin of B6D2 mice, we used 4E-BP1 and rpS6 as preferred markers. We showed that FA blocked mTOR activity in the skin. Moreover, there was an inverse correlation between phosphorylation of mTOR targets and REDD1 expression in the epidermis. By the time when REDD1 expression reached its peak (8 h after 1^st^ and 2^nd^ FA applications), the repression of mTOR activity by FA was most pronounced (Fig2A and B). We further confirmed this inverse correlation using immunostaining for REDD1 and active, phosphorylated at Ser2448 mTOR (Fig2A).

Previous studies showed that mTOR inhibition by glucocorticoids in other tissues causes autophagy (Molitoris *et al*, 2011; Shimizu *et al*, 2011). In accordance, we observed in FA-treated skin the conversion of light chain 3 (LC3) from its free form (LC3-I) to a membrane-bound state (LC3-II), a key step that initiates autophagy in mammalian cells (Klionsky *et al*, 2012). LC3-I to LC3-II conversion reached its maximum 8 h after FA treatment and paralleled with the increase of another autophagy marker Beclin-1, highest REDD1 expression and strongest repression of mTOR activity (Fig2C and D).

### REDD1 KO mice are resistant to the depletion of stem cells and skin atrophy by glucocorticoids

To assess the causative role of REDD1 in therapeutic and side effects of glucocorticoids in the skin, we compared REDD1 KO mice (Brafman *et al*, 2004) with isogenic controls (B6x129). REDD1 KO mice displayed mild epidermal hyperplasia and slightly increased keratinocyte proliferation (Fig3C and data not shown). There were no significant changes in early and medium/late differentiation markers including keratins K5, K10, loricrin, and involucrin (Supplementary Fig S2).

**Figure 3:**
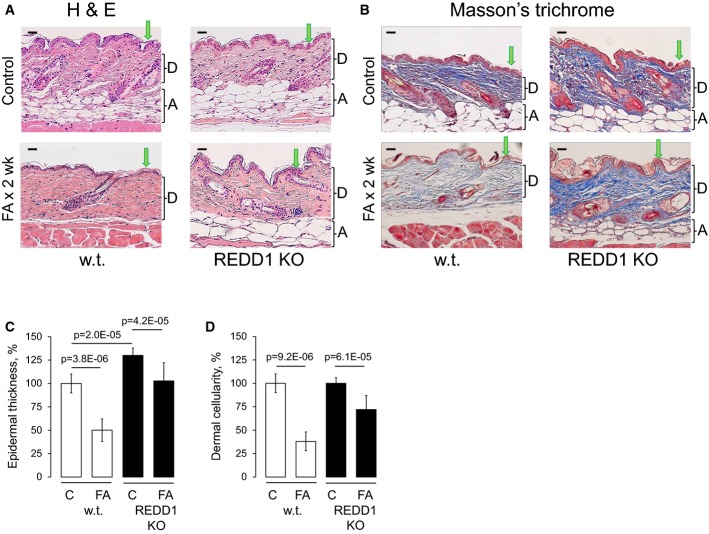
REDD1 KO mice are resistant to glucocorticoid-induced skin atrophy REDD1 KO and isogenic wild-type B6x129 mice were treated with acetone (vehicle control) or FA (2 μg/animal) every 72 h for 2 weeks.A, B H&E staining (A) and Masson's trichrome staining: Dermis/collagen fibers are blue, muscle is red, nuclei are dark red, and cytoplasm is red/pink (B). Arrows point to epidermis and brackets indicate subcutaneous adipose (A) and dermis (D). Scale bars are 20 μm.C, D Morphometric analysis of epidermal thickness and dermal cellularity as described in Materials and Methods. Changes in epidermal thickness (C) are presented as % to wild-type control epidermis. Changes in dermal cellularity (D) are presented as % to corresponding control skin. The means ± SD were calculated for three individual skin samples in one representative experiment (30 measurements/condition) out of two experiments. Statistical analysis for differences between treatment and control and between control wild-type and REDD1 KO epidermal thickness was done by the unpaired two-tailed *t*-test.

In contrast, the lack of REDD1 strongly attenuated the effects of glucocorticoids in the skin. REDD1 KO animals showed considerable resistance to FA-induced epidermal atrophy compared to wild-type animals. In wild-type mice, chronic FA treatment reduced epidermal thickness by 50%, compared to < 20% in REDD1 KO mice (Fig3A and C). Similarly, s.c, adipose tissue was significantly protected from the atrophy upon REDD1 knockout (Fig3A and B). Glucocorticoids induce severe thinning of collagen and elastin fibrous network and decrease cellularity of the dermis (Woodbury & Kligman, 1992; Schoepe *et al*, 2006). Using Masson's trichrome staining, we showed that REDD1 KO minimized FA effect on dermal fibers and caused significant protection of the dermal cells (Fig3B and D, and higher magnification images in Supplementary Fig S6).

Our previous studies showed that GR activation has a profound negative effect on epidermal stem cells (SCs) in the bulge of hair follicles (Chebotaev *et al*, 2007b,c). In agreement, chronic FA treatment of wild-type mice completely eliminated the CD34^+^ follicular SCs (only 5% of hair follicles were CD34 positive) and diminished by ∼40% the numbers of p63-positive progenitors in the basal layer of epidermis (Fig4A and C). Importantly, in REDD1 KO animals treated with FA, CD34^+^ SCs and p63^+^ keratinocytes were largely preserved: 40% of hair follicles remained CD34 positive, and the number of p63^+^ basal keratinocytes decreased only by 20% (Fig4A and C).

**Figure 4:**
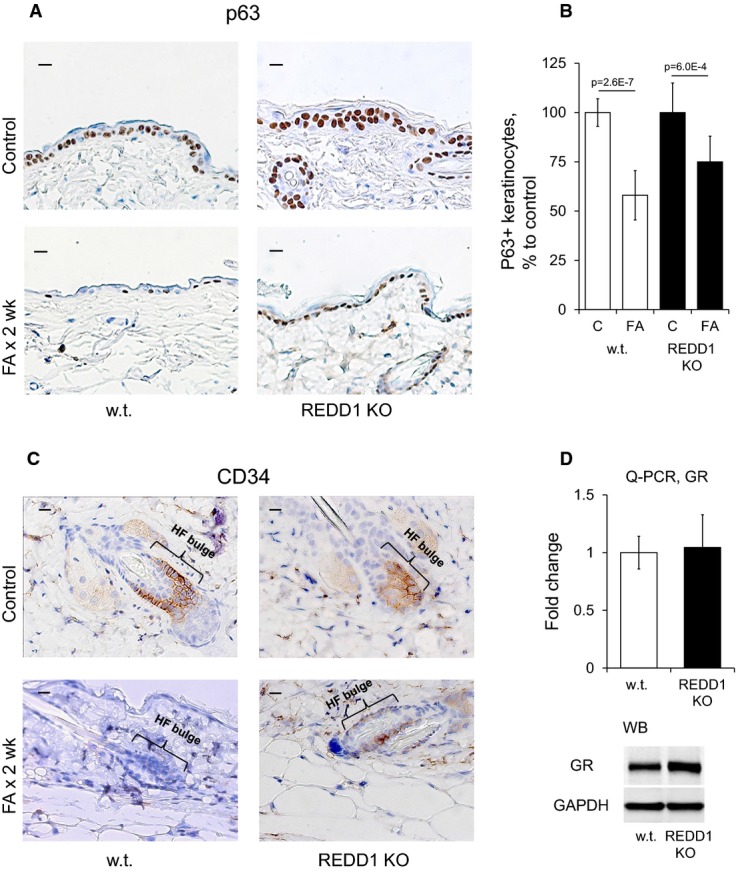
Protective effect of REDD1 KO on p63^+^ progenitors and CD34^+^ follicular epithelial stem cells REDD1 KO and wild-type animals were treated as in Fig3.A–C Expression of p63 (A) and CD34 (C). Scale bars are 10 μm. Analysis of p63 staining (B). The number of p63^+^ basal keratinocytes/total number of basal keratinocytes is presented as % to the corresponding control epidermis.D Similar GR expression in epidermis of wild-type and REDD1 KO mice determined by Q-PCR and Western blotting. Rpl27 and GAPDH used as a normalization controls, respectively.
Data information: The means ± SD were calculated for three individual skin samples in one representative experiment (30 measurements/condition) out of two experiments. Q-PCR results are presented as the means ± SD for three individual RNA samples/condition. Statistical analysis for differences between treatment and control was done by the unpaired two-tailed *t*-test.

### REDD1 KO mice retain sensitivity to the anti-inflammatory effect of glucocorticoids

To further assess the consequences of REDD1 knockout for glucocorticoid therapy, we measured their responses to FA in a model where inflammation/edema is induced by topical irritant croton oil (CO) in the mouse ear. This assay is typically employed to test anti-inflammatory effects of GR ligands (Schäcke *et al*, 2004; Park *et al*, 2006; Schoepe *et al*, 2010). REDD1 KO animals and isogenic controls were equally responsive to inflammation (Fig5). Remarkably, FA relieved this inflammatory response with equal potency in wild-type and REDD1 KO mice as assessed by changes in ear morphology and the weight of ear punch (Fig5).

**Figure 5:**
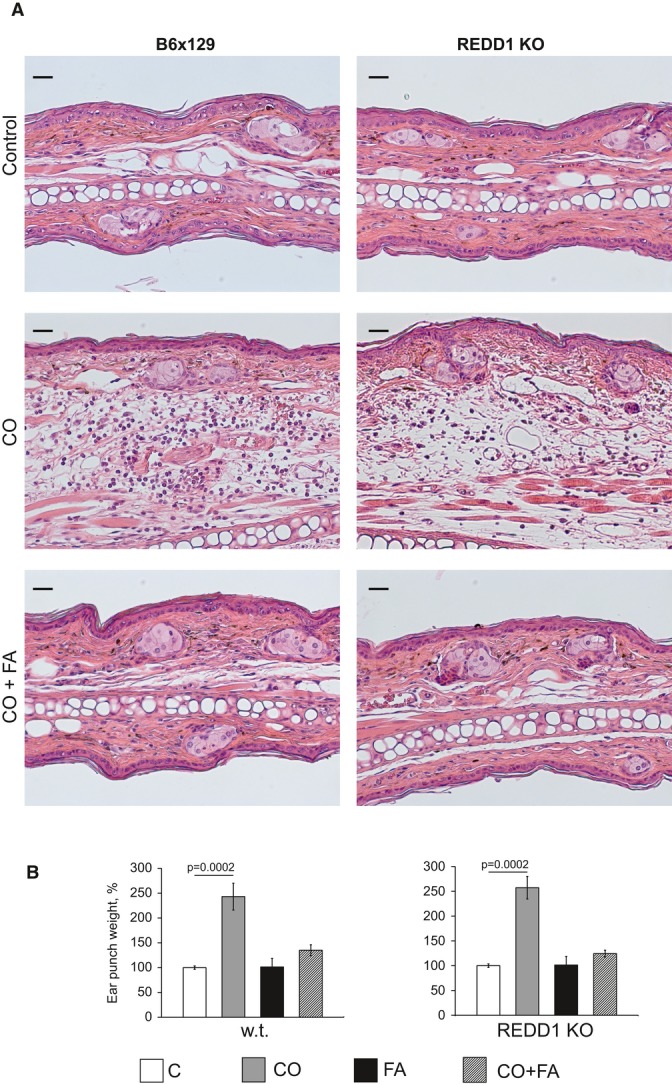
Similar sensitivity of REDD1 KO and wild-type animals to the anti-inflammatory effect of glucocorticoids Ear edema was induced by croton oil (CO) as in Materials and Methods. FA was applied 1 h before CO, and four-millimeter ear punch was weighed 9 h after CO application to assess swelling. In the additional experiment, ears were harvested 9 h after CO application and used for histological analysis.A H&E staining. Scale bars are 20 μm.B Ear punch weight. Results are presented as % to corresponding (wild-type or REDD1 KO) control ear weight. The means ± SD were calculated for six individual ear punches/condition in one representative experiment (out of three experiments). Statistical analysis for differences between treatment and corresponding control was done by the unpaired two-tailed *t*-test.

### REDD1 knockdown reduces hypoplastic effect of glucocorticoids in organotypic raft cultures

To evaluate possible contribution of REDD1 to glucocorticoids' action in human skin, we used 3-dimensional organotypic raft cultures (ORC) made of primary human epidermal keratinocytes (NHEK, Getsios *et al*, 2009) as described previously (Schoepe *et al*, 2010). We prepared ORCs from NHEK infected with control pGIPZ- or shREDD1-expressing lentiviruses (Fig6A). Both short-term (6 h) and chronic (7 days) treatment with CBP induced REDD1 mRNA and protein in control ORCs; this induction was completely abolished in shREDD1 ORCs (Fig5C and D). In agreement, mTOR activity was increased in shREDD1-expressing rafts compared to pGIPZ controls, with or without CBP treatment, as was evidenced by increased 4E-BP1 phosphorylation (Fig6C).

**Figure 6:**
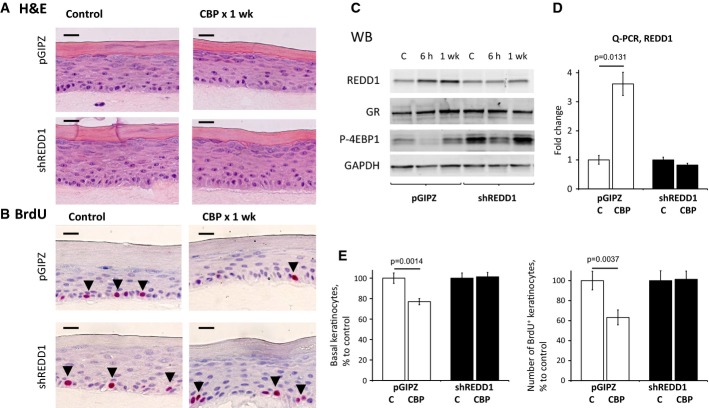
Down-regulation of REDD1 protects organotypic raft cultures from the hypoplastic effect of glucocorticoids Organotypic raft cultures (ORC) made from NHEK infected with REDD1 shRNA and control pGIPZ lentiviruses were treated with glucocorticoid CBP (5 μM) or vehicle control (0.05% DMSO) for 7 days.A, B H&E and BrdU staining of raft cultures (BrdU^+^ cells are indicated by arrowheads). Scale bars are 10 μm.C Western blot analysis of REDD1, GR, and mTOR substrate 4E-BP1 phosphorylation. GAPDH was used as a loading control.D Q-PCR analysis of REDD1 expression in rafts.E Analysis of CBP effect on basal keratinocyte number (left) and keratinocyte proliferation (number of BrdU^+^ basal keratinocytes/total number of basal keratinocytes, right) is presented as % to corresponding control rafts.
Data information: The means ± SD for BrdU^+^ cells and basal keratinocytes in (E) were calculated for two individual rafts in one representative experiment (20 measurements/condition) out of two experiments. Q-PCR results in (D) are the means ± SD calculated for two individual RNA samples/condition. Statistical analysis for differences between treatment and control was done by the unpaired two-tailed *t*-test.

In pGIPZ-infected ORCs, the number and especially proliferation (BrdU incorporation) of basal keratinocytes were decreased by 25–40% after 7-day treatment with CBP (Fig6A, B and E). In contrast, shREDD1-expressing ORCs were completely protected from the hypoplastic/anti-proliferative effect of CBP (Fig6A, B, and E).

### REDD1 plays an important role in GR signaling: asymmetrical effect on GR TA and TR

The reduced sensitivity of REDD1 KO mice and shREDD1 ORCs to steroid-induced atrophy suggested that lack of REDD1 could affect either GR expression or GR function. Q-PCR and Western blotting showed that GR expression was not significantly changed/slightly increased either in the epidermis of REDD1 KO mice (Fig4D) or in ORCs after shREDD1 knockdown (Fig6C).

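Epidermal RNA was hybridized to 8 arrays of the Illumina MouseRef-8 v2.0 BeadChip, 2 for each of 4 groups: wild-type vehicle, wild-type FA, REDD1 KO vehicle and REDD1 KO FA. FA, the glucocorticoid fluocinolone acetonide, was applied at 2 µg per animal, and RNA was taken 24 h later. The legend of Fig 7 describes individual RNA samples and 1 animal per column of the heatmap. Ddit4, the gene that encodes REDD1, had normalized log2 signals of 10.08 and 9.16 in the wild-type vehicle arrays, 10.98 and 11.14 in the wild-type FA arrays, 7.42 and 7.09 in the REDD1 KO vehicle arrays, and 7.88 and 8.35 in the REDD1 KO FA arrays. Every REDD1 KO array thus lay below every wild-type array. The mutant allele carries a LacZ/neo cassette in place of exon 2, and whether the Ddit4 probe lies in the replaced part is not given in the sources used here, so these signals may not check the deletion itself.
The paper describes B6x129 mice, epidermis of the back and acetone as vehicle. The sample labels name the strain B6D2, the posterior ear lobe and untreated controls, while their protocol also names the back skin and acetone. The groups are described here in the terms of the paper.
The authors deposited the bead signal intensity of 25697 probes with a detection p for each, 832 control lines, and log2 values from the neqc function of limma. This function subtracts a background estimated from negative control probes, adds an offset (16 here) and applies quantile normalization. Rebuilt from the intensities with 798 negative controls, the log2 values differed from the deposited values by at most 5e-09. The median intensity of an array ranged from 95.9 to 107 (median 99.6), close to the mean of its negative controls of 90.5 to 99.3, and 11429 to 11998 probes per array were detected at a detection p under 0.05. Arrays of the same group correlated at r of 0.976 to 0.990 over the tested probes. The number of arrays limits the precision of each value, since 2 per group leave 4 residual degrees of freedom.
For testing, 13131 probes with a detection p under 0.05 in at least 2 of the 8 arrays were kept, and 12362 of them carry a gene symbol, for 9343 genes. A linear model of limma with 1 mean per group was fitted to all 8 arrays, so that the groups share 1 estimate of the spread, and moderated two-sided p-values were adjusted by the Benjamini-Hochberg method over all tested probes. Which probes were filtered, and whether all arrays entered 1 fit, is not given in the sources used here for the published counts. Gene lists were tested with camera at a preset correlation of 0.01 between genes, with 1 probe per gene, the 1 with the highest mean signal. The comparisons, the threshold of an adjusted p under 0.05, 29 gene lists and the rule for the genes named here were fixed before the deposited data were examined. The values in Tables S1 and S2 and Fig 7, which come from these same arrays, had been seen when that rule was written. Several lists cover GO categories of Fig 7, so their tests are not independent of the published results. No list kept an adjusted p under 0.05 in camera with a correlation estimated from these arrays. Where a group lies below the background on both of its arrays, a fold is given as a lower bound ("at least"), the mean log2 signal of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the probe's own signal and the lowest detected signal of that array.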

To investigate the global role of REDD1 in GR signaling, we performed genome-wide expression profiling of the epidermis of REDD1 and wild-type mice treated with vehicle (control) or FA using Illumina mouse whole-genome gene array (GEO Submission GSE59151). Gene expression was measured 24 h post-FA application, when both TA and TR are usually fully developed (Wu *et al*, 2004). Differential expression was identified based on the adjusted *P*-value threshold of 0.05.

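In vehicle-treated epidermis, the largest difference between REDD1 KO and wild-type mice was in Adh7, an alcohol dehydrogenase that oxidizes retinol. Its log2 signal was 10.4 ± 0.207 (SD, n = 2) in wild-type and 4.34 ± 0.204 (SD, n = 2) in REDD1 KO epidermis, below background in the latter, which makes it at least 54.4-fold lower (adjusted p = 1.35e-06 from limma). Cyp2f2, a cytochrome P450, was lower in REDD1 KO by a log2 difference of -3.10 (adjusted p = 0.0224), Gch1, the first enzyme of tetrahydrobiopterin synthesis, by -2.39 (adjusted p = 0.00594), and Ddit4 itself by -2.37 (standard error 0.294, adjusted p = 0.0096). Higher in REDD1 KO were Rab6b, a small GTPase of Golgi transport, with a log2 difference of 2.65 (standard error 0.282, adjusted p = 0.00453), Nop58, a protein of box C/D nucleolar particles, with 1.54 (adjusted p = 0.00722), and Gbp2b, an interferon-induced GTPase, with 1.32 (adjusted p = 0.0189). Klk1b22, a kallikrein serine protease, was at least 5.88-fold higher and Klra22, a receptor of natural killer cells, at least 2.53-fold higher (adjusted p = 0.0499 and 0.00411). Mak16, a factor of ribosome assembly, was at least 4.65-fold lower by 1 probe (adjusted p = 0.000384), while its other probe gave a log2 difference of -0.19 (adjusted p = 0.824). Leaving out 1 array ended several of these calls: Cyp2f2 (either wild-type vehicle array or REDD1 KO vehicle replicate 1, adjusted p = 0.0684 to 0.151), Gch1 (wild-type vehicle replicate 2 or REDD1 KO vehicle replicate 1, adjusted p = 0.0542 and 0.0584), Ddit4 (either REDD1 KO vehicle array, adjusted p = 0.0584 and 0.0977), Nop58 (either REDD1 KO vehicle array, adjusted p = 0.0584 and 0.0843), Gbp2b (either wild-type vehicle array or either REDD1 KO vehicle array, adjusted p = 0.0614 to 0.194), Klra22 (REDD1 KO vehicle replicate 2, adjusted p = 0.059) and Klk1b22 (either wild-type vehicle array, either REDD1 KO vehicle array or either REDD1 KO FA array, adjusted p = 0.0665 to 0.366).
Of 13131 probes, 22 were higher and 45 were lower in REDD1 KO at an adjusted p under 0.05 from limma. Without an adjustment, 549 were higher and 585 lower at p under 0.05, where 657 in both directions together are expected by chance. In FA-treated epidermis, measured on other arrays, 65 of these 67 probes differed in the same direction, 60 of them at an adjusted p under 0.05. Of 23 genes of Table S1 that the probe annotation names, 20 passed the test here. Of 43 measured genes of keratinocyte terminal differentiation and 13 of basal keratinocytes, 0 passed the test in limma (0 adjusted over the list alone), and 2 and 1 had an unadjusted p under 0.05 (camera adjusted p = 0.878 and 0.769). The terminal differentiation list (median -0.007, mean 0.03) passed camera in opposite directions without wild-type vehicle replicate 1 (median -0.14, adjusted p = 0.00223) and replicate 2 (0.18, adjusted p = 0.00994). The 11 measured MHC class II genes had a median log2 difference of 0.38, with 0 past the test in limma, 1 when adjusted over the list alone and 2 at an unadjusted p under 0.05 (camera adjusted p = 0.0106, and adjusted p = 0.891 with an estimated correlation or 0.164 on probes detected in all 8 arrays; median 0.23 without REDD1 KO vehicle replicate 2). For 11 genes of Langerhans cells and macrophages outside class II the median was 0.36, with 0 past the test in limma, 1 when adjusted over the list alone and 2 at an unadjusted p under 0.05 (camera adjusted p = 0.0191, and adjusted p = 0.891 with an estimated correlation). This call was lost without wild-type vehicle replicate 2 (median 0.15, adjusted p = 0.489) and with no probe filter (median 0.23, adjusted p = 0.183), and the median was 0.57 without wild-type vehicle replicate 1. Fitted on only the 4 vehicle arrays, 4 probes were higher and 27 lower. Without wild-type vehicle replicate 1 or 2, 15 and 5 probes were higher and 25 and 23 lower, and without REDD1 KO vehicle replicate 1 or 2, 5 and 1 were higher and 18 and 16 lower.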

REDD1 KO had only minor effect on baseline gene expression with only three genes were up-regulated and 23 were down-regulated in REDD1 KO compared to wild-type controls (Supplementary Table S1, and heatmaps Fig7A and Supplementary Fig S4).

**Figure 7:**
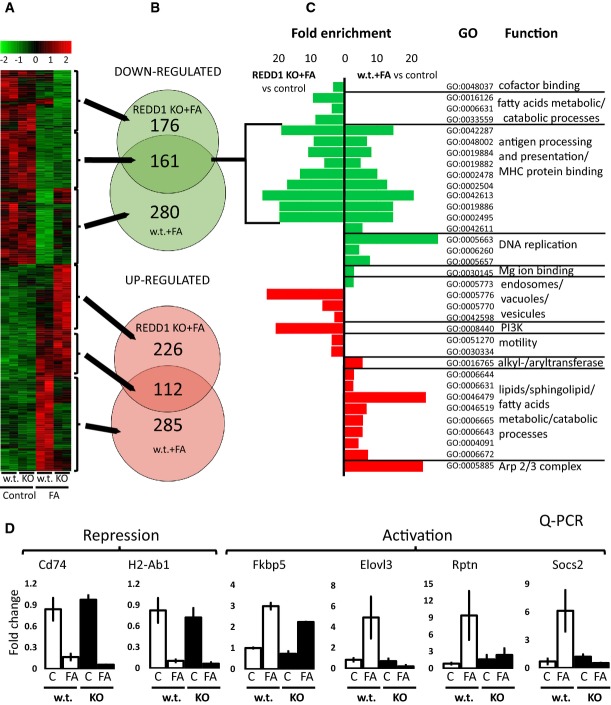
Global effect of REDD1 KO on the expression of glucocorticoid-responsive genes in murine epidermis REDD1 KO and isogenic B6x129 mice were treated topically with FA (2 µg) or vehicle (acetone) for 24 h, and RNA was extracted from the epidermis and used for microarray analysis.A A heatmap of gene expression as analyzed by the Mouse Whole-Genome Gene Expression BeadChips (Illumina). Columns show normalized gene expression for individual animals (red: increased, green: decreased expression).B Venn diagrams show overlap of differentially expressed genes between REDD1 KO and wild-type mice (adjusted *P* < 0.05). Arrows connect sections of the heatmap with corresponding Venn diagrams.C Most enriched gene ontology (GO) categories for biological processes and molecular functions (fold-change enrichment ≥ 3, *P* < 0.01), associated with transrepression and transactivation of the glucocorticoid-responsive genes in REDD1 KO and wild-type mice.D Array validation by Q-PCR for genes from the different GO categories. Note: lack of overlap in GO categories between KO and wild-type mice associated with up-regulated genes and significant overlap in the function of down-regulated genes.
Data information: We used for array analysis two individual RNA samples/condition. Statistical analysis of DNA arrays is described in Materials and Methods. Statistical analysis of array validation is shown in Supplementary Fig S3.

In contrast, REDD1 appeared central for gene regulation by glucocorticoids. In REDD1 KO animals, ∼20% fewer genes responded to FA than in wild-type mice: (338 versus 397 up-regulated and 337 versus 441 down-regulated, Fig7B and Supplementary Table S2). 

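Several named genes changed with FA in both genotypes. Spsb1, an adaptor of a ubiquitin ligase, rose by a log2 fold change of 2.99 (standard error 0.169, adjusted p = 0.000154 from limma) in wild-type and 3.52 (adjusted p = 7.24e-05) in REDD1 KO epidermis, and Tmprss2, a membrane serine protease, rose by 3.01 and 3.24 (adjusted p = 0.00202 in REDD1 KO). Gadd45g, a growth arrest and DNA damage response gene, rose by 2.10 (adjusted p = 0.0273) and 3.13 (adjusted p = 0.00626), and C1qb, a chain of complement C1q, was at least 3.71-fold and 6.47-fold higher with FA. Down-regulated in both genotypes was Uhrf1, which maintains DNA methylation during replication, with log2 fold changes of -2.60 (adjusted p = 0.00782) and -2.65 (adjusted p = 0.00815), and the steroid-metabolizing Akr1c18 was at least 7.07-fold and 7.77-fold lower. In wild-type epidermis, 1 array less ended the call of Akr1c18 (wild-type vehicle replicate 1 or either wild-type FA array, adjusted p = 0.083 to 0.113) and Uhrf1 (either wild-type FA array, adjusted p = 0.0544 and 0.0709).
In wild-type epidermis, 417 probes (354 genes) were higher and 416 (363 genes) lower with FA at an adjusted p under 0.05 from limma, n = 2 arrays per group. In REDD1 KO epidermis, 285 probes (228 genes) were higher and 307 (260 genes) lower. These are not the same probes as in Table S2. Of its wild-type rows, 265 of 397 rises and 270 of 441 falls were called here. Of its REDD1 KO rows, 191 of 338 rises and 194 of 337 falls were called, while every row kept its direction. The difference of the FA effect between the genotypes, tested itself, passed for 4 probes, each with a smaller rise or a fall in REDD1 KO. Defb8, a beta-defensin, was at least 24.0-fold higher with FA in wild-type epidermis, and its fitted difference in log2 fold change, REDD1 KO minus wild type, was -4.87 (standard error 0.376, adjusted p = 0.00485), with signals below background on the arrays of the other 3 groups. Acot5, a peroxisomal acyl-CoA thioesterase, was at least 6.07-fold higher in wild-type epidermis, with a fitted difference of -2.43 (standard error 0.23, adjusted p = 0.0139). Mgll, the monoacylglycerol lipase, named after its values were seen, rose by 1.86 in wild-type and fell by 1.48 in REDD1 KO epidermis (difference -3.34, adjusted p = 0.0419). Its wild-type call was lost without wild-type FA replicate 2 (adjusted p = 0.0536), and its REDD1 KO call without either REDD1 KO vehicle array or REDD1 KO FA replicate 1 (adjusted p = 0.0533 to 0.142). The myeloperoxidase gene Mpo gave a difference of -2.63 (adjusted p = 0.0162) by 1 probe and -0.94 and -0.02 by the others. In the other direction 0 probes passed in limma, against 600 higher and 702 lower at an unadjusted p under 0.05, where 657 together are expected by chance.
Leaving out arrays moved these counts. Without wild-type vehicle replicates 1 and 2 and FA replicates 1 and 2, each in turn, 242, 215, 105 and 72 probes were higher and 260, 178, 70 and 71 lower in wild-type epidermis. Without REDD1 KO vehicle replicates 1 and 2 and FA replicates 1 and 2, 96, 92, 173 and 244 were higher and 116, 86, 150 and 198 lower in REDD1 KO epidermis (185 and 185 without either wild-type FA replicate). The calls for the genotype difference were lost for Defb8 (REDD1 KO vehicle replicate 2, adjusted p = 0.0516), Acot5 (either wild-type vehicle array, wild-type FA replicate 2 or REDD1 KO vehicle replicate 2, adjusted p = 0.0515 to 0.118), Mgll (either wild-type vehicle array, wild-type FA replicate 2, REDD1 KO vehicle replicate 2 or REDD1 KO FA replicate 1, adjusted p = 0.078 to 0.279) and Mpo (either wild-type vehicle array, wild-type FA replicate 2 or REDD1 KO vehicle replicate 2, adjusted p = 0.0765 to 0.118). In place of 4 lower and 0 higher, 2 were lower without either wild-type vehicle replicate or wild-type FA replicate 2, 0 without REDD1 KO vehicle replicate 2 and 18 without wild-type FA replicate 1. Probes passed in both directions without REDD1 KO vehicle replicate 1 (7 lower and 2 higher), REDD1 KO FA replicate 1 (3 and 3) or REDD1 KO FA replicate 2 (11 and 20).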

More importantly, the lack of REDD1 specifically altered TA branch of GR signaling. 

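Several of the largest rises with FA in wild-type epidermis had no call in REDD1 KO epidermis. Klk6, a serine protease of the kallikrein family, rose by a log2 fold change of 3.77 (standard error 0.591, adjusted p = 0.00851 from limma) in wild-type epidermis and had 1.35 (adjusted p = 0.249) in REDD1 KO. Ces4a, a carboxylesterase, rose by 3.44 (adjusted p = 0.00682), against 0.37 (adjusted p = 0.736), and Wfdc12, a small protease inhibitor with antibacterial activity, was at least 8.72-fold higher in wild-type epidermis, against a log2 fold change of 0.02 (adjusted p = 0.985). The genotype difference of these genes did not pass the test (adjusted p = 0.411 for Klk6, 0.33 for Ces4a and 0.294 for Wfdc12). Without wild-type FA replicate 2 the calls of Klk6 and Ces4a were lost (adjusted p = 0.0741 and 0.0648).
Of 43 measured genes of keratinocyte terminal differentiation, 9 rose in wild-type epidermis (17 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.67 (camera adjusted p = 1.1e-09, and adjusted p = 0.399 with an estimated correlation). In REDD1 KO epidermis 2 rose and 2 fell (the same counts when adjusted over the list alone), with a median of 0.16 (camera adjusted p = 0.0572). Without either wild-type vehicle array (adjusted p = 0.0309), REDD1 KO vehicle replicate 2 (adjusted p = 0.0125) or REDD1 KO FA replicate 2 (adjusted p = 0.0118), the list passed in REDD1 KO. It also passed there without background correction (0.033), with an offset of 50 (0.0486), no probe filter (0.0367), only the 4 arrays (0.0366), the replicate block (0.0491), trended and robust eBayes (0.0388) or array weights (0.0499). Lce1e, a late cornified envelope protein, rose by 1.91 (standard error 0.247, adjusted p = 0.00434) in wild-type epidermis and had -0.16 (adjusted p = 0.772) in REDD1 KO. Alox12b, a lipoxygenase of the permeability barrier, had 1.33 (adjusted p = 0.0119) and 0.64 (adjusted p = 0.159), while its partner enzyme Aloxe3 rose in both, by 1.08 and 1.22 (adjusted p = 0.0142 and 0.0094). Involucrin (Ivl), a cornified envelope precursor, rose by 1.19 (adjusted p = 0.00389) and 0.77 (adjusted p = 0.0231), and in REDD1 KO epidermis the suprabasal keratin Krt1 fell by 1.41 (adjusted p = 0.0495) and Flg2, a filaggrin-like protein, by 0.77 (adjusted p = 0.0297). For the list, the median genotype difference was -0.42 (camera adjusted p = 9.19e-06, and adjusted p = 0.485 with an estimated correlation), or -0.22 and -0.69 without wild-type vehicle replicates 1 and 2. For the single genes Lce1e, Alox12b, Krt1 and Flg2 the difference had adjusted p = 0.235, 0.518, 0.363 and 0.354. With 1 array left out, the wild-type call was lost for Alox12b (either wild-type FA array, adjusted p = 0.0821 and 0.0887). REDD1 KO calls ended for Aloxe3 (either REDD1 KO vehicle array, adjusted p = 0.0578 and 0.0643), Ivl (either REDD1 KO vehicle array or either REDD1 KO FA array, adjusted p = 0.0618 to 0.132), Krt1 (either wild-type FA array, either REDD1 KO vehicle array or REDD1 KO FA replicate 2, adjusted p = 0.0722 to 0.206) and Flg2 (any array but the wild-type vehicle ones, adjusted p = 0.0629 to 0.148).
Over all tested probes, 130 of the 417 probes up-regulated in wild-type epidermis (31.2%, 95% Wilson interval 26.9% to 35.8%) were also called up-regulated in REDD1 KO, which is 45.6% (39.9% to 51.4%) of the 285 REDD1 KO calls, where 9.05 are expected for independent calls. In REDD1 KO, 366 of the 417 (87.8%) were above 0, and the median log2 fold change was 1.08 in wild-type and 0.50 in REDD1 KO. At an unadjusted p under 0.05 of the difference, 189 (45.3%) rose less in REDD1 KO and 10 rose more, a count that the choice of probes by their wild-type rise favors, and of the 285 probes called in REDD1 KO 88 rose less in wild-type epidermis. Probes chosen in the other genotype also had smaller changes in the genotype not used to choose them: the 285 up-regulated in REDD1 KO had a median of 1.09 there and 0.76 in wild-type epidermis. On only the 4 arrays of each comparison the shared part was 19.1%, and it was 45.0% without wild-type vehicle replicate 1, 41.7% without wild-type FA replicate 2, 15.4% and 16.0% without REDD1 KO vehicle replicates 1 and 2, and 17.8% and 21.4% without REDD1 KO FA replicates 1 and 2.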

Only 30% FA-induced genes were also activated in REDD1 KO mice. In contrast, there was a 50% overlap between genes inhibited by FA in REDD1 KO and wild-type animals (Fig7B). 

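Genes of inflammation went both ways with FA. Il33, an alarmin of keratinocytes, fell by 1.95 on the log2 scale (adjusted p = 0.00729 from limma) in wild-type and by 1.45 (adjusted p = 0.0272) in REDD1 KO epidermis, and Mmp9, a gelatinase, fell by 1.63 (adjusted p = 0.00321) and by 2.30 (adjusted p = 0.000953). The adhesion molecule Icam1 and the chemokine Cxcl12 fell in wild-type epidermis, with log2 fold changes of -1.70 and -1.73 (adjusted p = 0.0131 and 0.0237), and had -1.22 and -1.46 (adjusted p = 0.0522 and 0.0524) in REDD1 KO, without a difference between genotypes past the test (adjusted p = 0.734 and 0.887). The chemokine Cxcl9 was at least 2.93-fold lower with FA in REDD1 KO epidermis (adjusted p = 0.0216, and adjusted p = 0.435 for the difference). Its fitted log2 fold change went from -1.92 to -1.21 without REDD1 KO vehicle replicate 2, so this bound rests on that array. Pyy, the peptide YY hormone, had -3.84 in wild-type epidermis (standard error 0.53, adjusted p = 0.00557), and -2.11 in REDD1 KO (adjusted p = 0.0606, and adjusted p = 0.5 for the difference). Calls were lost with 1 array left out in wild-type epidermis for Il33 (wild-type FA replicate 1, adjusted p = 0.068), Icam1 (wild-type vehicle replicate 1 or either wild-type FA array, adjusted p = 0.0604 to 0.0961), Cxcl12 (wild-type vehicle replicate 1 or either wild-type FA array, adjusted p = 0.0806 to 0.176) and Pyy (wild-type FA replicate 2, adjusted p = 0.0545). They were lost in REDD1 KO epidermis for Il33 (any array but the wild-type vehicle ones, adjusted p = 0.0517 to 0.16) and Cxcl9 (either REDD1 KO FA array, adjusted p = 0.0709 and 0.0738).
Of 20 measured cytokines, chemokines and NF-kB targets, 3 rose and 4 fell in wild-type epidermis (4 and 5 when adjusted over the list alone), and 1 rose and 3 fell in REDD1 KO (1 and 6 when adjusted over the list alone). The wild-type rises, named after their values were seen, were the cytokines Il1a (1.11, adjusted p = 0.0173) and Il18 (0.90, adjusted p = 0.0282) and the interleukin 36 receptor antagonist Il1f5 (1.18, adjusted p = 0.0135), with -0.12, 0.04 and 0.08 in REDD1 KO (adjusted p = 0.793, 0.935 and 0.872) and no difference past the test (adjusted p = 0.33, 0.39 and 0.35). The chemokine Ccl27a rose in REDD1 KO (0.68, adjusted p = 0.0484), against -0.02 in wild-type epidermis (adjusted p = 0.964, and adjusted p = 0.39 for the difference). With 1 array left out, calls were lost for Il1a (either wild-type vehicle array or either wild-type FA array, adjusted p = 0.0566 to 0.114), Il18 (wild-type vehicle replicate 1 or either wild-type FA array, adjusted p = 0.111 to 0.164) and Il1f5 (wild-type vehicle replicate 1 or either wild-type FA array, adjusted p = 0.0558 to 0.108), and with any 1 array left out for Ccl27a (adjusted p = 0.0519 to 0.231). The list did not pass camera in either genotype (adjusted p = 0.789 and 0.107) or for the difference (adjusted p = 0.21). Its median in REDD1 KO was 0.02 and its mean -0.48. Without REDD1 KO vehicle replicate 1, it passed in REDD1 KO (median -0.13, adjusted p = 0.00295) and for the difference (median -0.11, adjusted p = 0.00394).
Of the 416 probes down-regulated in wild-type epidermis, 156 were also called in REDD1 KO, which is 37.5% of the wild-type calls (95% Wilson interval 33.0% to 42.3%) and 50.8% of the 307 REDD1 KO calls (45.3% to 56.4%), where 9.73 are expected for independent calls. A value below 0 in REDD1 KO was found for 394 of the 416 (94.7%), and the median log2 fold change was -0.95 in wild-type and -0.65 in REDD1 KO. At an unadjusted p under 0.05 of the difference, 106 (25.5%) fell less in REDD1 KO and 7 fell more, a count that the choice of probes by their wild-type fall favors, and of the 307 probes called in REDD1 KO 79 fell less in wild-type epidermis. The 307 probes chosen in REDD1 KO had a median of -1.14 there and -0.84 in wild-type epidermis. In the paper's own lists of Table S2, the 161 shared falls are 36.5% of the wild-type and 47.8% of the REDD1 KO falls. The 112 shared rises are 28.2% and 33.1%, so the size of the shared part depends on which genotype is taken as the base. The shared part of the wild-type calls was 52.7% and 59.0% without wild-type vehicle replicates 1 and 2, 64.3% and 76.1% without wild-type FA replicates 1 and 2, 23.0% and 20.7% without REDD1 KO vehicle replicates 1 and 2, and 20.9% and 26.1% without REDD1 KO FA replicates 1 and 2.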

The detailed analysis of differentially regulated individual genes in two genotypes is presented in Supplementary Table S2.

To quantify the relationship between TA and TR and REDD1 gene status, we assessed Pearson correlation between the fold changes of the differentially expressed (397 activated and 441 down-regulated) genes in wild-type and in REDD1 KO epidermis. 

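Among the 397 probes listed as FA-induced in wild-type epidermis in Table S2, Angptl4, an inhibitor of lipoprotein lipase, rose by a log2 fold change of 2.97 (adjusted p = 0.0346 from limma) in wild-type epidermis and had 1.11 (adjusted p = 0.4) in REDD1 KO. The major urinary protein gene Mup2 rose by 2.90 (adjusted p = 0.00784) and had 1.16 (adjusted p = 0.196). Their genotype difference did not pass the test (adjusted p = 0.548 and 0.434). Their wild-type calls were lost with 1 array left out: Angptl4 (wild-type vehicle replicate 2 or either wild-type FA array, adjusted p = 0.0819 to 0.181) and Mup2 (wild-type FA replicate 2, adjusted p = 0.077). Changes of like size in both genotypes were found for Hs3st3a1, a heparan sulfate sulfotransferase, with 2.33 and 2.52 (adjusted p = 0.00179 and 0.00106), and for the protease inhibitor Serpina3n, with 2.26 and 2.82 (adjusted p = 0.0111 and 0.00477). The median log2 fold change of the FA-induced probes was 0.86 in wild-type and 0.37 in REDD1 KO epidermis, and that of the 441 FA-inhibited probes was -0.75 and -0.42.
Across the 397 FA-induced probes, the log2 fold changes of the 2 genotypes correlated with a Pearson r of 0.383 (95% bootstrap interval 0.242 to 0.514), a Spearman rho of 0.39 and a slope of 0.375. Across the 441 FA-inhibited probes, r was 0.791 (0.748 to 0.83), rho 0.708 and the slope 0.948. These correlations are across probes, which are not independent replicates, and the 2 fold changes share no arrays. With each of the 8 arrays left out in turn, r was 0.301 to 0.438 for the FA-induced and 0.748 to 0.79 for the FA-inhibited probes. The order depended on the genotype in which the probes were chosen: for the probes that Table S2 lists in REDD1 KO, r was 0.752 for the induced and 0.611 for the inhibited.

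**Figure D1:**
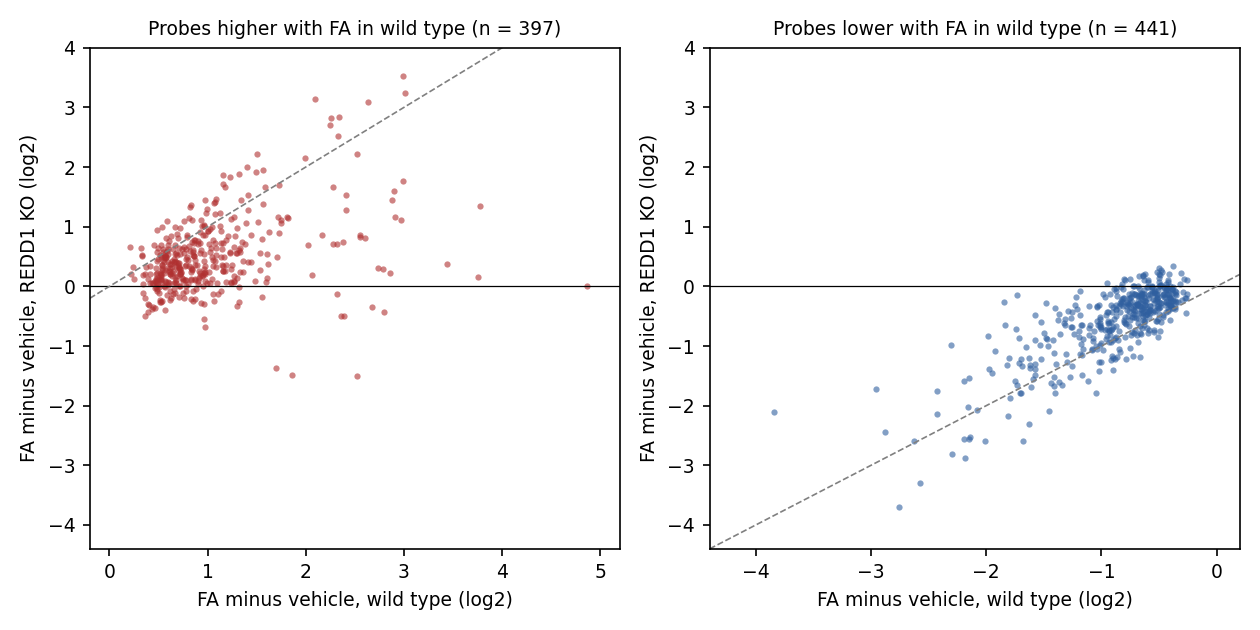
Log2 fold change with FA in wild-type epidermis (horizontal axis) against that in REDD1 KO epidermis (vertical axis) for the 397 FA-induced and 441 FA-inhibited probes of Table S2, 1 point per probe, with a dashed line of equal change. The changes of the 2 genotypes correlated less for the FA-induced probes (r = 0.383) than for the FA-inhibited probes (r = 0.791). In both sets the median change was smaller in REDD1 KO than in wild-type epidermis (0.369 against 0.864, and -0.417 against -0.747).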

We found only a weak positive correlation between FA-induced genes (*r* = 0.16, *P* = 0.003), and a robust positive correlation between FA-inhibited genes (*r* = 0.72, *P* = 10e-10), indicating much stronger involvement of REDD1 in GR TA, but not TR. This conclusion is also illustrated by the hierarchical clustering of microarray data on the heatmap with high level of similarity between genes repressed by FA in wild-type and REDD1 KO animals (Fig7A, Supplementary Fig S4).

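Several strongly repressed genes fell in both genotypes. Ffar2, a receptor for short-chain fatty acids, fell by 2.62 on the log2 scale (adjusted p = 0.00134 from limma) in wild-type and by 2.59 (adjusted p = 0.00106) in REDD1 KO epidermis, and Nkd2, an inhibitor of Wnt signaling, was at least 4.88-fold lower in wild-type epidermis and fell by 1.75 (adjusted p = 0.00346) in REDD1 KO. The transmembrane gene Tmem45a2 fell by 2.96 (adjusted p = 0.00487) and by 1.72 (adjusted p = 0.0447), with its wild-type call lost without wild-type FA replicate 2 (adjusted p = 0.0519). Panx3, a pannexin channel, was called in REDD1 KO alone. It fell there by 3.59 (standard error 0.429, adjusted p = 0.00303) and had -0.43 (adjusted p = 0.613) in wild-type epidermis, with a genotype difference short of the threshold (adjusted p = 0.287).
Over all 13131 tested probes the FA log2 fold changes of the 2 genotypes correlated at r = 0.548. For the 416 probes called down-regulated in wild-type epidermis r was 0.77 (95% bootstrap interval 0.72 to 0.817), and for the 417 called up-regulated it was 0.265 (0.15 to 0.391). For probes called in REDD1 KO in their place, r was 0.515 for the down-regulated and 0.651 for the up-regulated. Without wild-type FA replicate 1 the r of the up-regulated probes was 0.00334, and without REDD1 KO vehicle replicate 1 it was 0.117. These 2 values are over the probes called anew in each fit, so the set of probes changed too. Over the fixed set of FA-induced probes of Table S2, r was 0.329 and 0.305 with these arrays left out. From the weak correlation among FA-induced genes and the strong correlation among FA-inhibited genes, the paper concludes that REDD1 has a much greater part in GR transactivation than in transrepression, and it presents the clustering of the arrays as an illustration of the same point.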

Next, we performed Gene Ontology (GO) enrichment analysis of the differentially expressed genes for each comparison (Supplementary Table S3). 

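In wild-type epidermis, several genes of sphingolipid and ceramide metabolism were higher with FA. Sgpp2, a phosphatase of sphingosine 1-phosphate, was at least 10.3-fold higher (adjusted p = 0.00179 from limma), and Degs2, which makes phytoceramides, was at least 5.41-fold higher (adjusted p = 0.0179). The fitted log2 fold change of Degs2 went from 2.84 to 1.75 without wild-type FA replicate 2, so its bound rests on that array. Neu2, a sialidase that acts on gangliosides, rose by 2.56 (adjusted p = 0.00764) and Gba2, a glucosylceramidase, by 1.08 (adjusted p = 0.00772), while Acer1, an alkaline ceramidase of the epidermis, fell by 0.84 (adjusted p = 0.0138). The call of Degs2 was lost without either wild-type vehicle array (adjusted p = 0.0705 and 0.0759). Of 36 measured genes of this list 7 rose and 1 fell (10 and 3 when adjusted over the list alone), with a median log2 fold change of 0.15 (camera adjusted p = 0.00735, and adjusted p = 0.233 with an estimated correlation). On probes detected in all 8 arrays the camera call was lost (adjusted p = 0.0507), and without wild-type FA replicate 1 the median was 0.23.
Fatty acid genes went both ways. Of 23 measured genes of fatty acid synthesis and elongation, 3 rose and 1 fell (3 and 2 when adjusted over the list alone), without a shift of the list (median 0.09, camera adjusted p = 0.449). The elongase Elovl7 rose by 1.16 (adjusted p = 0.0183) and Acsl3, an acyl-CoA synthetase, by 0.93 (adjusted p = 0.0237), and the desaturase Scd2 fell by 0.89 (adjusted p = 0.0336). Of 18 genes of sterol biosynthesis 2 fell (3 when adjusted over the list alone): Fdps, farnesyl diphosphate synthase, by 1.19 (adjusted p = 0.00974) and Sqle, squalene epoxidase, by 0.91 (adjusted p = 0.0108). The sterol list did not shift as a whole (median -0.17, camera adjusted p = 0.449). Each of these single-gene calls was lost with some arrays left out: Elovl7 (wild-type vehicle replicate 2 or wild-type FA replicate 2, adjusted p = 0.0888 and 0.124), Acsl3 (wild-type vehicle replicate 2 or either wild-type FA array, adjusted p = 0.0741 to 0.18), Scd2 (wild-type vehicle replicate 1, either wild-type FA array or either REDD1 KO vehicle array, adjusted p = 0.0508 to 0.191), Fdps (either wild-type FA array, adjusted p = 0.069 and 0.0806) and Sqle (either wild-type FA array, adjusted p = 0.0545 and 0.097). Of 29 proteasome genes 0 passed the test in limma, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05 (median 0.04, camera adjusted p = 0.629), and of 6 genes of the Arp2/3 complex 0 passed in limma, 1 rose and 1 fell when adjusted over the list alone, and 3 had an unadjusted p under 0.05.
Markers of the sebaceous gland, which makes lipids, varied between arrays. The mean of 8 sebaceous genes deviated from its mean over all arrays by 0.84 and -0.04 on the log2 scale in the wild-type vehicle arrays and by 0.56 and 1.39 in the wild-type FA arrays, and 1 of the 8 rose (1 when adjusted over the list alone, median 0.59, camera adjusted p = 0.271). The list passed camera without wild-type vehicle replicate 1 (adjusted p = 0.0499) or wild-type FA replicate 1 (adjusted p = 0.0216).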

The most enriched GO terms associated with the up-regulated genes in wild-type epidermis included metabolic processes (lipids, sphingolipids, and fatty acids), catabolism (lipids, sphingolipids, proteins), and proteolysis. These metabolic and catabolic gene categories were absent among genes up-regulated in REDD1 KO epidermis (Fig7C). Instead, in REDD1 KO keratinocytes, FA up-regulated genes related to autophagy, endosomes, and PI3K signaling. 

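Sgpp2 and Degs2 lay below background on the vehicle and FA arrays of REDD1 KO epidermis, so that no fold is given there (adjusted p = 0.848 and 0.946 from limma). After FA both were lower in REDD1 KO than in wild-type epidermis (limma adjusted p = 0.00207 and 0.022), but the genotype difference of their FA effect did not pass the test (adjusted p = 0.138 and 0.354). For Sgpp2 the difference passed without wild-type FA replicate 1 (adjusted p = 0.00139) or 2 (adjusted p = 0.0284). Other genes of the sphingolipid list rose in REDD1 KO, such as Smpd2, a neutral sphingomyelinase, by 1.42 (adjusted p = 0.00796), and Degs1, the ceramide desaturase, by 0.89 (adjusted p = 0.0364), whereas Acer1 fell by 1.10 (adjusted p = 0.00477). For neither Smpd2 nor Degs1 did the difference between genotypes pass (adjusted p = 0.52 and 0.754). Their calls ended with 1 array left out: Smpd2 (REDD1 KO vehicle replicate 1, adjusted p = 0.0577) and Degs1 (any array but the wild-type vehicle ones, adjusted p = 0.0612 to 0.198). In all, 3 of the 36 rose and 1 fell (3 and 2 when adjusted over the list alone, camera adjusted p = 0.469). The median genotype difference of the list was -0.17 (camera adjusted p = 0.0155, and adjusted p = 0.481 with an estimated correlation), a call lost without wild-type vehicle replicate 2 (adjusted p = 0.108) or REDD1 KO FA replicate 1 (adjusted p = 0.0517) and with detection in all 8 arrays (adjusted p = 0.223).
Some lipid-synthesizing enzymes were lower with FA in REDD1 KO epidermis. Of the 18 sterol genes 6 fell (7 when adjusted over the list alone), among them Mvd, mevalonate diphosphate decarboxylase, by 1.47 (adjusted p = 0.0107) and Stard4, a sterol carrier, by 1.19 (adjusted p = 0.00796), with a median of -0.62 (camera adjusted p = 2.51e-05, and adjusted p = 0.307 with an estimated correlation). The genotype difference of the FA effect had a median of -0.39 (camera adjusted p = 0.0027, and adjusted p = 0.485 with an estimated correlation), a call lost without REDD1 KO vehicle replicate 2. Without that array the REDD1 KO median was -0.39, and without wild-type FA replicate 2 the difference was -0.23. Of the 23 fatty acid genes 1 rose and 1 fell (1 and 6 when adjusted over the list alone): Acsl3 rose by 1.11 (adjusted p = 0.0142), and the desaturase Scd1 fell by 1.48 (adjusted p = 0.0453). This list had a median of -0.26 (camera adjusted p = 0.0424, and adjusted p = 0.494 with an estimated correlation) and a median difference of -0.29 (camera adjusted p = 0.00311, and adjusted p = 0.485 with an estimated correlation), and without REDD1 KO FA replicate 1 these adjusted p-values were 0.246 and 0.0517. The REDD1 KO call was also lost without REDD1 KO vehicle replicate 2 (median -0.20, adjusted p = 0.173) or wild-type vehicle replicate 1 (0.0522), without background correction (0.0586), with no probe filter (0.0531) and with detection in all 8 arrays (0.107), and the call of the difference without wild-type vehicle replicate 2 (adjusted p = 0.122). Larger medians of the list in REDD1 KO and of the difference came without REDD1 KO vehicle replicate 1 (-0.61 and -0.45) and REDD1 KO FA replicate 2 (-0.49 and -0.51). Fa2h, the fatty acid 2-hydroxylase, fell by 2.99 (adjusted p = 0.0276) in REDD1 KO, with 0.24 in wild-type epidermis and an adjusted p of 0.35 for the difference. The REDD1 KO calls lost with 1 array left out were those of Mvd (REDD1 KO vehicle replicate 2, adjusted p = 0.0736), Stard4 (REDD1 KO vehicle replicate 1, adjusted p = 0.0569), Acsl3 (either REDD1 KO vehicle array or REDD1 KO FA replicate 2, adjusted p = 0.0537 to 0.105), Scd1 (either wild-type vehicle array, either wild-type FA array, either REDD1 KO vehicle array or REDD1 KO FA replicate 1, adjusted p = 0.0563 to 0.254) and Fa2h (either wild-type FA array, either REDD1 KO vehicle array or REDD1 KO FA replicate 1, adjusted p = 0.0532 to 0.175). The genotype difference of Mvd, Stard4 and Scd1 did not pass (adjusted p = 0.519, 0.529 and 0.501).
Some sebaceous gland markers were lower with FA in REDD1 KO epidermis too. Of 8 measured, 3 fell (4 when adjusted over the list alone), with a median of -1.43 (camera adjusted p = 0.00147, and adjusted p = 0.491 with an estimated correlation). The genotype difference of the FA effect had a median of -1.86 (camera adjusted p = 9.19e-06, and adjusted p = 0.485 with an estimated correlation). Krt79, a keratin of the sebaceous duct, fell by 2.63 (adjusted p = 0.0196) and Mgst1, a glutathione transferase of sebocytes, fell by 2.75 (adjusted p = 0.039), with adjusted p = 0.363 and 0.444 for the genotype difference of their FA effect. After FA both were lower in REDD1 KO than in wild-type epidermis (limma adjusted p = 0.00997 and 0.0414). The mean of the markers deviated by -0.60 and 0.61 in the REDD1 KO vehicle arrays and by -1.97 and -0.79 in the REDD1 KO FA arrays. Without REDD1 KO FA replicate 1, the array with the lowest level, the list missed the threshold (median -0.74, adjusted p = 0.0546) and the difference was -1.20, and without REDD1 KO vehicle replicate 2 these were -0.69 (adjusted p = 0.045) and -1.21. With 1 array left out, calls ended for Krt79 (REDD1 KO vehicle replicate 2 or REDD1 KO FA replicate 1, adjusted p = 0.0709 and 0.132) and Mgst1 (either wild-type FA array, REDD1 KO vehicle replicate 2 or REDD1 KO FA replicate 1, adjusted p = 0.0692 to 0.218). Scd1 and Elovl3 stand in both the fatty acid and the sebaceous list.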

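In REDD1 KO epidermis, 3 of 34 measured autophagy genes rose with FA (4 when adjusted over the list alone), and they are Gabarapl1, Atg9b and Map1lc3b. Gabarapl1, a homolog of yeast Atg8, rose by a log2 fold change of 1.15 (adjusted p = 0.00852 from limma) in REDD1 KO and 1.82 (adjusted p = 0.00179) in wild-type epidermis, and Atg9b, a membrane protein of autophagosome formation, by 1.01 (adjusted p = 0.0171) and 1.13 (adjusted p = 0.00933). Map1lc3b, which encodes LC3B, rose by 0.81 (adjusted p = 0.0369) in REDD1 KO and had 0.58 (adjusted p = 0.0898) in wild-type epidermis, without a genotype difference past the test (adjusted p = 0.8). In wild-type epidermis 2 genes of the list rose and 3 fell (7 and 3 when adjusted over the list alone), among the latter Dram1, a lysosomal regulator of autophagy, by 1.50 (adjusted p = 0.00876), with -0.79 in REDD1 KO (adjusted p = 0.105, and adjusted p = 0.521 for the difference). Wild-type calls lost with 1 array left out were those of Atg9b (either wild-type FA array, adjusted p = 0.0712 and 0.0741) and Dram1 (wild-type FA replicate 2, adjusted p = 0.0823). Lost REDD1 KO calls were those of Gabarapl1 (either REDD1 KO vehicle array, adjusted p = 0.052 and 0.0641), Atg9b (either REDD1 KO vehicle array or REDD1 KO FA replicate 1, adjusted p = 0.0691 to 0.105) and Map1lc3b (any array but the wild-type vehicle ones, adjusted p = 0.0722 to 0.194). The list had a median of 0.11 in REDD1 KO and 0.10 in wild-type epidermis and did not pass in either (camera adjusted p = 0.135 and 0.278) or for the difference (camera adjusted p = 0.959), but it passed in REDD1 KO without REDD1 KO vehicle replicate 2 (adjusted p = 0.045).
Of 18 measured genes of PI3K and mTOR signaling, 4 rose in REDD1 KO (6 when adjusted over the list alone) and 3 in wild-type epidermis (3 when adjusted over the list alone). Irs2, an insulin receptor substrate, rose by 2.15 (adjusted p = 0.00535) in REDD1 KO and 1.99 (adjusted p = 0.00682) in wild-type epidermis, and Itpkc, an inositol trisphosphate 3-kinase, by 1.36 (adjusted p = 0.00535) and 0.83 (adjusted p = 0.0342). Pik3ca, the catalytic subunit p110 alpha, and Eif4ebp1, the mTOR substrate 4E-BP1, rose in REDD1 KO by 0.73 and 0.83 (adjusted p = 0.0354 and 0.0305), with -0.02 and 0.47 in wild-type epidermis and no genotype difference past the test (adjusted p = 0.363 and 0.661). With 1 array left out, the wild-type call was lost for Irs2 (either wild-type FA array, adjusted p = 0.0554 and 0.0615) and Itpkc (either wild-type vehicle array or either wild-type FA array, adjusted p = 0.0978 to 0.222). The REDD1 KO call was lost for Pik3ca (any array but the wild-type vehicle ones, adjusted p = 0.0632 to 0.203) and Eif4ebp1 (any array but the wild-type vehicle ones, adjusted p = 0.0515 to 0.176). The median of the list was 0.38 in REDD1 KO (camera adjusted p = 0.000647, and adjusted p = 0.239 with an estimated correlation) and 0.05 in wild-type epidermis (camera adjusted p = 0.139), and the difference had a camera adjusted p of 0.114, or 0.0106 without wild-type vehicle replicate 2. Without wild-type vehicle replicate 1, or with detection in all 8 arrays, the wild-type shift passed as well (adjusted p = 0.0089 and 0.044). No list of endosome genes was tested.
The 2 REDD1 KO FA arrays differed in muscle transcripts. The mean of 16 skeletal and smooth muscle genes lay 3.40 above its mean over all arrays in replicate 1 and at -1.72 in replicate 2, and with FA in REDD1 KO the list had a median log2 fold change of 1.46 (camera adjusted p = 0.0447, and adjusted p = 0.605 with an estimated correlation). Without replicate 1 the median was -1.21 (adjusted p = 0.00488), without replicate 2 it was 4.79 (adjusted p = 6.77e-16), and without REDD1 KO vehicle replicate 1 it was 2.56 (adjusted p = 0.00363). The call was lost without either wild-type vehicle replicate (adjusted p = 0.0617 and 0.0616) or REDD1 KO vehicle replicate 2 (0.51, adjusted p = 0.366), and with median centring (0.0556), no probe filter (0.0639), detection in all 8 arrays (0.207) or only the 4 arrays (0.0715). In wild-type epidermis the median was 0.61 (camera adjusted p = 0.278), and this passed without either REDD1 KO FA replicate (adjusted p = 0.0288 and 0.0287) and on only the 4 wild-type arrays (adjusted p = 0.00559). None of the muscle genes passed the test in limma in either genotype, 0 adjusted over the list alone, with 1 in wild-type and 0 in REDD1 KO epidermis at an unadjusted p under 0.05.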

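Genes of MHC class II antigen presentation had some of the largest falls with FA. H2-Eb1 and H2-Aa, a beta and an alpha chain of class II molecules, fell by 2.57 and 2.30 on the log2 scale (adjusted p = 0.00366 and 0.00347 from limma) in wild-type and by 3.29 and 2.81 (adjusted p = 0.00157 and 0.00168) in REDD1 KO epidermis. H2-DMa, which helps to load peptides on class II molecules, fell by 2.19 (adjusted p = 0.00268) and by 2.56 (adjusted p = 0.00155). Of 11 measured genes 7 fell in wild-type epidermis (7 when adjusted over the list alone) and 8 in REDD1 KO (10 when adjusted over the list alone), with medians of -2.15 and -2.56. Both shifts passed camera (adjusted p = 2.33e-07 and 8.53e-13), but not with an estimated correlation (adjusted p = 0.233 and 0.117). The fall was larger in REDD1 KO by a median of -0.52 (camera adjusted p = 0.000155, and adjusted p = 0.481 with an estimated correlation), or -0.24 without REDD1 KO FA replicate 1.
Of 19 genes of class I presentation 3 fell in each genotype (in wild-type epidermis 1 rose and 3 fell, and in REDD1 KO 3 fell, when adjusted over the list alone). The class Ib molecule H2-M2 fell by 2.88 (adjusted p = 0.000761) and by 2.44 (adjusted p = 0.00144), and the immunoproteasome subunits Psmb10 and Psmb9 fell by 1.62 and 0.85 (adjusted p = 0.00194 and 0.0372) in wild-type and by 1.32 and 1.06 (adjusted p = 0.00358 and 0.0196) in REDD1 KO epidermis. The wild-type call of Psmb9 was lost with any array but the REDD1 KO FA ones left out (adjusted p = 0.0572 to 0.193), and its REDD1 KO call without either REDD1 KO vehicle array or REDD1 KO FA replicate 2 (adjusted p = 0.0766 to 0.112). This list shifted by camera in REDD1 KO (median -0.17, or -0.03 without REDD1 KO FA replicate 2, adjusted p = 0.0424, and adjusted p = 0.459 with an estimated correlation, lost without either wild-type vehicle replicate, adjusted p = 0.0568 and 0.0567, without REDD1 KO vehicle replicate 1, adjusted p = 0.292, or without background correction, adjusted p = 0.0586) and not in wild-type epidermis (median 0.04, mean -0.25, adjusted p = 0.517), with adjusted p = 0.497 for the difference.
Some markers of immune cells fell as well. Of 11 genes of Langerhans cells and macrophages outside class II, 3 fell in wild-type (6 when adjusted over the list alone) and 4 in REDD1 KO epidermis (5 when adjusted over the list alone), with medians of -0.73 and -0.45. Coro1a, an actin regulator of leukocytes, fell by 1.02 and by 1.42 (adjusted p = 0.0374 and 0.0118), and the leukocyte antigen Cd52 had -1.01 and -1.48 (adjusted p = 0.0394 and 0.00991). Cd207, which encodes langerin, had -1.06 (adjusted p = 0.0764) in wild-type epidermis and fell by 1.53 (adjusted p = 0.027) in REDD1 KO (adjusted p = 0.756 for the difference). The list passed camera in both genotypes (adjusted p = 0.0121 and 0.00141), but not with an estimated correlation (adjusted p = 0.862 and 0.491), nor without wild-type vehicle replicate 1 in wild-type (adjusted p = 0.135) or REDD1 KO FA replicate 1 in REDD1 KO epidermis (adjusted p = 0.246). Without REDD1 KO FA replicate 2 its REDD1 KO median was -1.02. Of 13 T cell genes 3 fell in wild-type (5 when adjusted over the list alone) and 5 in REDD1 KO epidermis (1 higher and 9 lower when adjusted over the list alone), such as Cd3g, a chain of the CD3 complex, by 1.52 and by 1.68 (adjusted p = 0.0407 and 0.0345), with medians of -0.55 and -1.04 (camera adjusted p = 0.00347 and 0.000647, and adjusted p = 0.793 and 0.491 with an estimated correlation). Their wild-type shift was lost without wild-type vehicle replicate 1 (adjusted p = 0.0701) and had a median of -0.90 without replicate 2. Single-gene calls of these cell markers ended with 1 array left out in wild-type epidermis for Coro1a (wild-type vehicle replicate 1, either wild-type FA array or either REDD1 KO vehicle array, adjusted p = 0.0589 to 0.179), Cd52 (either wild-type vehicle array or either wild-type FA array, adjusted p = 0.0586 to 0.254) and Cd3g (wild-type vehicle replicate 1, either wild-type FA array or either REDD1 KO vehicle array, adjusted p = 0.0627 to 0.198). They ended in REDD1 KO epidermis for Coro1a (either REDD1 KO vehicle array or REDD1 KO FA replicate 1, adjusted p = 0.0568 to 0.0768), Cd52 (REDD1 KO vehicle replicate 2 or REDD1 KO FA replicate 1, adjusted p = 0.0518 and 0.0787), Cd207 (either wild-type FA array, either REDD1 KO vehicle array or REDD1 KO FA replicate 1, adjusted p = 0.0577 to 0.132) and Cd3g (either wild-type FA array, either REDD1 KO vehicle array or REDD1 KO FA replicate 1, adjusted p = 0.0684 to 0.17).

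**Figure D2:**
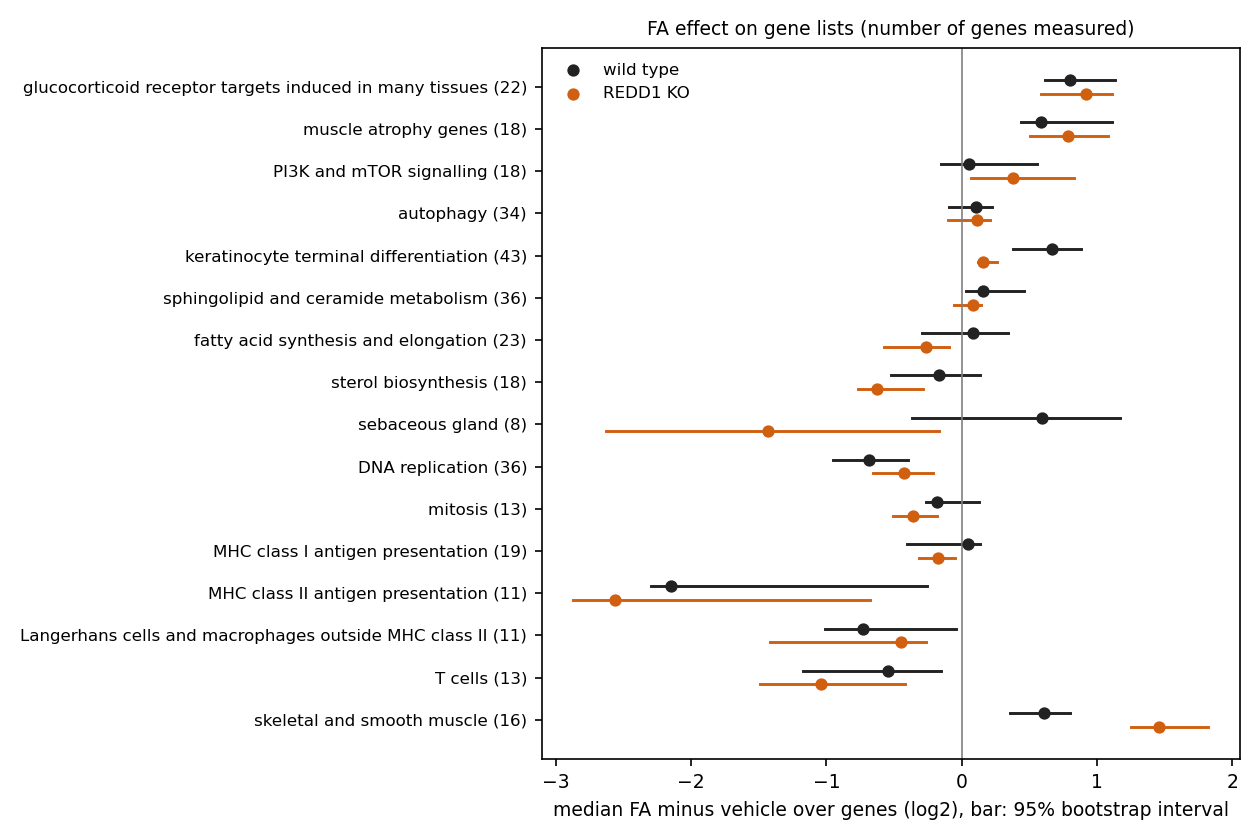
Median log2 fold change with FA of 16 gene lists in wild-type (black) and REDD1 KO epidermis (orange), with 95% bootstrap intervals over the genes of each list and the number of measured genes in the labels. The MHC class II list lies lowest in both genotypes, at -2.15 and -2.56, while the sebaceous gland list lies at 0.59 in wild-type and -1.43 in REDD1 KO epidermis.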

Remarkably, the GO analysis of gene repression showed 70% overlap between REDD1 KO and wild-type animal response, with predominant categories related to the anti-inflammatory effect of glucocorticoids (antigen processing/presentation, and MHC/major histocompatibility complex protein binding) (Fig7C). In addition, FA inhibited genes related to DNA replication, reflective of the anti-proliferative effect of glucocorticoids in wild-type but not in REDD1 KO skin.

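Of 36 measured genes of DNA replication, 14 fell with FA in wild-type epidermis and 6 in REDD1 KO epidermis (23 lower in wild-type, and 1 higher and 14 lower in REDD1 KO, when adjusted over the list alone). Mcm5 and Mcm2, subunits of the replicative helicase, fell by 2.43 and 1.83 on the log2 scale (adjusted p = 0.0047 and 0.0163 from limma) in wild-type and by 2.15 and 1.73 (adjusted p = 0.00796 and 0.0241) in REDD1 KO epidermis. Thymidine kinase 1 (Tk1), which salvages thymidine for DNA synthesis, was at least 2.45-fold and 2.07-fold lower with FA, although its other probe had a log2 fold change of 0.01 in REDD1 KO. Pold1, the catalytic subunit of DNA polymerase delta, fell by 1.84 (standard error 0.202, adjusted p = 0.0026) in wild-type epidermis and had -0.65 (adjusted p = 0.113) in REDD1 KO, and DNA ligase 1 (Lig1) fell by 1.93 (adjusted p = 0.00682) and had -1.08 (adjusted p = 0.068), while the other Lig1 probe had -0.03 in wild-type epidermis (adjusted p = 0.949). The genotype difference of these genes did not pass the test (adjusted p = 0.33 for Pold1 and 0.523 for Lig1). The wild-type calls of Mcm2 and Lig1 were lost without either wild-type FA array (adjusted p = 0.101 to 0.11 and 0.0588 to 0.062), and without wild-type vehicle replicate 2 Mcm2 fell by 1.18. The REDD1 KO call was lost for Mcm5 (REDD1 KO vehicle replicate 2, adjusted p = 0.0567), Mcm2 (any array but the wild-type vehicle ones, adjusted p = 0.0529 to 0.12) and Tk1 (any array but the wild-type vehicle ones, adjusted p = 0.082 to 0.261).
The median log2 fold change of the list was -0.69 in wild-type epidermis (camera adjusted p = 3.89e-11, and adjusted p = 0.399 with an estimated correlation) and -0.43 in REDD1 KO epidermis (camera adjusted p = 3.58e-06, and adjusted p = 0.459 with an estimated correlation). The fall was smaller in REDD1 KO by a median of 0.31 (camera adjusted p = 0.0027, and adjusted p = 0.683 with an estimated correlation). Without wild-type vehicle replicate 2, the array with the highest mean of the list, the difference was 0.15 (adjusted p = 0.554), and without replicate 1 it was 0.58. Of 13 mitosis genes 0 passed in limma in either genotype, 0 when adjusted over the list alone and 1 in each genotype at an unadjusted p under 0.05 (medians -0.18 and -0.36, camera adjusted p = 0.739 and 0.151). Their level varied within the vehicle groups, at -0.48 and 0.60 around its mean in the wild-type and -0.35 and 0.68 in the REDD1 KO arrays, and the list passed without wild-type vehicle replicate 1 in wild-type (median -0.55, adjusted p = 0.0055) and without REDD1 KO vehicle replicate 1 in REDD1 KO epidermis (median -0.82, adjusted p = 9.73e-05).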

Array validation was performed by Q-PCR for six genes from different GO categories, inhibited (Cd74, H2-Ab1) or up-regulated (Fkbp5, Elovl3, Rptn, Socs2) by FA in wild-type epidermis (Fig7D). Remarkably, Cd74 and H2-Ab1 associated with class II MHC and important for antigen presentation and immune response (Pan *et al*, 2001; Beswick & Reyes, 2009) were similarly down-regulated in wild-type and in REDD1 KO epidermis (Fig7D). 

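Cd74, the invariant chain that guides class II molecules to endosomes, had a normalized log2 signal of 11.4 ± 0.347 (SD, n = 2) in wild-type vehicle and 9.17 ± 0.209 (SD, n = 2) in wild-type FA epidermis, a fall of 4.55-fold (log2 fold change -2.19, standard error 0.306, adjusted p = 0.00586 from limma). In REDD1 KO epidermis it went from 11.4 ± 0.125 to 8.56 ± 0.699 (SD, n = 2 each), a fall of 7.31-fold (log2 fold change -2.87, adjusted p = 0.00202). The difference between the genotypes was -0.68 (standard error 0.432, adjusted p = 0.635). H2-Ab1, the beta chain of the class II molecule I-A, fell 6.76-fold in wild-type epidermis, from 11.3 ± 0.355 to 8.52 ± 0.336 (SD, n = 2 each; log2 fold change -2.76, adjusted p = 0.00292), and 12.9-fold in REDD1 KO epidermis, from 11.6 ± 0.111 to 7.89 ± 0.683 (SD, n = 2 each; log2 fold change -3.69, adjusted p = 0.000953). Its difference between the genotypes was -0.94 (standard error 0.445, adjusted p = 0.526). In simulated data of this design, 7 of 100 genotype differences of log2 1 passed the test, a share that may be too high for the measured data. The H2-Ab1 calls held under every setting run, and the wild-type call of Cd74 was lost without wild-type FA replicate 1 (log2 fold change -2.04, adjusted p = 0.0593).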

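Elovl3, an elongase of very long-chain fatty acids, rose with FA in wild-type epidermis from a log2 signal of 6.62 ± 0.34 to 9.14 ± 0.501 (SD, n = 2 each; log2 fold change 2.52, standard error 0.441, adjusted p = 0.0135 from limma). In REDD1 KO epidermis it went from 6.32 ± 0.984 to 4.81 ± 0.499 (SD, n = 2 each; log2 fold change -1.51, adjusted p = 0.0975), so that after FA it was 20.0-fold lower than in wild-type epidermis (adjusted p = 0.00194). Rptn, the cornified envelope protein repetin, rose by 2.67 (standard error 0.512, adjusted p = 0.0188) in wild-type epidermis and had -0.34 (adjusted p = 0.761) in REDD1 KO. Socs2, a suppressor of cytokine signaling, rose by 2.80 (standard error 0.503, adjusted p = 0.0144) and had -0.43 (adjusted p = 0.689). After FA, Rptn and Socs2 were lower in REDD1 KO than in wild-type epidermis, with log2 differences of -2.32 (adjusted p = 0.0324) and -2.51 (adjusted p = 0.0228).
Fkbp5, a co-chaperone of steroid receptors, rose in wild-type epidermis by 2.99 (standard error 0.687, adjusted p = 0.0362) and had 1.77 (adjusted p = 0.198) in REDD1 KO. Its FA levels were close in the 2 genotypes, 10.9 ± 0.0101 and 10.4 ± 0.0328 (SD, n = 2 each), and its 2 wild-type vehicle arrays were far apart, at 9.31 and 6.45 (without replicate 2 the rise was 1.57, adjusted p = 0.0113), against 8.6 ± 0.185 (SD, n = 2) in REDD1 KO vehicle.
The genotype difference of the FA effect was -4.02 for Elovl3, -3.01 for Rptn, -3.23 for Socs2 and -1.23 for Fkbp5, and it passed the test for none of them (limma adjusted p = 0.185, 0.33, 0.33 and 0.705, with an unadjusted p under 0.05 for Elovl3, Rptn and Socs2). Without wild-type FA replicate 2 the wild-type calls of Elovl3, Rptn, Socs2 and Fkbp5 were lost (adjusted p = 0.108, 0.124, 0.112 and 0.164), as were those of Elovl3 and Socs2 without wild-type vehicle replicate 2 (adjusted p = 0.0714 and 0.079), that of Rptn without either wild-type vehicle replicate (adjusted p = 0.0727 and 0.079), those of Elovl3 and Fkbp5 without wild-type FA replicate 1 (adjusted p = 0.053 and 0.181), and that of Fkbp5 without either REDD1 KO vehicle replicate (adjusted p = 0.056). The difference of Rptn after FA was lost without wild-type FA replicate 2 or either REDD1 KO FA replicate (adjusted p = 0.0505 to 0.197). Calls were gained for the difference of Elovl3 without REDD1 KO vehicle replicate 1 (-4.72, adjusted p = 0.0289), for the fall of Elovl3 in REDD1 KO without that array (-2.20, adjusted p = 0.04), for the difference of Fkbp5 without wild-type vehicle replicate 1 (-2.65, adjusted p = 0.0361), and for the rise of Fkbp5 in REDD1 KO on only the 4 REDD1 KO arrays (adjusted p = 0.0129) or without either wild-type vehicle replicate (adjusted p = 0.0019).

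**Figure D3:**
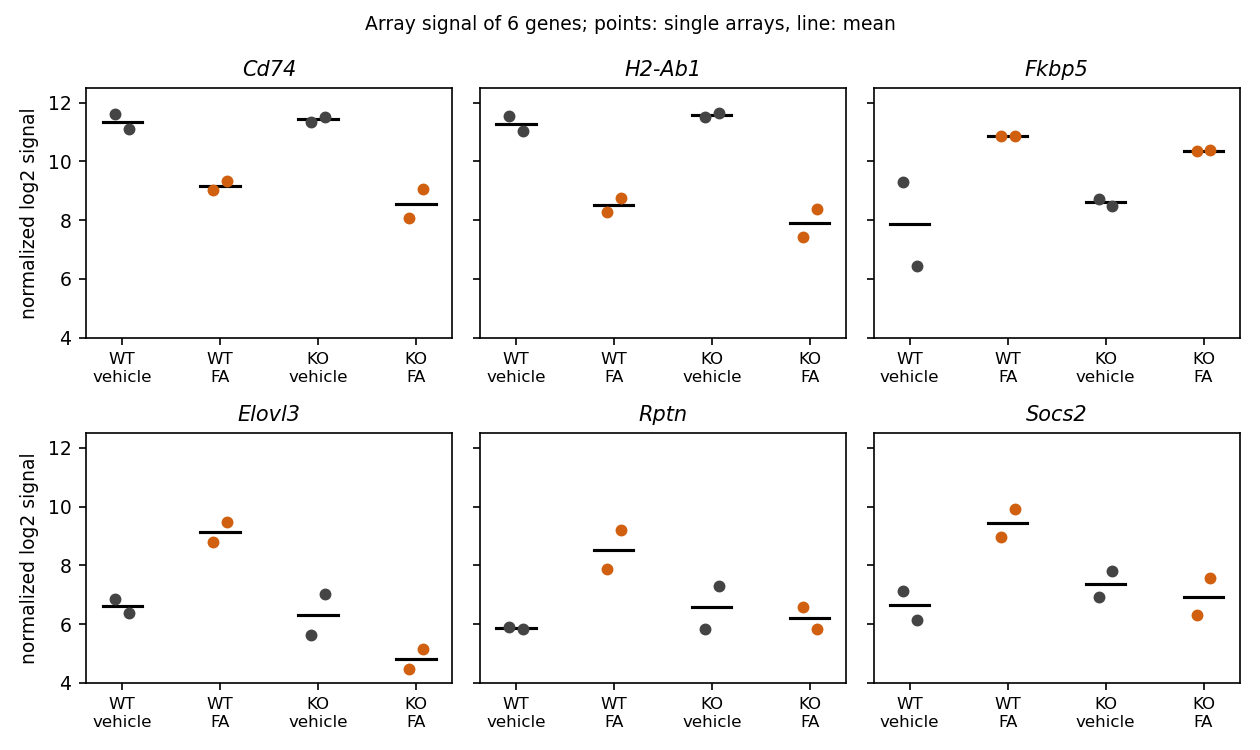
Normalized log2 signal of Cd74, H2-Ab1, Fkbp5, Elovl3, Rptn and Socs2 on each of the 8 arrays (points), by group, with group means as lines. Both FA arrays lie below both vehicle arrays of the same genotype for Cd74 and H2-Ab1, while the wild-type vehicle signals of Fkbp5 lie at 9.31 and 6.45.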

The examples of genes differentially activated in wild-type and REDD1 KO epidermis include Elovl3 involved in lipid metabolism (Guillou *et al*, 2010), Rptn, a multifunctional matrix protein (De Guzman Strong *et al*, 2010), Socs2, which regulates cell signaling and protein degradation (Larsen & Röpke, 2002), and Fkbp5, a molecular chaperone involved in steroid receptor activation, and also an inhibitor of mTOR and Akt (Li *et al*, 2011; Vandevyver *et al*, 2012) (Fig7D). Q-PCR data for all these genes were in perfect agreement with the DNA array analyses (Pierson correlation > 0.9, Supplementary Fig S3).

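Ddit4 rose with FA in wild-type epidermis, by a log2 fold change of 1.44 or 2.72-fold (standard error 0.294, adjusted p = 0.0236 from limma). The transcript measured by this probe in REDD1 KO epidermis had 0.86 or 1.82-fold (adjusted p = 0.146), and the difference was -0.58 (adjusted p = 0.676). The wild-type call was lost without wild-type vehicle replicate 2 (0.98, adjusted p = 0.0829) or without wild-type FA replicate 1 or 2 (adjusted p = 0.114 and 0.139).
Several genes that GR induces in many tissues rose in both genotypes. Pdk4, an inhibitor of pyruvate dehydrogenase, rose by 2.25 (adjusted p = 0.0358) in wild-type and 2.71 (adjusted p = 0.0213) in REDD1 KO epidermis, the cell cycle inhibitor Cdkn1c by 1.62 and 1.46 (adjusted p = 0.00952 and 0.0169), and the metallothionein Mt1 by 1.13 and 1.23 (adjusted p = 0.0235 and 0.0196). Glul, glutamine synthetase, rose by 1.75 (adjusted p = 0.0246) in wild-type epidermis and had 1.06 (adjusted p = 0.145) in REDD1 KO (adjusted p = 0.688 for the difference), and the transcription factor Klf9 had 0.76 (adjusted p = 0.0681) and rose by 1.08 (adjusted p = 0.024) in REDD1 KO, with a difference of 0.32 (adjusted p = 0.749). Of 22 such genes measured, a list that also holds Ddit4 and Fkbp5, 9 rose in wild-type (14 when adjusted over the list alone) and 6 in REDD1 KO epidermis (15 when adjusted over the list alone), and the medians were 0.80 and 0.92. Both shifts passed camera (adjusted p = 1.1e-09 and 5.61e-08), but not with an estimated correlation (adjusted p = 0.348 and 0.369). The genotype difference had a median of -0.06 (camera adjusted p = 0.497), and without wild-type vehicle replicate 1 it was -0.31 (adjusted p = 8.35e-05). The mean level of the list lay at -0.13 and -0.98 around its overall mean in the wild-type vehicle arrays, apart by more than the FA arrays of either genotype. Calls of single genes ended with 1 array left out in wild-type epidermis for Pdk4 (wild-type vehicle replicate 2 or either wild-type FA array, adjusted p = 0.0986 to 0.194) and Glul (wild-type vehicle replicate 2 or either wild-type FA array, adjusted p = 0.0796 to 0.158). REDD1 KO calls ended for Pdk4 (either REDD1 KO vehicle array or either REDD1 KO FA array, adjusted p = 0.0555 to 0.124), Cdkn1c (either REDD1 KO vehicle array or REDD1 KO FA replicate 1, adjusted p = 0.0677 to 0.105), Mt1 (either REDD1 KO vehicle array or REDD1 KO FA replicate 1, adjusted p = 0.0591 to 0.136) and Klf9 (either wild-type FA array, REDD1 KO vehicle replicate 2 or either REDD1 KO FA array, adjusted p = 0.0529 to 0.162).
Of 9 genes of the GR chaperone and cofactor machinery, 1 fell in REDD1 KO (1 when adjusted over the list alone), the co-chaperone Fkbp4, by 0.90 (adjusted p = 0.0257, against -0.55 with adjusted p = 0.105 in wild-type epidermis and adjusted p = 0.678 for the difference), a call lost without any array but the wild-type vehicle ones (adjusted p = 0.053 to 0.148). In wild-type epidermis 0 passed in limma, 0 when adjusted over the list alone and 2 at an unadjusted p under 0.05. The median difference of the list was -0.33 (camera adjusted p = 0.0212, and adjusted p = 0.481 with an estimated correlation), lost without wild-type vehicle replicate 2 (adjusted p = 0.102), wild-type FA replicate 2 (adjusted p = 0.0786) or REDD1 KO vehicle replicate 1 (adjusted p = 0.0981).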

Overall, the analysis of gene expression at single gene and GO category levels, for the first time, revealed a feed-forward loop whereby GR target REDD1 is necessary for its TA action.

### REDD1 does not alter GR phosphorylation and nuclear localization

The major steps required for GR-dependent TA are phosphorylation and nuclear translocation. ORC are notoriously difficult for biochemical analyses using multiple time points. Thus, we used immortalized human keratinocytes (HaCaT), stably infected with control pGIPZ or shREDD1 lentiviruses, in which shREDD1 prevented REDD1 activation by glucocorticoid FA (Fig8A).

**Figure 8:**
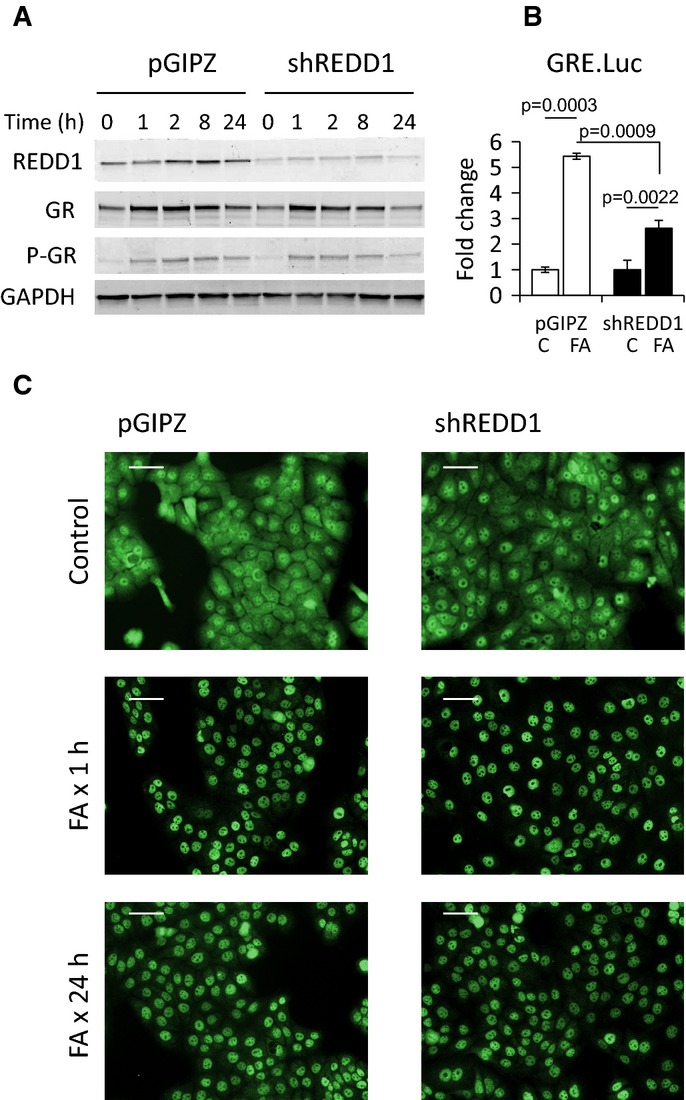
REDD1 inhibition did not affect GR phosphorylation and nuclear translocation in HaCaT human keratinocytes HaCaT human keratinocytes were infected with shREDD1 or pGIPZ (control) lentiviruses and treated with glucocorticoid FA (10^−6^ M) for the indicated time.Western blot analysis of REDD1, GR, and phosphorylated GR-Ser211. GAPDH used as a loading control.Reduced induction of Luciferase reporter in shREDD1-HaCaT cells. shREDD1- and pGIPZ-HaCaT cells were infected with GRE.Luc lentivirus and treated with FA (10^−6^ M) for 24 h. The Luciferase induction is presented as a fold change to corresponding vehicle-treated control. The means ± SD were calculated for three individual wells/group in one representative experiment (out of three experiments). Statistical analysis for differences between groups was done by ANOVA.Immunofluorescence analysis of GR nuclear translocation and retention in shREDD1- and pGIPZ-HaCaT cells treated with FA (10^−6^ M). Scale bars are 10 μm.

In agreement with the impaired activation of GR target genes in REDD1 KO animals, GR activation was strongly decreased by REDD1 knockdown in HaCaT keratinocytes as assessed by Luciferase assay with GRE.Luciferase reporter (Fig8B). Upon ligand binding, GR is typically degraded; however, in some cells, this degradation is minimal and may be preceded by temporary GR accumulation (Yemelyanov *et al*, 2008). We observed this temporary GR accumulation in HaCaT cells (Fig8A). Despite the difference in GR activity in Luciferase assay, basal GR levels, the dynamics of GR protein changes, GR phosphorylation, and nuclear translocation in response to FA were identical in shREDD1- and pGIPZ-HaCaT keratinocytes (Fig8A and C).

### Similar mechanisms control skin and muscle atrophy

Glucocorticoids can induce catabolic/atrophic changes in multiple tissues including muscle, subcutaneous fat, and bone (Wang *et al*, 2006; Shimizu *et al*, 2011). We used ProfileChaser software to compare transcriptional responses to glucocorticoids in epidermis and other tissues, using our array data and DNA arrays deposited to NCBI (http://profilechaser.stanford.edu, Engreitz *et al*, 2010; Dudley *et al*, 2011). The comparison revealed remarkably high degree of similarity between gene expression patterns in steroid responses of the epidermis and muscle and, unexpectedly, steroid-independent changes in Duchene muscular dystrophy (similarity scores 0.66 and 0.64 accordingly, Table1).

**Table 1:** Similar molecular signature of GR in epidermis, s.c. adipose and in muscle

Skin compartment	GEO	Study title	Organism	Similarity score	*Q*-value
Epidermis	GDS2688	Skeletal muscle response to chronic glucocorticoids	*Rattus norvegicus*	0.657	0.003
Epidermis	GDS3027	Duchenne muscular dystrophy	*Homo sapiens*	0.64	0.004

Gene expression in epidermis of wild-type mice treated with FA was analyzed by Illumina oligo arrays (as in Fig6). The gene expression changes in epidermis were compared to the gene expression profiles from publicly available experiments obtained from NCBI Gene Expression Omnibus (GEO) by ProfileChaser software (Stanford University, http://profilechaser.stanford.edu/). The Similarity Score is a weighted Pearson correlation coefficient between arrays. *Q*-value = FDR, false discovery rate.

## Discussion

This work represents comprehensive investigation of the mechanisms of adverse and therapeutic glucocorticoid effects in skin, which combines focused and global, genome-wide methods of analysis.

First, we shed new light on the dynamics of molecular responses to topical glucocorticoids in the skin. We have identified REDD1 as an early glucocorticoid-responsive gene in mammalian skin. REDD1 activation in mice occurs 4–8 h after the treatment when it inhibits mTOR and promotes autophagy in the epidermis. Later, at the end of 2-week glucocorticoid treatment, both REDD1 and mTOR activity return to basal levels (Fig2B). This is the time point when mice develop resistance to topical glucocorticoids (tachyphylaxis) (Chebotaev *et al*, 2007c). In contrast to mice, tachyphylaxis does not occur in patients (Taheri *et al*, 2013); this could be possibly caused by persistence of REDD1 up-regulation.

This is the first study in which REDD1 KO mice were used to determine the contribution of REDD1 to skin maintenance and response to glucocorticoids. In general, REDD1 role in skin and keratinocytes has not been studied; a single report suggests increased keratinocyte differentiation *in vitro* due to REDD1 (Ellisen *et al*, 2002). In our study, REDD1 had minimal effect on the gene expression in adult epidermis, and this is corroborated by the fact that adult REDD1 KO animals have no overt skin phenotype, likely due to low basal REDD1 levels.

At the same time, REDD1 induction by glucocorticoids was critically important for skin atrophy. In REDD1 KO mice, all skin compartments were protected from the atrophogenic effect of steroids. Likewise, ORCs of human epidermis, which are currently the most advanced model of human skin (Getsios *et al*, 2009; Schoepe *et al*, 2010), were also protected from hypoplasia by REDD1 knockdown. In contrast to its central role in adverse cutaneous effects of steroids, REDD1 is dispensable for the anti-inflammatory effect of glucocorticoids as FA alleviated inflammation and edema due to croton oil in both REDD1 KO and control mice.

Interestingly, REDD1 knockout safeguarded at least two populations of stem cells: CD34^+^ follicular epithelial stem cells and p63^+^ keratinocyte progenitors from the detrimental effects of glucocorticoids. These data along with recent observations that REDD1 is decreased during reprogramming of somatic cells to induced pluripotent stem cells (Corominas-Faja *et al*, 2013) suggest an important role for REDD1 in stem cells maintenance. CD34 is also a marker of white adipose stem cells (Park *et al*, 2008), and thus, protection of CD34^+^ adipocytes could explain the observed protection of s.c. fat in REDD1 KOs.

Recent report documents the inhibitory effect of mTOR on GR function in the muscle (Shimizu *et al*, 2011); however, the effect of REDD1 and other mTOR inhibitors on GR signaling has not been well studied. Our bioinformatics analysis of transcriptional response to glucocorticoids in the skin identified a novel intriguing role of REDD1 in control of the repertoire of glucocorticoid-regulated genes and the integral functional response to glucocorticoids. Furthermore, the lack of REDD1 predominantly affected gene activation (TA) and not inhibition (TR) by glucocorticoids.

While TA involves binding of GR homodimers to palindromic GREs in the promoters and enhancers of the glucocorticoid-inducible genes, TR is largely independent of GR dimerization and in many cases stems from the direct interaction (tethering) between GR monomer and another transcription factors including pro-inflammatory NF-kB and AP-1. Another TR mechanism is binding of GR monomers to ‘negative GREs’ (Nixon *et al*, 2013; Ratman *et al*, 2013). The TA versus TR outcome also depends on the recruitment of steroid hormone receptor coactivators (such as SRC-1, SRC2) and corepressors (such as NCoR, SMRT) (Ratman *et al*, 2013). As GR phosphorylation and nuclear import/retention were similar in control and shREDD1-HaCaT keratinocytes, it is conceivable that REDD1 modifies conditions for GR dimerization and DNA binding, or impinges on the specter of coregulators recruited by GR.

TR by GR is critical for its anti-inflammatory function, even though the induction of select GR-dependent genes is also needed (Schäcke *et al*, 2006, 2009; Chebotaev *et al*, 2007a; Clark *et al*, 2008; Ratman *et al*, 2013). In contrast, many side effects of GR are caused by its TA action (Schäcke *et al*, 2006, 2009; Ratman *et al*, 2013). Thus, selective GR activators (SEGRA) that shift GR activity toward TR are expected to have a better therapeutic profile than classical glucocorticoids. Indeed, several SEGRA including ZK245186/mapracorat preserve the anti-inflammatory effect of glucocorticoids but do not induce skin atrophy (Schäcke *et al*, 2009). We demonstrate that REDD1 deletion ‘dissociates’ TA and TR functions of glucocorticoids.

Chronic glucocorticoid therapy induces atrophy in many organs besides skin (Wang *et al*, 2006; Shimizu *et al*, 2011; Henneicke *et al*, 2014). Meta-analysis of ours and published gene arrays revealed strong similarity between changes in transcriptome in glucocorticoid-treated epidermis (our results) and muscle undergoing steroid-dependent and steroid-independent (Duchene atrophy) waste. Thus, molecular mechanisms underlying the atrophy in epidermis and muscle are likely similar and involve REDD1. We also speculate that similar REDD1-dependent mechanisms underlie the steroid atrophy of s.c. adipose as REDD1 was highly induced in s.c. adipocytes, and s.c. fat was protected in REDD1 KO mice from glucocorticoids.

In conclusion, we discovered that REDD1 acts as GR modulator and atrophogen in the skin. Further, our results suggest the clinical relevance of REDD1 as molecular target for safer combination GR-targeted therapies in the skin. We expect that blocking REDD1 by pharmacological inhibitors or RNAi could reduce and possibly alleviate skin atrophy in response to steroids; this is a new strategy for safer glucocorticoid treatments of chronic inflammatory diseases in the skin and other tissues.

## Materials and Methods

### Chemicals

Fluocinolone acetonide (FA), croton oil (CO), and all other chemicals unless stated otherwise were purchased from Sigma-Aldrich Corp. (St. Louis, MO, USA). Clobetasol propionate (CBP) was purchased at the pharmacy as 0.05% cream.

### Animals and treatments

B6D2 (F1 C57Bl ×DBA) mice used previously to study steroid skin atrophy (Chebotaev *et al*, 2007c) were obtained from Jackson Laboratory (Bar Harbor, ME, USA). REDD1 KO mice in F1 C57BL/6 × 129SvEv genetic background (B6x129) were generated by Lexicon Genetics Inc. for Quark Pharmaceuticals Inc. REDD1 exon 2 was replaced with LacZ/neo expression cassette (Brafman *et al*, 2004). Wild-type B6x129 isogenic control females were obtained from Taconic (Germantown, NY, USA).

Seven-week-old females in the telogen stage of the hair cycle were shaved and treated 3 days later. Glucocorticoid FA was applied topically (2 μg/animal) in 200 μl acetone to the back skin once or up to four times every third day as described (Chebotaev *et al*, 2007c). Control animals were treated with acetone only. Skin was harvested 4–24 h after FA application as indicated in Figure legends. Animals were injected i.p. with bromodeoxyuridine (BrdU, Sigma-Aldrich, 50 μg/g of animal weight) 1 h before skin was harvested. Epidermis and s.c. fat were isolated from the murine dorsal skin mechanically by scraping (Chebotaev *et al*, 2007c).

In our work with animals, we adhered to ACUC protocols approved by the Northwestern University Animal Care and Use Committee. The protocols specify experimental procedures (topical treatment with glucocorticoids, ear edema test, BrdU injections), mouse strains (C57Blx129; C57BlxDBA, REDD1 KO), animal sex (males and females), age (from 5 weeks to 1 year), number of animals allowed to use, housing details (five animals/cage, regular chow diet, food and water *ad libitum*, 12 h on/12 h off light exposure), and animal euthanasia. All animals were maintained at the Northwestern University barrier animal facility.

#### Ear edema test

To evaluate the anti-inflammatory effect of glucocorticoid FA, we used ear edema test (Schäcke *et al*, 2004; Park *et al*, 2006; Schoepe *et al*, 2010). Seven-week-old female animals were pretreated with FA (2 μg in 20 μl of acetone) or vehicle (20 μl of acetone) applied to the back of the ear lobe 1 h before application of nonspecific contact irritant croton oil (CO, 10% solution in 20 μl of acetone). Mice were sacrificed and ears were harvested 9 h after CO application, the time point at which we observed maximum ear edema in B6x129 animals (data not shown). Four-millimeter ear punch biopsies were immediately weighted to assess ear edema. In all experiments, we used 3–4 animals/group; experiments were repeated 2–3 times.

### Treatment of human volunteers

Glucocorticoid CBP was applied topically as a 0.05% cream to the skin of right arm of healthy human volunteers (age 32–65) once or every 24 h for 2 weeks. Untreated left arm skin was used as control. Four-millimeter-full-thickness punch skin biopsies were taken 24 h after the last CBP application as indicated in Figure legends. Whole human skin samples were used for the molecular biological studies.

### Keratinocyte cell lines and 3-D organotypic raft cultures

Three-dimensional (3-D) organotypic raft cultures (ORC) of human epidermis were made as described in Getsios *et al* (2009). Briefly, neonatal human epidermal keratinocytes (NHEK) were infected with shRNA- and pGIPZ-expressing lentiviruses followed, 48 h later, by selection for puromycin (2 μg/ml) resistance. Selected keratinocyte cultures were reseeded onto collagen gels with embedded J2-3T3 fibroblasts and cultured at the air–liquid interface as previously described for 3 days to allow the initial phase of epidermis formation. The standard ORC medium contains high 5 × 10^−7^ M hydrocortisone. In our experiments, ORC were cultured in the medium with 10^−8^ hydrocortisone during first 3 days and then were treated with glucocorticoid CBP (5 × 10^−6^ M) or vehicle control (0.05% DMSO) for 7 days. Rafts were treated with BrdU (10^−7^ M) 1 h before harvesting and fixed in formalin. The epithelial sheets were peeled off the collagen lattice, snap-frozen, protein and RNA extracted, and processed for Western blot analysis and Q-PCR.

HaCaT human keratinocyte cell line is an *in vitro* spontaneously transformed keratinocytes from histologically normal skin. Line was established by Dr. Fusenig (Boukamp *et al*, 1988). We have obtained HaCaT cells from Dr. M Denning (Loyola University, Chicago, IL) who received them directly from Dr. Fusenig. It is known that HaCaTs express basal keratin K14 and can express keratins K1/K10 when induced to differentiate by high Ca^2+^ (Boukamp *et al*, 1988). We confirmed that our subline of HaCaT cells express keratinocyte differentiation markers using Q-PCR (data not shown). Cells were cultured in Dulbecco's modified Eagle's medium (DMEM, Cellgro, Manassas, VA, USA) containing 10% FBS (Cellgro) and antibiotics.

### Lentiviruses

#### shREDD1-lentiviral construct

To knockdown REDD1 expression in keratinocytes, we used lentiviral construct expressing shREDD1 targeting REDD1 3′ UTR sequences homologous in human and mouse (clone V2LHS_176476, Thermo Scientific GIPZ Lentiviral shRNA Library). Empty pGIPZ vector (Open Biosystems, GE Healthcare Bio-Sciences, Pittsburgh, PA, USA) was used as a control.

#### GRE.Luciferase Reporter

GRE.Luc reporter lentiviral construct encoding Firefly Luciferase under transcriptional regulation of glucocorticoid-responsive elements and a control lentiviral construct with Firefly Luciferase under minimal CMV promoter (used as control) were obtained from DNA/RNA delivery Core, SDRC Northwestern University. Lentiviral stocks, packaging, and transduction procedures were performed as described in Zufferey *et al* (1998) and Yemelyanov *et al* (2007).

### Luciferase assay

HaCat cells expressing Firefly Luciferase under minimal CMV promoter or promoter containing GRE were plated in 12-well plates (three wells/experimental group), grown to ∼60% and treated with FA or vehicle (0.01% DMSO) for 24 h. Luciferase activity was measured using commercial Luciferase Assay (Promega Corp., Madison, WI, USA) and Luminometer TD 20/20 (Turner Designs, Sunnyvale, CA, USA). Luciferase activity of GRE.Luc construct was normalized to Luciferase activity from minimal CMV promoter under the same experimental condition.

### Histological analysis and immunostaining

Sections of formalin-fixed, paraffin-embedded skin and ORCs were stained with hematoxylin and eosin (H&E), Masson's trichrome to evaluate the effect on dermis and collagen fibers (Sheehan & Hrapchack, 1980), and with antibodies against BrdU (BD Biosciences, San Jose, CA, USA), keratins 1, 5, and 10, loricrin (Covance, Princeton, NJ), phospho-mTOR^Ser2448^ (Cell Signaling Technology, Inc., Danvers, MA, USA), REDD1 (Proteintech Group, Inc, Chicago, IL), p63 (eBioscience, San Diego, CA, USA), and CD34 (Abcam, Cambridge, MA, USA).

GR nuclear translocation was determined by immunofluorescence in HaCaT cells. Cells infected with pGIPZ and shREDD1 lentiviruses were selected with puromycin, seeded on coverslips. After the treatments, cells were fixed with 2% formaldehyde and permeabilized with acetone:methanol (1:1 v/v). After blocking, cells were incubated with primary rabbit anti-GR antibody (H-300, Santa Cruz Biotechnology, Santa Cruz, CA, USA) followed by secondary anti-rabbit FITC-conjugated antibody (Jackson Immuno Research). Cell nuclei were counterstained with DAPI (Invitrogen, Life Technologies, Grand Island, NY, USA). Cell and tissue images were taken with AxioCaM HRC camera linked with Zeiss Axioplan2 microscope.

### Morphometric analysis

Quantification of the epidermal width and number of basal keratinocytes (as the readouts for skin atrophy and hypoplasia of raft epidermis) was performed in dorsal skin and ORC sections stained with H&E. The number of dermal cells was determined on sections stained with Masson's trichrome in the upper (papillary) dermis that is distinguishable from the lower (reticular) dermis (Driskell *et al*, 2013). At least 10 individual fields per slide with at least three samples in each experimental group were counted using Axioplan2 microscope software (Carl Zeiss). All measurements are presented as % to corresponding control.

The numbers of BrdU^+^, p63^+^, and total number of basal keratinocytes were evaluated in 10 fields of view in each skin/ORC sample under the microscope. Number of BrdU^+^ and p63^+^ cells is presented as percent of total number of basal keratinocytes. The number of CD34^+^ hair follicles among 10 randomly selected hair follicles per skin sample was evaluated under the microscope.

### Western blot analysis

The whole-cell protein extracts were prepared using RIPA buffer with protease and phosphatase inhibitor cocktails (Thermo Scientific, Thermo Fisher Scientific Inc., Waltham, MA, USA), resolved by SDS–PAGE on 4–20% gels and transferred to Odyssey nitrocellulose membranes (LI-COR Biosciences, Lincoln, NE, USA). Membranes were blocked with Odyssey Blocking Buffer and incubated with primary antibodies overnight at 4°C, followed by IRDye® secondary antibodies (LI-COR Biosciences). LI-COR Odyssey Imager was used for the band visualization. Equal loading and adequate transfer to the membranes were verified by staining with Ponceau S (Sigma-Aldrich) and with anti-GAPDH (Sigma-Aldrich) antibody. We used Abs against: REDD1 (Proteintech Group, Inc., Chicago, IL), LC3B, phospho-rpS6^Ser240/244^, phospho-4E-BP1^Thr37/46^, phospho-GR^Ser211^ (Cell Signaling Technology, Inc.), and GR (H-300 or M-20, Santa Cruz Biotechnology, Inc.).

Abs against REDD1 and Beclin-1 (Fig2B and C) were reported to recognize multiband pattern on Western blots (Katiyar *et al*, 2009; Li *et al*, 2012; Regazzetti *et al*, 2012, and http://www.cellsignal.com/products/primary-antibodies/3738?Ntt=beclin&fromPage=plp), which may reflect phosphorylation status of these proteins.

### RNA isolation and quantitative and semi-quantitative RT–PCR

Total RNA from murine epidermis, whole human skin, and cell cultures was isolated with RiboPure kit (Ambion, Life Technologies, Grand Island, NY, USA). Total RNA from murine s.c. adipose was isolated with RNeasy Lipid Tissue Kit (Qiagen, Valencia, CA, USA). The RNA samples were treated with TURBO™ DNase (Ambion). The gene expression was assessed using semi-quantitative two-step RT–PCR and quantitative Q-PCR. Reverse transcription was performed using 1 μg RNA, random hexamers, and M-MLV reverse transcriptase (Invitrogen, Life Technologies), according to manufacturer instructions. The gene-specific primers were designed with NCBI Primer-BLAST (Supplementary Table S4). Q-PCR with SYBR Green detection was performed on the Applied Biosystems® 7000 Real-Time PCR instrument (Life Technologies). Each sample was tested in triplicate, and results were normalized to the expression of the housekeeping Rpl27 gene (de Jonge *et al*, 2007). For semi-quantitative PCRs, Taq DNA polymerase (Promega) was used, and PCR products were separated on 1.5% agarose gel and visualized using automated imaging system (Bio-Rad, Hercules, CA, USA). RPL27 was used as a normalization control.

### Microarray analysis of gene expression

RNA samples were checked for quality and integrity with the Agilent 2100 bioanalyzer and used for microarray analysis. RNA amplification, labeling, and hybridization with the Mouse Whole-Genome Gene Expression BeadChips MouseRef-8 v2.0 (Illumina) were performed at the Genomics Core Facility at the Center for Genetic Medicine at Northwestern University according to Illumina protocols.

Microarray processing was performed using the Limma package (Smyth, 2005), using the neqc function to perform background subtraction using the negative control probes, and quantile normalization using both positive and negative control probes. Differentially expressed probes were identified using the linear model implemented in Limma, applying an adjusted *P*-value threshold of 0.05. Q-PCR and microarray based gene expression values were compared using linear Pearson correlation.

### FA-induced transactivation and transrepression

To quantify the relationship between FA-induced transactivation and transrepression across both phenotypes, we correlated the fold change of the differentially expressed probesets in wild-type, with their corresponding values in REDD1 KO epidermis.

### Gene Ontology and pathway analysis

Gene ontology analysis was performed using the DAVID Bioinformatics resource tool (Huang *et al*, 2009a,b), submitting differentially expressed probes from each experiment, against the probe background of MouseRef 8. DAVID performs a hypergeometric test to identify overrepresented GO terms in a list of differentially expressed probes. Results are presented for categories with greater than or equal to threefold enrichment and *P* ≤ 0,01.

### Gene expression heatmaps

Heatmaps were generated using differentially expressed probesets (adjusted *P* ≤ 0.05) induced by the application of FA, for the REDD1 KO and wild-type isogenic mice. Samples and genes were hierarchically clustered according to the Euclidean distance of the normalized gene expression values, and clusters were merged using complete linkage. Heatmaps were visualized using the Pheatmap package (http://CRAN.R-project.org/package=pheatmap).

### Statistical analysis

Mean and standard deviation values were calculated using Microsoft Excel software. The treatment effects in each experiment were compared by one-way ANOVA or *t*-test. Differences between groups were considered significant at *P* < 0.05.

All experiments were repeated two to three times. In animal experiments, we used three to four animals/experimental group. In all figures, the results of one representative experiment are shown as mean values ± SD.

### Approval of animal and human studies

All animal experiments were performed in compliance with ACUC protocol approved by the Northwestern University Animal Care and Use Committee.

All human studies conformed to the principles set out in the WMA Declaration of Helsinki (http://www.wma.net/en/30publications/10policies/b3/) and the NIH Belmont Report (http://www.hhs.gov/ohrp/humansubjects/guidance/belmont.html). Studies were approved by Northwestern University Institutional Review Board. Written informed consent was received from the participants before the study.

**The paper explained**

**Problem**

Millions of patients worldwide are affected by chronic inflammatory skin diseases, including atopic dermatitis and psoriasis. The glucocorticoids are among the most effective and frequently used anti-inflammatory drugs. Unfortunately, patients chronically treated with topical glucocorticoids develop side effects, including cutaneous atrophy which affects all skin compartments and compromises the barrier function of the skin. Skin atrophy after the long-term use of steroids may be irreversible. The molecular mechanisms of steroid-induced skin atrophy are poorly understood, which prevents the development of novel safer approaches to the glucocorticoid-based therapies.

**Results**

In this study, we identified REDD1 (regulated in development and DNA damage response 1), a stress-inducible inhibitor of mTOR, as a major molecular target of glucocorticoids which mediates skin atrophy.

In REDD1 KO mice, all skin compartments (epidermis, dermis, and subcutaneous fat) and skin stem cells were significantly protected from the atrophogenic effect of steroids. Likewise, 3-D organotypic raft cultures made from shREDD1-infected primary human keratinocytes were also protected from glucocorticoid hypoplastic effects. In strong contrast to its central role in cutaneous adverse effects of steroids, REDD1 appeared to be dispensable for their anti-inflammatory effects.

Glucocorticoid effects are mediated by their receptor GR, a well-characterized transcription factor. We identified a novel intriguing role of REDD1 as an important GR modulator. REDD1 controls both the repertoire of glucocorticoid-regulated genes and the integral functional response to glucocorticoids. The lack of REDD1 strongly affected activation of genes (including genes involved in metabolism/catabolism of lipids and proteins) by glucocorticoids. At the same time, the inhibition of pro-inflammatory genes related to the anti-inflammatory effects of glucocorticoids remained remarkably similar in wild-type and REDD1 KO mice.

**Impact**

Our novel observations that in context of REDD1 KO cells GR changes its function could explain the improved therapeutic index of glucocorticoids (preserved therapeutic potential combined with reduced atrophogenic effects) in REDD1 KO animals. Overall, our studies support the development of innovative safer therapies with topical glucocorticoids using REDD1 inhibitors (such as pharmacological inhibitors or siRNA) to reduce/alleviate glucocorticoid-induced skin atrophy. As glucocorticoids are among the most frequently prescribed drugs for the patients with chronic inflammatory diseases and induce atrophogenic effects in different tissues, our findings have important clinical applications beyond the field of dermatology.

## Supporting Information

Supplementary Table S4

Review Process File

# Supplementary material for: REDD1 functions at the crossroads between the therapeutic and adverse effects of topical glucocorticoids
**Source:** EMBO Mol Med. 2014 Dec 11;7(1):42–58. doi: 10.15252/emmm.201404601
**Supplement:** Supplementary file 1

RT-PCR

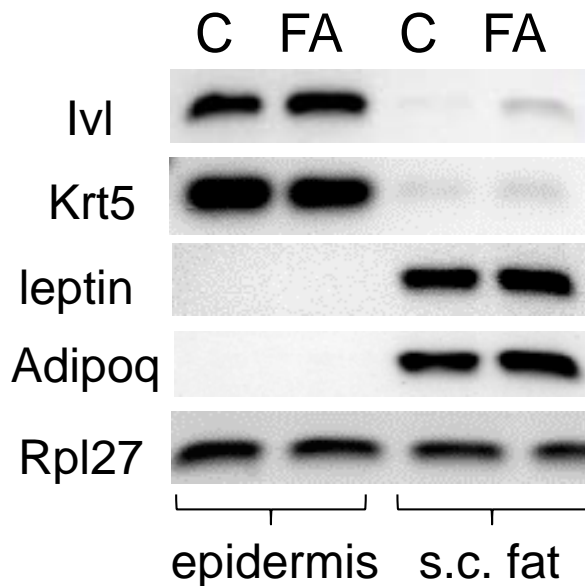

Supplemental Figure 1. Analysis of fat RNA isolation purity. Total RNA from s.c. adipose was isolated, converted to cDNA, and subjected to PCR as described in Materials and Methods. Adipose RNA purity was confirmed by evaluation of expression of epidermal (keratin 5 and involucrin) and adipose (leptin, adiponectin) markers in epidermis and s.c. fat from control B6D2 mice and mice treated with FA for 24 h. Rpl27 was used as a cDNA loading control.

# Supplementary material for: REDD1 functions at the crossroads between the therapeutic and adverse effects of topical glucocorticoids
**Source:** EMBO Mol Med. 2014 Dec 11;7(1):42–58. doi: 10.15252/emmm.201404601
**Supplement:** Supplementary file 2

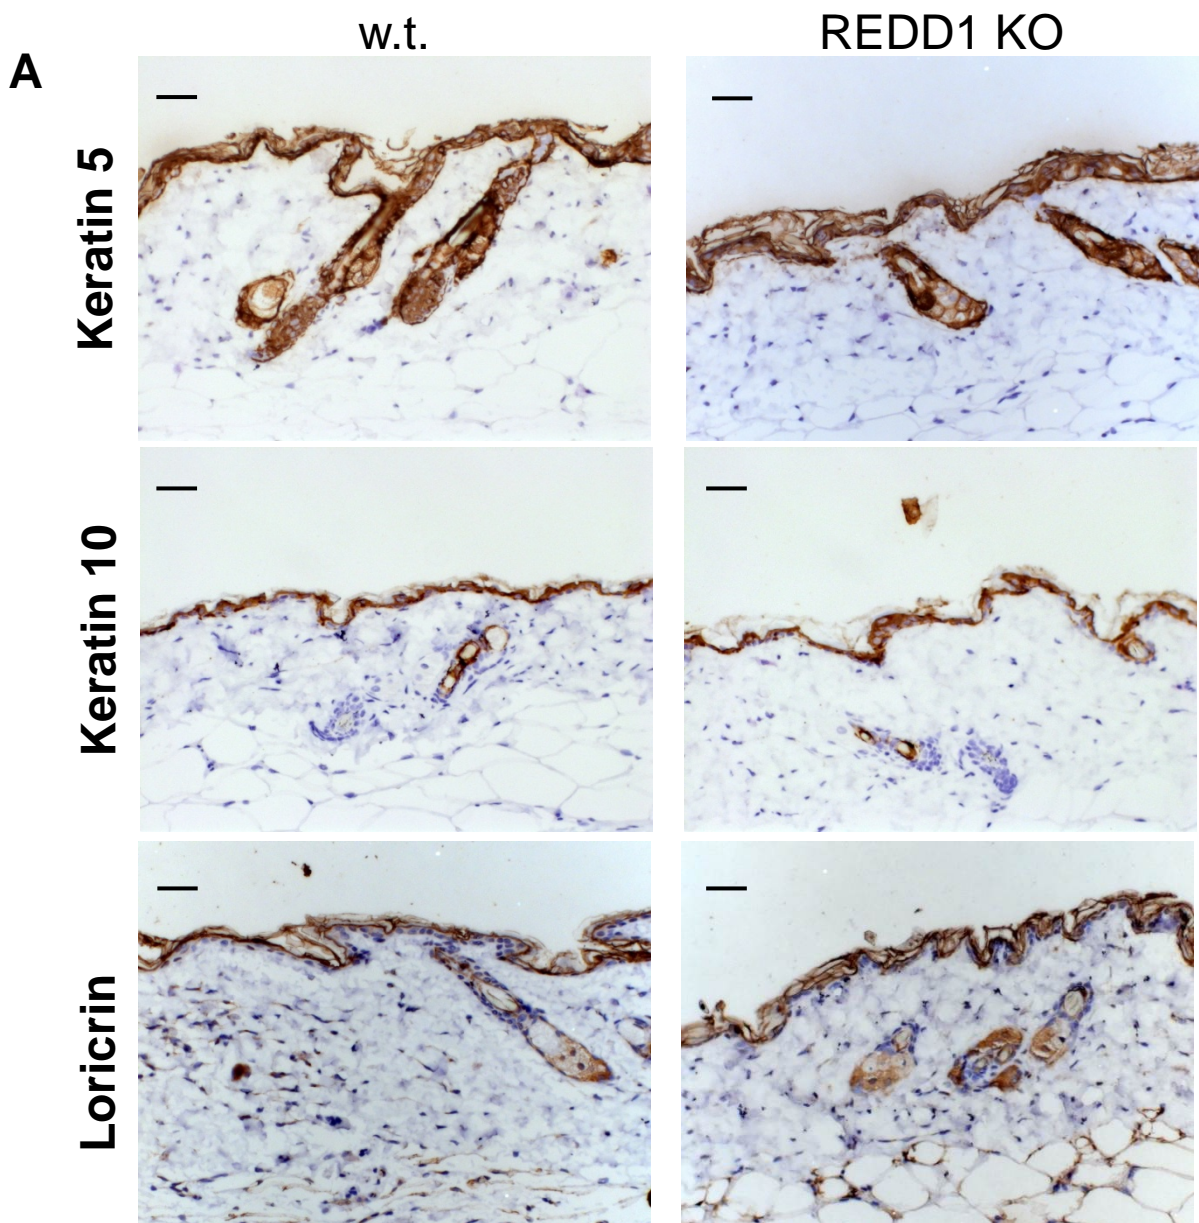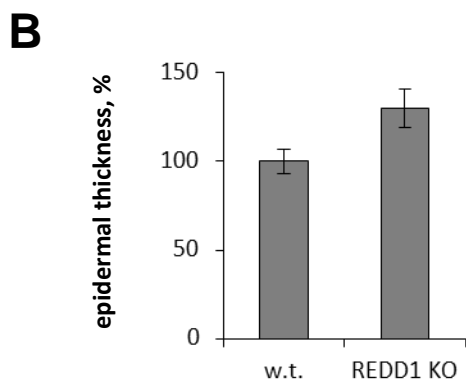

Supplemental Figure 2. Mild skin phenotype in REDD1 KO untreated animals. **A.** Immunochemical staining of untreated B6x129 w.t. and REDD1 KO murine skin sections for expression of epidermal keratinocyte markers loricrin, keratin 5, and keratin 10. **B.** Morphometric analysis of the H&E stained sections of B6x129 w.t. and REDD1 KO mouse skin. REDD1 KO skin thickness is presented as % to thickness of w.t. epidermis.

# Supplementary material for: REDD1 functions at the crossroads between the therapeutic and adverse effects of topical glucocorticoids
**Source:** EMBO Mol Med. 2014 Dec 11;7(1):42–58. doi: 10.15252/emmm.201404601
**Supplement:** Supplementary file 5

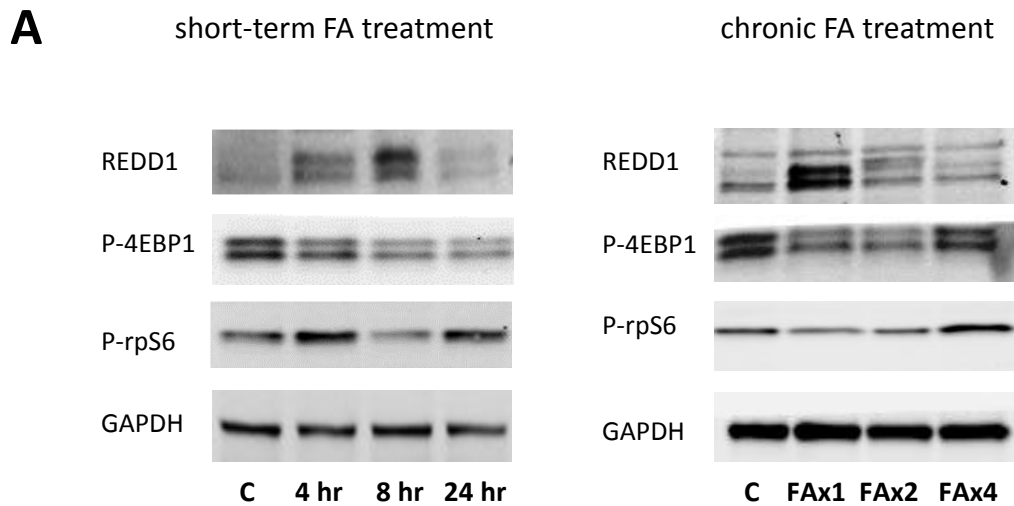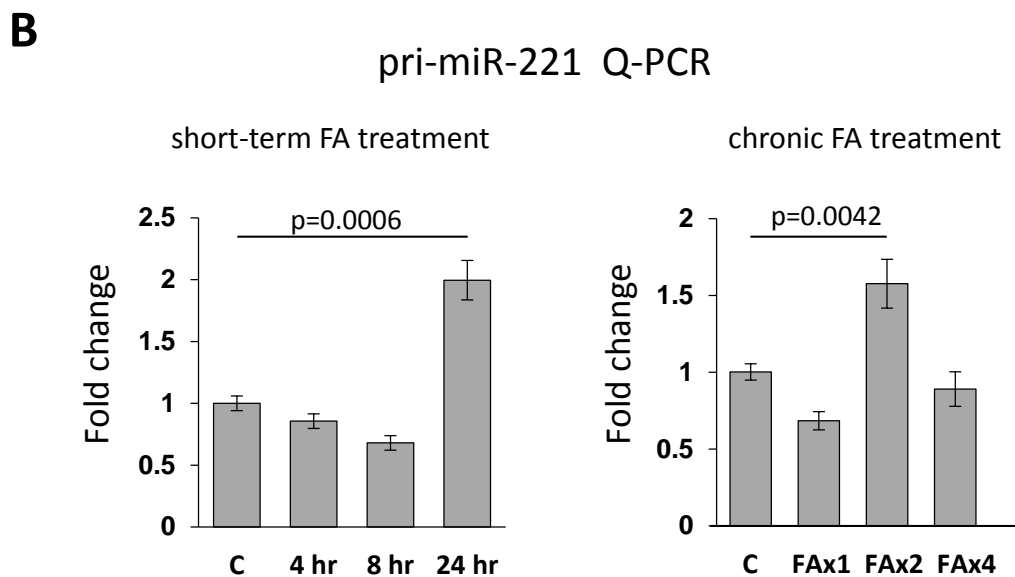

Supplemental Figure 5. Inverse correlation between pri-miR-221 and REDD1 expression during glucocorticoid treatment. B6D2 mice were treated with FA topically as described in Materials and Methods, epidermis was harvested at indicated time points. **A.** Western blot analysis. **B.** Q-PCR analysis of primary miR-221. Data are expressed as the fold change (mean $\pm$ SD) with respect to the controls (unpaired two-tailed t-test, $n = 3$).

# Supplementary material for: REDD1 functions at the crossroads between the therapeutic and adverse effects of topical glucocorticoids
**Source:** EMBO Mol Med. 2014 Dec 11;7(1):42–58. doi: 10.15252/emmm.201404601
**Supplement:** Supplementary file 6

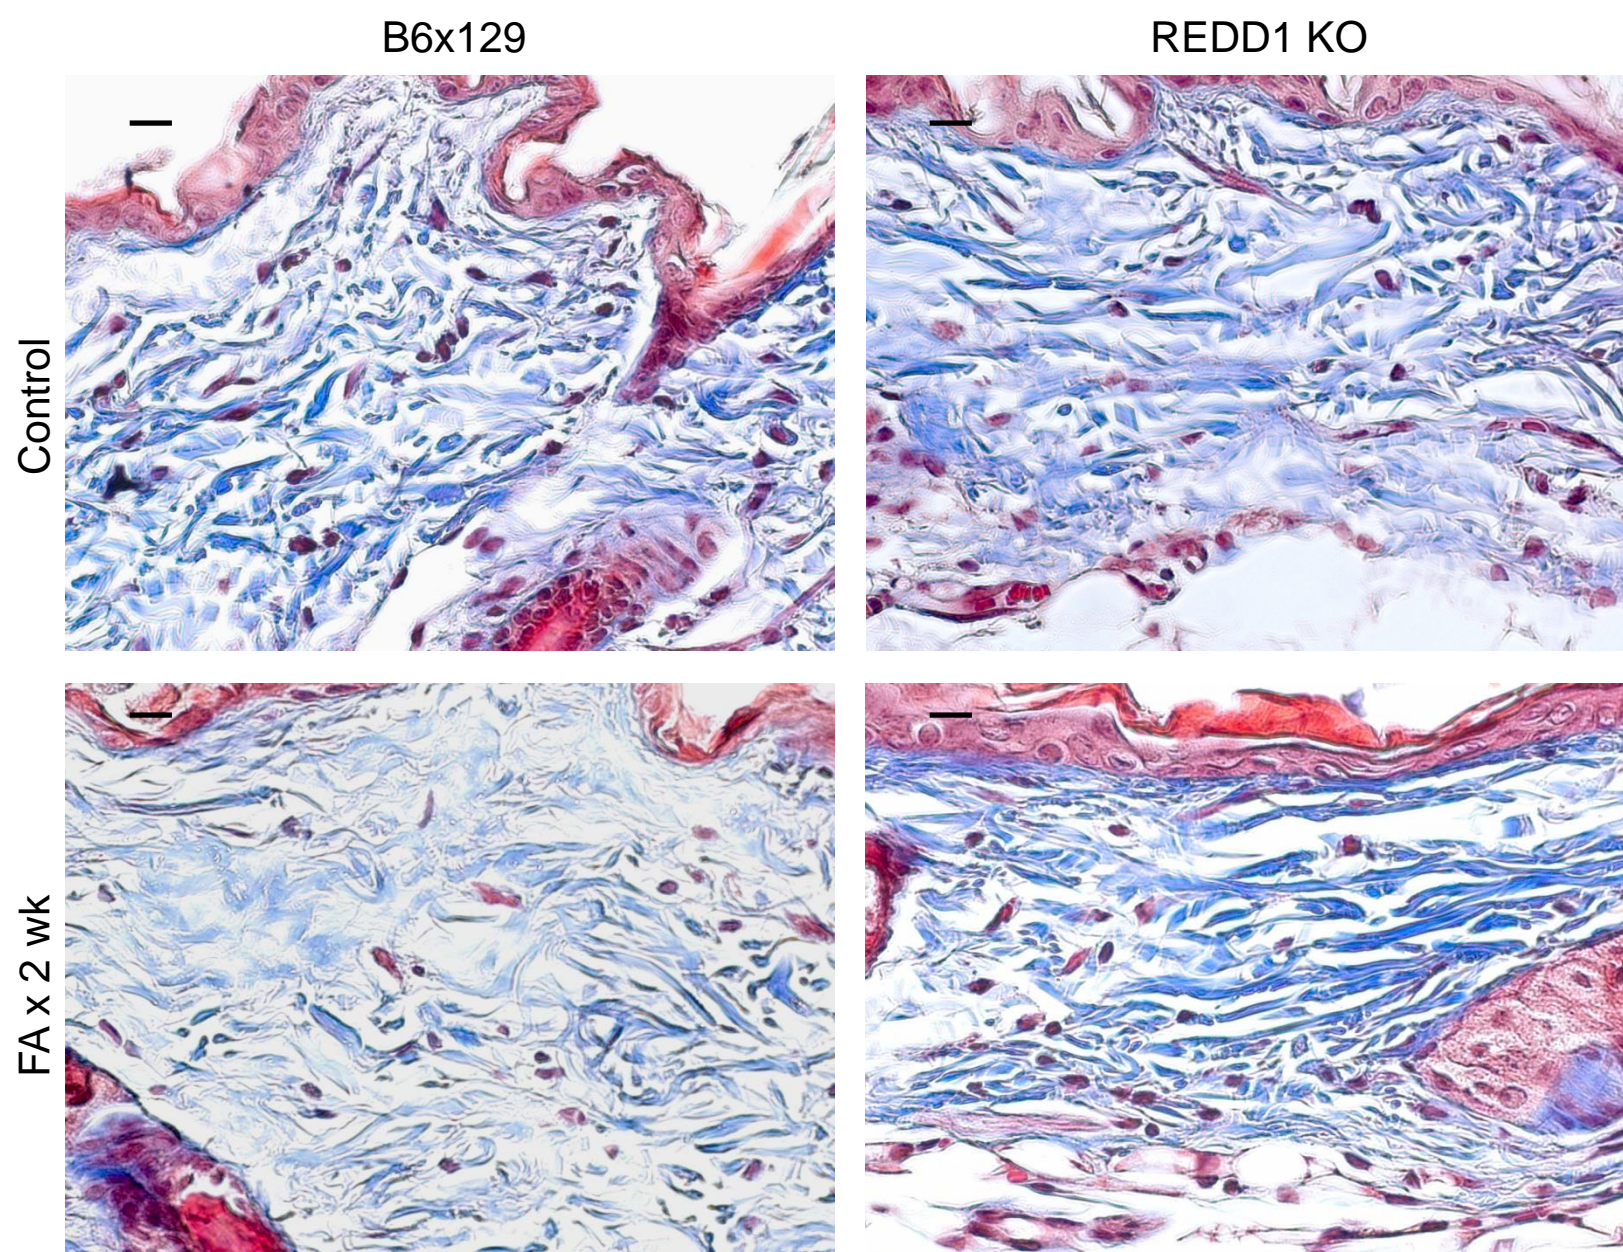

Supplemental Figure 6. Resistance of REDD1 KO mice to glucocorticoid-induced decrease of dermal cellularity. REDD1 KO and isogenic w.t. B6x129 mice were treated with acetone (vehicle control) or FA (2 μ g/animal) every 72 hr for 2 wk. Formalin-fixed paraffin-embedded skin sections were used for Masson's trichrome staining. Dermis/collagen fibers are blue, muscle is red, nuclei are dark red, and cytoplasm is red/pink. Scale bars are 40 μ m. **Note:** strongly decreased number of dermal fibroblasts in the skin of w.t. mice treated with FA x 2 wk.

# Supplementary material for: REDD1 functions at the crossroads between the therapeutic and adverse effects of topical glucocorticoids
**Source:** EMBO Mol Med. 2014 Dec 11;7(1):42–58. doi: 10.15252/emmm.201404601
**Supplement:** Supplementary file 9

**Supplemental Table 3. Most enriched Gene Ontology (GO) categories, fold enrichment cutoff ≥ 3.0, P<0.01**

**w.t.: FA vs control, up-regulated genes**

| **Term** | **P-value** | **Fold Enrichment** |
| --- | --- | --- |
| **GO:0006665~sphingolipid metabolic process** | 3.85E-04 | 5.87 |
| **GO:0006643~membrane lipid metabolic process** | 4.77E-04 | 5.67 |
| **GO:0004091~carboxylesterase activity** | 8.59E-04 | 4.48 |
| **GO:0006672~ceramide metabolic process** | 1.17E-03 | 7.39 |
| **GO:0046519~sphingoid metabolic process** | 1.52E-03 | 6.98 |
| **GO:0006644~phospholipid metabolic process** | 3.28E-03 | 3.05 |
| **GO:0016765~transferase activity, transferring alkyl or aryl (other than methyl) groups** | 3.75E-03 | 5.71 |
| **GO:0046479~glycosphingolipid catabolic process** | 5.39E-03 | 25.11 |
| **GO:0005885~Arp2/3 protein complex** | 5.75E-03 | 24.28 |

**REDD1 KO: FA vs control, up-regulated genes**

| **Term** | **P-value** | **Fold Enrichment** |
| --- | --- | --- |
| **GO:0005776~autophagic vacuole** | 4.99E-04 | 23.64 |
| **GO:0051270~regulation of cell motion** | 5.20E-03 | 3.78 |
| **GO:0042598~vesicular fraction** | 5.84E-03 | 3.02 |
| **GO:0005770~late endosome** | 6.43E-03 | 6.65 |
| **GO:0008440~inositol trisphosphate 3-kinase activity** | 8.09E-03 | 20.98 |
| **GO:0030334~regulation of cell migration** | 9.17E-03 | 3.88 |

**w.t.: FA vs control, down-regulated genes**

| **Term** | **P-value** | **Fold Enrichment** |
| --- | --- | --- |
| **GO:0006260~DNA replication** | 1.35E-06 | 4.72 |
| **GO:0002495~antigen processing and presentation of peptide antigen via MHC class II** | 3.00E-05 | 15.11 |
| **GO:0019886~antigen processing and presentation of exogenous peptide antigen via MHC class II** | 3.00E-05 | 15.11 |
| **GO:0042613~MHC class II protein complex** | 4.99E-05 | 21.39 |
| **GO:0002504~antigen processing and presentation of peptide or polysaccharide antigen via MHC class II** | 5.91E-05 | 13.33 |
| **GO:0002478~antigen processing and presentation of exogenous peptide antigen** | 2.26E-04 | 10.30 |
| **GO:0019882~antigen processing and presentation** | 3.27E-04 | 5.15 |
| **GO:0005773~vacuole** | 4.65E-04 | 3.01 |
| **GO:0019884~antigen processing and presentation of exogenous antigen** | 6.21E-04 | 8.39 |
| **GO:0048002~antigen processing and presentation of peptide antigen** | 1.39E-03 | 7.08 |
| **GO:0042287~MHC protein binding** | 1.87E-03 | 15.19 |
| **GO:0030145~manganese ion binding** | 2.35E-03 | 3.19 |
| **GO:0005657~replication fork** | 3.10E-03 | 8.02 |
| **GO:0042611~MHC protein complex** | 3.51E-03 | 5.78 |
| **GO:0005663~DNA replication factor C complex** | 3.87E-03 | 28.88 |

**REDD1 KO: FA vs control, down-regulated genes**

| **Term** | **P-value** | **Fold Enrichment** |
| --- | --- | --- |
| **GO:0002495~antigen processing and presentation of peptide antigen via MHC class II** | 8.11E-06 | 19.77 |
| **GO:0019886~antigen processing and presentation of exogenous peptide antigen via MHC class II** | 8.11E-06 | 19.77 |
| **GO:0003735~structural constituent of ribosome** | 1.44E-05 | 4.85 |
| **GO:0002504~antigen processing and presentation of peptide or polysaccharide antigen via MHC class II** | 1.62E-05 | 17.45 |
| **GO:0042613~MHC class II protein complex** | 2.74E-05 | 24.92 |
| **GO:0002478~antigen processing and presentation of exogenous peptide antigen** | 6.34E-05 | 13.48 |
| **GO:0019884~antigen processing and presentation of exogenous antigen** | 1.79E-04 | 10.98 |
| **GO:0006631~fatty acid metabolic process** | 1.98E-04 | 3.71 |
| **GO:0019882~antigen processing and presentation** | 3.50E-04 | 5.99 |
| **GO:0005840~ribosome** | 3.64E-04 | 3.47 |
| **GO:0048037~cofactor binding** | 3.70E-04 | 3.26 |
| **GO:0048002~antigen processing and presentation of peptide antigen** | 4.11E-04 | 9.27 |
| **GO:0033559~unsaturated fatty acid metabolic process** | 5.50E-04 | 8.72 |
| **GO:0042287~MHC protein binding** | 9.42E-04 | 19.26 |
| **GO:0016126~sterol biosynthetic process** | 1.70E-03 | 9.51 |
| **GO:0042611~MHC protein complex** | 1.81E-03 | 6.73 |

# Supplementary material for: REDD1 functions at the crossroads between the therapeutic and adverse effects of topical glucocorticoids
**Source:** EMBO Mol Med. 2014 Dec 11;7(1):42–58. doi: 10.15252/emmm.201404601
**Supplement:** Supplementary file 10

**Supplemental Table 4**

**Primer sets for Quantitative and Semi-quantitative RT-PCR analysis**

| Gene symbol | | Primer sequence: sense/antisense (5'-3') |
| --- | --- | --- |
| mouse | human |  |
| REDD1 |  | GGG CCG GAG GAA GAC TCC TCA TA  CTG TAT GCC AGG CGC AGG AGT TC |
| GR |  | CGC AGG CCG CTC AGT GTT TTC TA  TGT GCT GTC CTT CCA CTG CTC TT |
| Krt5 |  | GCG GGA GTA CCA GGA GCT CAT GA  AAG CCA CTG CCA ACA CCA ATG CT |
| Adipoq |  | | AGA GAA AGG AGA TGC AGG TCT TC | | | --- | --- | | TAA AGC GAA TGG GTA CAT TGG A |  | |
| Ivl |  | TCC CTC CTG TGA GTT TGT TTG GTC T  TCT CCT CAT GTT TGG GAA AGC CCT |
| Lep |  | CTG CAA GGT GCA AGA AGA AGA AG |
|  |  | GAA TGA AGT CCA AGC CAG TGA C |
| H2-Ab1 |  | ACA TCT ACA ACC GGG AGG AGT A |
|  |  | GAC GAC ATT GGG CTG TTC AAG |
| Fkbp5 |  | GGT TTT GGA GAA GCC GGG AAG CC |
|  |  | CCT GCG TGT ACT TGC CTC CCT TG |
| Elovl3 |  | TTT TGG AGG AGT ACT GGG TAA GC  CCA CTG TAA ACA TCA CTG TTG CC |
| Hilpda |  | CGT GCA GGA TCT AGC AGC AGA A  CTT AGG AGG CTG TGT GTT GGC TA |
| Socs2 |  | TCA GTC AAA CAG GAT GGT ACT GG  TGT TTA AGC TTG GAC TTG ACA CA |
| Rptn |  | GAG ACA TCC TTC GGA GAC CAA AT  ATC ATG TTC TTT CTG GGA GGA GG |
| Cd74 |  | GCG ACG AGA ACG GTA ACT ATT TG  CTC TGT CTT CAC AGG GTG ACT TG |
| pri-miR-221 |  | GCT GTT GCC TAA CAA ACA CAG AA  GCA TGA TGA ATG ACC ACC AAT CG |
| Rpl27 |  | GCC CTG GTG GCT GGA ATT GAC C  TTG CGC TTC AAA GCT GGG TCC C |
|  | REDD1 | TAG CCT TTG GGA CCG CTT CTC GT  CAG GTA AGC CGT GTC TTC CTC CG |
|  | RPL27 | ACC GCT ACC CCC GCA AAG TG  CCC GTC GGG CCT TGC GTT TA |

# Supplementary material for: REDD1 functions at the crossroads between the therapeutic and adverse effects of topical glucocorticoids
**Source:** EMBO Mol Med. 2014 Dec 11;7(1):42–58. doi: 10.15252/emmm.201404601
**Supplement:** Supplementary file 11

REDD1 functions at the crossroads between the therapeutic and adverse effects of topical glucocorticoids

Gleb Baida, Pankaj Bhalla, Kirill Kirsanov, Ekaterina Lesovaya, Marianna Yakubovskaya, Kit Yuen, Shuchi Guo, Robert M Lavker, Ben Readhead, Joel T Dudley, Irina Budunova

Review timeline:

Submission date:	26 September 2013
Editorial Decision:	30 September 2013
Appeal:	14 October 2013
Editorial Decision:	17 December 2013
Additional Author correspondence:	23 December 2013
Additional Editorial Correspondence:	27 December 2013
Resubmission:	03 September 2014
Editorial Decision:	26 September 2014
Revision received:	16 October 2014
Editorial Decision:	28 October 2014
Revision received:	29 October 2014
Accepted:	30 October 2014

Transaction Report:

(Note: With the exception of the correction of typographical or spelling errors that could be a source of ambiguity, letters and reports are not edited. The original formatting of letters and referee reports may not be reflected in this compilation.)

Editor: Roberto Buccione

1st Editorial Decision

30 September 2013

Thank you for the submission of your manuscript "REDD1 (regulated in development and DNA damage response 1) dissociates therapeutic and adverse effects of topical glucocorticoids in skin".

I have now had the opportunity to carefully read your paper and the related literature and I have also discussed it with my colleagues. I am afraid that we concluded that the manuscript is not well suited for publication in EMBO Molecular Medicine and have therefore decided not to proceed with peer review.

You find REDD1 among the most up-regulated genes after glucocorticoid (GC)-treatment of mouse and human skin and that in the former, autophagy increased up to 8 hrs after treatment together with concomitant maximal REDD1 expression and mTOR inhibition. You also find that REDD1 KO mice appear to be more resistant to GC-induced skin atrophy without loss of therapeutic efficacy. We appreciate that REDD1 did not appear to affect GC receptor protein levels in skin but modified receptor function by shifting it towards transrepression.

Although we acknowledge the potential interest of your findings, due also to the available knowledge, we are not persuaded that your manuscript provides the striking conceptual advance, mechanistic insight and (novel) translational implications we would like to see in an EMBO

Molecular Medicine article. As such, your manuscript appears better suited to a specialistic venue.

I am sorry that I could not bring better news.

Appeal

14 October 2013

I am thankful to you for the decision letter with a personal touch. And I would like to respond to your letter.

I was obviously upset as we thought that the paper should be of interest for EMBO Molecular Medicine readers. But most of all I was surprised by your conclusion that the major weaknesses are the lack of novelty and novel translational implications. I study the glucocorticoid receptor for @ 20 years, and I have not seen the attempts to find out the direct role of GR target genes in glucocorticoid therapeutic and side effects.

This is true that REDD1 induction by glucocorticoids is known, and steroid atrophic effect in muscle (muscle waste) has been linked to REDD1. However, we went much further.

1. We discovered that REDD1 is induced in skin by steroids and used REDD1 KO animals (as far as I know for the first time) to directly prove the role of REDD1 as atrophogenic gene in skin. Importantly, we were able to prove that molecular mechanisms behind steroid-induced atrophy in muscle, skin and adipose are remarkably similar at the global genomic level. We also found that REDD1 is a leading gene in atrophy as assessed by its "molecular weighted contribution". We are working with the leading American experts in biostatistics and meta-array analysis, and can easily provide the additional bioinformatics data to strengthen our conclusions.

2. We found (and it was an unexpected and striking discovery) that REDD1 can dissociate good and bad effects of glucocorticoids in skin, and potentially in other organs/tissues as the molecular mechanisms of steroid-induced atrophy are so similar according to our data. These results serve as a foundation for US patent for novel approach to reduce side effects of glucocorticoids using REDD1 inhibitors.

3. We also discovered (and it was unexpected too) that REDD1 modifies GR function in a very interesting and unique way: in the absence of REDD1 only one branch of GR activity- activation of gene expression suffers. At the same time, GR transrepression (negative regulation of GR target gene expression) remains almost intact. This is absolutely novel finding that can mechanistically explain the dissociation of therapeutic and adverse effects of glucocorticoids in the absence of REDD1.

I agree that it would be important to know more regarding specific steps in GR activation (phosphorylation, dimerization, nuclear translocation, loading at the gene promoters) that are affected by REDD1. We are planning to do this in the nearest future, but it is whole new level of research, and will require a very significant time and effort to identify these mechanisms.

In conclusion, I would be very thankful if you could let me know whether and how we can improve our manuscript to allow you to reconsider your decision.

Thank you very much for your consideration in advance,

2nd Editorial Decision

17 December 2013

Thank you for the submission of your manuscript to EMBO Molecular Medicine. We have now heard back from the three referees whom we asked to evaluate your manuscript.

We are very sorry that it has taken much longer than usual to get back to you on your manuscript. In

this case we experienced significant difficulties in securing three expert and willing Reviewers. Further to this, one evaluation was delivered with considerable delay.

As you will see, while Reviewer 1 appears more supportive of your study, Reviewers 2 and 3 point to significant and fundamental issues that, I am afraid, preclude publication of the manuscript in EMBO Molecular Medicine. I will not discuss each point in detail as they are clearly stated. There are, however, some crucial points, in many cases shared by the Reviewers, that I wish to bring to your attention.

Reviewer 1 considers the data presentation and analysis to be superficial - especially relating to the expression analysis. Reviewer 1 also mentions other issues.

Reviewer 2 notes the limited novelty and that the data do not clarify/explain the transient effects of glucocorticoid treatment on REDD1 protein expression, mTORC1 signaling, and autophagy markers, and the sustained loss of tissue, and the loss REDD1 protein in the presence of sustained REDD1 mRNA expression.

Reviewer 3 is especially critical and has many concerns that ultimately point to lack of sufficient support, experimental flaws and inadequate presentation. This Reviewer also notes the limited conceptual advance and overall novelty and finds that the clinical impact is unclear at this stage (quite a relevant aspect for EMBO Molecular Medicine). Reviewer 3's critique is detailed, documented and thorough and we agree with his/her assessment.

I would also like to point out that all three Reviewers lament the fact that the full gene expression dataset was not shared.

Given these fundamental concerns and the overall lack of enthusiasm by the Reviewers, I have no choice but to return the manuscript to you at this stage. In our assessment it is not realistic to expect to be able to address these issues experimentally in a reasonable time frame and to the satisfaction of the Reviewers.

I am sorry to have to disappoint you at this stage. I hope that the Reviewers' comments will be helpful in your continued work in this area.

***** Reviewer's comments *****

Referee #1 (Comments on Novelty/Model System):

The data are not well analysed in terms of objective assessment. They are interesting and I think with a more thorough analysis they have something of real significance. I particularly found the gene expression profiling data to be very basic and the constant use of RT-PCR for relative expression analysis is outdated.

Referee #1 (Remarks):

There has been a lot of interest in area of glucocorticoids in wound healing - clinically a very important area. This study identifies a potential mechanism that underlies skin atrophy, and shows that it is distinct from the mechanism from that which mediates GC anti-inflammatory effects. The real strength of the study comes from the REDD1 null mouse approach, and the histological data are convincing. I think their findings are interesting but the analysis comes across as rather superficial - particularly relating to the expression analysis. It is barely mentioned in the M+M and there is no detail regarding public availability of data.

I have a number of comments going through the paper as written, as detailed below.

Furthermore the data are already published as an abstract, but I don't know whether this impacts on your decision:

Journal of Investigative Dermatology (2013) 133, S243-S246. doi:10.1038/jid.2013.106
 Deletion of mTOR inhibitor REDD1 protects CD34+ follicular epithelial stem cells and prevents development of steroid-induced cutaneous atrophy
 G Baida, P Bhalla, K Yuen, S Guo, RM Lavker and I Budunova

P5 penultimate paragraph. "glucocorticoid-induced muscle wasting,...

P7 2nd para. RT-PCR data are not truly quantitative, so the values listed don't really mean anything.

Fig1

Sets up the study nicely

P7 last sentence - is it mega or meta-analysis? I thought meta.

P8 If they are going to address REDD1 and induction of autophagy, they really need to reference prior work - see Molitoris 2011 (below)

Fig2

B. Rpl27 isn't a real control for miRNA RT-PCR (which isn't quantitative in any case - see above).

C. What is their positive control for bortezomib treatment?

D. Why don't they also quantitate Beclin 1 - the Beclin western doesn't look too convincing.

P8 I think the last sentence would be more logical, given Fig 2B.1 data, and clearer to the reader if they said "increase in TXNIP expression may contribute to REDD1 stabilization"

Fig3

A+B don't really convey useful information - the FACS data are sufficient and also objective.

Fig4

C. P63 IHC isn't very well presented - counterstain too strong and difficult for reader to discern positive nuclear staining.

Otherwise the data are very clear in this figure and suggest that there is no significant effect on anti-inflammatory effects.

Fig5

Looking at the difference in epidermal thickness in Fig5B it would be good to really clarify in Fig 4B that the untreated controls are both set at 100% - why don't they just show relative to wt control? That would be a more informative representation and wouldn't change their findings. Is the difference in thickness statistically significant? I don't really see any value in this figure - it could be supplementary, if it is even needed. The data in 5B could easily be incorporated in Fig 4 as detailed above. This is corroborated by the fact they barely refer to the figure in the results.

Fig6

What do they mean by a modest increase in GR expression - certainly not at mRNA level (although this isn't quantitative) and where are the quantitative data for the protein level? Seems rather anecdotal.

The bioinformatics analysis is rather odd - they look at the 100 most up/down-regulated genes in wt mice, and then compare what happens in REDD1 null mice. However, they don't say how many genes are differentially regulated in the null mice, and how closely the wt top 100 selections mirror the null top 100 selections. It all seems rather superficial and lacking in true bioinformatic interrogation.

Furthermore, why are there 4 boxes in 6B but only 3 descriptions.

On what basis were the genes in C selected? Were they the top hits?

D. The significant increase in FA treatment of REDD1 overexpressing cells is distinctly underwhelming for a luciferase assay - in my experience these data are typically far more dramatic when reflecting real biological effects. A difference of maybe 20% between the two is not convincing to me.

Are they making their bioinformatics data available?

They could discuss whether REDD1 is druggable.

Missing reference

J Biol Chem. 2011;286(34):30181-9. Glucocorticoid elevation of dexamethasone-induced gene 2 (Dig2/RTP801/REDD1) protein mediates autophagy in lymphocytes. Molitoris JK, McColl KS, Swerdlow S, Matsuyama M, Lam M, Finkel TH, Matsuyama S, Distelhorst CW.

Referee #2 (Comments on Novelty/Model System):

This is not a particularly well written manuscript and would need a considerable amount of editorial work before it would be suitable for publication. In particular, the "story line" rambles through an analysis of the various effects of glucocorticoids that have been observed in other tissues. It finally gets to Figure 6 which represents the truly novel aspects of the work. Unfortunately, the authors choose not to share all the results of the gene expression analysis. These results would be of paramount interest to readers of the journal. In my opinion, further consideration of the manuscript would require inclusion of all the results.

Referee #2 (Remarks):

The results presented in this manuscript show that glucocorticoids act to increase expression of REDD1 in mouse and human epidermis as the hormones have previously been shown to do in other tissues including muscle and adipose tissue. As expected, based on previous studies, the increased expression of REDD1 is accompanied by skin atrophy, repressed mTORC1 signaling, increased autophagy, and reduced cell growth. The results also suggest that REDD1 knockout mice might be resistant to glucocorticoid-induced atrophy of skin but retain sensitivity to the anti-inflammatory effects of glucocorticoids.

1. It is not clear to the reviewer how to reconcile the rather transient effects of glucocorticoid treatment on REDD1 protein expression, mTORC1 signaling, and autophagy markers, i.e., maximal effect at 8 hours and return to control values by 24 hours (Fig 2), with the sustained loss of tissue. Also not clear is the basis for the loss of REDD1 protein in the face of a sustained REDD1 mRNA expression. The authors attempt to address this point through the use of a proteasome inhibitor, which had no effect; however, no data is shown for a positive control for the inhibitor. Since REDD1 protein has been reported to be degraded through a proteasome-dependent mechanism, the basis for these negative results is unclear.
2. Rationale not clear for choice of P-rpS6 and mTOR (Ser 2448 - an AKT site) as biomarkers of mTORC1 signaling rather than the more typical markers such as p70S6K (Thr 389) and mTOR (Ser 2481). Concern is that rpS6 is a target for other signaling pathways.
3. Not sure if Figure 3 adds much value to main point of manuscript; likewise for miR-221.
4. Are glucocorticoid treatment groups in Fig 4B significantly different?
5. Figure 6 represents the novel findings reported in the manuscript. Authors should present all the gene expression data.

Referee #3 (Comments on Novelty/Model System):

Technical quality of this manuscript is poor in part due to experimental design and in part because of low quality.

The quality of representative images for histology, immunohistochemistry stainings are not convincing and do not support conclusions. Specifically, Figures 1C1, 4C and 4D. Image in Figure

IC1 is cut off at the corners of rete ridges. It is very difficult to base conclusions solely on images and quantification of BrDU is necessary in Figure 4C. Similarly, showing FACS data for quantification of CD34 cells would be more convincing. Such difference in CD34 staining, as presented in Fig 4d, may imply differences in number of hair follicles, which should be addressed.

Based on the data presented in Fig 1D1 scraping method does not show adequate purity of fat fraction (contamination with epidermal markers (K5 and involucrin) is visible on Western blot). Enzymatic digestion and cell sorting should be used instead.

Choice of 3PC cell line instead of primary mouse and human keratinocytes are not justifiable and could be misleading. In addition, based on the images shown it appears that confluence and culture conditions are different between control and REDD1.

Quantification of PCR is questionable throughout the manuscript. For example, the authors have chosen to quantify RT-PCR results using indirect method and gel electrophoresis instead of using real time PCR which might be misleading, such as in a case of miR-221 (Figure 2B2). Please provide details on PCR cycle numbers. Quantifying miRNA using a regular transcript for normalization (Rpl27) is not fully appropriate. Please provide qPCR with using small RNA expression as a house-keeping gene.

REDD1-mediated atrophy by glucocorticoids has been reported in muscle tissue. Here authors expand on similar mechanism in skin but fail to present convincing evidence.

Clinical impact is unclear since the effects on human skin differ from mouse (even in the only experiment shown in this paper). Majority of data are collected from mouse in vivo or mouse cells including cell lines rather than primary cells. Correlation with human cells and tissue is essential for any potential clinical interpretation since in many cases translation from mouse failed to replicate human condition.

Referee #3 (Remarks):

The manuscript " REDD1 dissociates therapeutic and adverse effect of topical glucocorticoids in skin" by Baida G et al describes REDD1-mediated mechanisms of glucocorticoids in skin through mTOR pathway. REDD1 has already been identified as a GR target gene in muscular tissue. Authors have confirmed this in mouse and human skin treated with glucocorticoids and proceed to use REDD1 knockout to show partial protection from GR atrophy in epidermis and fat tissues. REDD1 KO remained sensitive to anti-inflammatory effects of glucocorticoids, suggesting that REDD1 dissociates beneficial for the adverse effects of glucocorticoids in skin. Although interesting topic that may potentially have clinical impact in the future the quality of data, experimental design and methods limit overall enthusiasm.

There are several issues that need to be considered and addressed. Glucocorticoid action is not fully addressed at several levels. Confirmation of GR activation was not assessed. Given experimental design with various treatment protocols (and compounds) levels of phosphorylated GR was not measured. Furthermore, distinction between non-genomic and genomic effects is necessary in the context of distinguishing between various effects of glucocorticoids. Finally, endogenous cortisol activity and enzymes that regulate it (HSD11b1/2) were not even acknowledged and can have important influence on the data outcome.

Remarks regarding novelty, and technical quality are outlined above. In addition, data shown in Figure 6 are not informative. Microarray analyses that claims 50% difference is not documented. Pie charts do not support any conclusion since no % or number of genes are presented and should be included. Additional table listing top regulated genes should also be included and complete data sets submitted according to guidelines.

Fat and epidermis are not only tissue components to which side effects of glucocorticoids can be attributed. Skin atrophy includes major effects on dermal component which was not included. Such data are necessary to support the conclusions of distinction between anti-inflammatory effects and skin atrophy.

Additional Author correspondence

23 December 2013

I am thankful for your detailed letter and for the helpful analysis of our work by reviewers. I looked very carefully at the reviewers' comments and questions, and I agree with many of them. I would like to let you know that during last two and a half months, since manuscript submission to your journal, we have been actively working on the REDD1 project. Thus, we are now in a very good position to address the reviewers' comments and questions.

Specifically,

- We are in the process of detailed DNA array analyses (this is the major comment made by all reviewers). This is in collaboration with Dr. Dudley, Director of Biomedical Informatics, Mount Sinai School of Medicine (New York, USA).
- The results of semi-quantitative RT-PCR have been already repeated and quantified by image analysis (another major comment made by all reviewers).
- We have been working with primary human keratinocytes to confirm the results obtained in mice and to make steps towards clinical translation of our findings.
- We have already assessed the specific stages in the activation of the glucocorticoid receptor (GR phosphorylation and nuclear translocation) that are affected by REDD1 expression status in keratinocyte cell lines. We will repeat these experiments using primary human keratinocytes. I would like to acknowledge that our work with primary human keratinocytes is supported by Northwestern University SDRC (Skin Disease Research Center), and its Cores that provide human keratinocytes in 2D cultures as well as keratinocyte rafts (organotypic, 3D cultures).

After the careful assessment of the new results that we have already obtained, and the additional experiments that we will need to perform to respond to reviewers' comments, I feel confident that we will be able to do it in a reasonable time frame. However, this may involve considerable changes in the manuscript. Thus, I would be thankful for your advice whether to submit the manuscript as revised or as a new manuscript to your journal.

Thank you very much for your consideration in advance.

Additional Editorial Correspondence

27 December 2013

Thank you for your detailed note and apologies for not being able to reply sooner.

I definitely suggest that you submit an extensively revised manuscript as a de novo submission. I would ask you, however, to also submit a detailed point by point rebuttal to help me and the potential Reviewers in evaluating the new submission.

Resubmission

03 September 2014

Response to specific comments.

Referee #1

- *The data have been published as an abstract.*
- The publication of preliminary data as abstracts is not prohibitive for publication of study as a research paper at EMBO Mol Medicine.

- *The “analysis comes across as ...superficial - particularly .. the expression analysis”.*
- In-depth analysis of expression profiling studies was performed by experts and is described in “general comments”; the data are submitted to NCBI.

- *RT-PCR data are not truly quantitative.*
- We have replaced all these with real-time PCR (Q-PCR). Pearson correlation analysis shows perfect correlation between array data and Q-PCR results (Supplemental Figure 3). As we were limited by sample availability from healthy volunteers, we were unable to measure REDD1 message in human skin by Q-PCR (Fig. 1).

- *In Fig. 2 Rpl27 isn't a real control for miRNA RT-PCR.*
- In revised manuscript, we evaluated pri-miR-221 levels by Q-PCR. Rpl27 is a proper normalization control for precursors of microRNA, because both microRNA and mRNA are synthesized by RNA polymerase II. We found a significant increase in pri-miR-221 at the time points when REDD1 levels start declining (Supplemental Fig. 5) suggesting that mature miR-221 may be involved in control of REDD1 induction by steroids in skin.
- *What was the positive control for bortezomib treatment?*
- This resonates with the comments of Reviewer #2 (“REDD1 protein has been reported to be degraded by proteasome-dependent mechanism, thus the ... “results with bortezomib are unclear”) suggesting that suboptimal design of our experiment to assess REDD1 stability during chronic glucocorticoid treatment causing difficulties for the data interpretation. We thus removed this part of the study from the paper.

- *Quantify the expression of autophagy marker, Beclin-1.*
- Western blots for Beclin-1 were quantified and are presented in Fig. 2D.

- *Figs. 3A and B do not convey useful information.*
- These figures (the effect of REDD1 on keratinocyte size) were eliminated.

- *p63 immunostaining is of insufficient quality.*
- We repeated p63 IHC, and quantified p63+ progenitors in the epidermis (modified Fig. 4 A-B). This analysis confirms the protection of skin stem cells/ progenitors by the absence of REDD1.

- *The reviewer suggested report the increased baseline epidermal thickness in REDD1 KO (previously Fig. 5) as we describe their resistance to steroid-induced skin atrophy.*
- We followed this advice, and made suggested changes (now Fig. 3C).
- The data from the figure previously numbered as Fig 5 (mild skin phenotype in REDD1 KO) are relegated to supplementary Fig. 2.

- *Insufficient data on GR expression in REDD1-KO epidermis.*
- We repeated Western blot analysis of GR expression in REDD1 KO epidermis (now Fig. 4D), ORCs and HaCaTs after REDD1 shRNA knockdown (new Figs. 5 and 7). In all cases the knockout/knockdown of REDD1 caused no decrease in GR expression suggesting that changes in GR function were not caused by its diminished expression.

- *All critiques related to the bioinformatics analysis have been addressed (see above).*

- *The changes in activity of GRE.Luciferase reporter in 3PC mouse keratinocytes are not dramatic.*

- All referees criticized the use of mouse keratinocyte cell line 3PC. For the revised manuscript we used human keratinocytes (HaCaT). In HaCaTs, REDD1 inhibition significantly (more than two-folds) decreased GRE.Luc induction (new Fig. 7), in agreement with the *in vivo* results in REDD1 KO mice.

- **Other concerns:** We incorporated all suggestions changes in the text, and added the reference on autophagy (Molitoris et al., JBC, 2011). We are limited in our ability to discuss “druggability” of REDD1 by MTA with Quark Pharmaceuticals that provided REDD1 KO mice for our studies.

Referee 2.

- *Manuscript needs editorial work.*

- We extensively edited the manuscript to provide clear “story line” focused on the novel clinically important aspects of GR regulation by its target gene REDD1, and REDD1 atrophogenic role in skin.

- *Figure 6 represents the truly novel aspects of the work. Unfortunately, the results are not shared with research community.*

- Please see above. The arrays are posted on NCBI web site.

- *It is not clear how to reconcile the transient effects of glucocorticoid treatment on REDD1 protein, mTORC1 signaling, and autophagy with the sustained tissue loss.*

- In additional experiments, REDD1 induction occurred at mRNA and protein levels after each FA application albeit it was dampened at end of chronic treatment (Current Figs. 1 and 2, and pages 5-6).

- *Rationalize the choice of P-rpS6 and mTOR (Ser 2448 - an AKT site) as biomarkers of mTORC activation rather than the more typical markers such as p70S6K (Thr 389) and mTOR (Ser 2481). Concern is that rpS6 is a target for other signaling pathways.*

- Typically, mTOR activity in the skin is measured by phosphorylation of [4E-BP1](#) and [S6K1](#); however rpS6, a substrate of S6K1, is also used (Checkley et al., 2011) and is quite sensitive to rapamycin. We used [4E-BP1](#) and rpS6 because S6K1 phosphorylation was very low in B6D2 mice even at baseline. The results for [4E-BP1](#) are shown in Figs. 2B and 5C. mTOR phosphorylation at Ser 2448 is mediated by S6K1 and also Akt, and was also sensitive to rapamycin (Checkley et al., 2011).

- *Concerns about value of Figure 3, and results related to miR-221.*

-Following the referee’s concern, we omitted former Fig. 3 showing the effect of REDD1 on keratinocyte size.

- Please see response to Referee 1 above.

- *Are glucocorticoid treatment groups in Fig 4B significantly different?*

- We added statistical analysis, and showed that the resistance of REDD1 KO mice to epidermal hypoplasia is statistically significant (current Fig. 3C).

- *Former Figure 6 represents the novel findings reported in the manuscript. Authors should present all the gene expression data.*

- We answered this question above.

Referee #3

- *The quality of representative images is not convincing. Quantification of BrdU is necessary in Figure 4C.*

- We improved quality of photographs of glucocorticoid –treated human skin (current Fig. 1E). The photographs and morphometric analysis (Fig. 1F) clearly show the significant ~ two-fold decrease in epidermal thickness after chronic treatment of volunteers with glucocorticoid CBP.

- In former Fig. 4D (current Fig. 4A) we presented p63 (not BrdU) immunostaining. We performed the quantification of p63 (current Fig. 4B) which confirmed the protection of REDD1 KO p63+ progenitors from glucocorticoids.

- *Showing FACS data for quantification of CD34 cells would be more convincing than CD34 staining.*

- We have significant experience with FACS analysis to study stem cells in skin (Chebotaev et al., 2007a). Unfortunately, the isolation of keratinocytes by FACS from extremely thin epidermis appeared to be technically impossible. Instead, we quantified the number of CD34+ hair follicles: only 1 out of 25 hair follicles in w.t. skin contained CD34+ cells, compared to 10/25 hair follicles in REDD1 KO skin (p. 7).

- *Based on data in Fig 1D1 scraping method does not show adequate purity of fat fraction (contamination with epidermal markers (K5 and involucrin) is visible on Western blot).*

- We respectfully disagree: the analysis of keratinocyte/adipocyte markers by PCR (it was PCR analysis not Western blotting) shows ~ 95% enrichment (Supplemental Fig. 1).

- *Choice of 3PC mouse keratinocyte cell line instead of primary mouse and human keratinocytes are not justifiable and could be misleading.*

- We followed this advice, and used 3-D ORC of human epidermis made from primary human epidermal keratinocytes in which glucocorticoid CBP induced REDD1 (Fig. 5C) when we reduced the amount of hydrocortisone in the medium (page 14). As glucocorticoids did not induce REDD1 in monolayer NHEK cultures (possibly due to the high levels of glucocorticoids used in primary keratinocyte growth medium formulations such as Epilife (Cascade Biologicals)), we used HaCaT human keratinocytes to assess REDD1 effect on GR phosphorylation and nuclear import.

- *Quantification of PCR is questionable – Replaced by Q-PCR*

- *REDD1-mediated atrophy by glucocorticoids has been reported in muscle tissue.*

- Please see our enumeration of the novelty of the studies above (general comments).

- *Clinical impact is unclear since the effects on human skin differ from mouse.*

- We answered this question above.

- *Although interesting topic that may potentially have clinical impact in the future, the quality of data, experimental design and methods limit overall enthusiasm.*

- We followed referees' comments, improved the quality of immunostaining and micro-photographs, and added significant number of new experiments/models (please see above).

- *Glucocorticoid action is not fully addressed at several levels. Confirmation of GR activation was not assessed, and levels of phosphorylated GR was not measured.*

-We evaluated the impact of REDD1 knockdown on GR activity in Luciferase assay, and several major steps in the GR activation: GR-Ser211 phosphorylation, and GR nuclear import (new Fig. 7) in human keratinocytes HaCaTs.

- *The distinction between non-genomic and genomic effects of glucocorticoids is necessary.*

- We agree with reviewer, and consider these experiments for our future studies. However, GR interacts with numerous signaling pathways via direct protein-protein interactions including Akt, MAPK, IGF, STATs. Thus, this is a widely focused research that will require significant time and effort.

- *The endogenous cortisol activity and enzymes that regulate it (HSD11b1/2) were not acknowledged and can have important influence on the data outcome.*

- The effects of glucocorticoids in REDD1 KO animals have never been studied, and the effect of REDD1 on local glucocorticoid synthesis, and the level of steroids in serum are not known. However, we found that the lack of REDD1 did not significantly affect gene expression in control adult skin (Supplemental Table 1) suggesting that there are no major differences in the level of endogenous steroids and GR activity in untreated skin of REDD1 KO mice.

- *Microarray analyses that claims 50% difference is not documented.*

- We responded to this comment above.

- *Skin atrophy includes major effects on dermal component which was not included.*

- Following referee's comment, we performed Masson's trichrome staining (current Fig. 3), and found that both collagen fiber network and dermal cellularity were protected against glucocorticoid effects in REDD1 KOs.

3rd Editorial Decision

26 September 2014

Thank you for the submission of your revised manuscript to EMBO Molecular Medicine. We have now heard back from the three Reviewers whom we asked to evaluate your manuscript.

You will see that while the Reviewers 1 and 3 are supportive of your work, Reviewer 2 points to a few issues that remain to be acted upon before we can accept your manuscript for publication.

Specifically, Reviewer 2 would like you to provide better documentation of inflammation by using additional, more accurate methods. S/he would also like you to improve the presentation quality by providing higher magnification images for Figure 3 panel A. This reviewer also mentions other issues that require your action.

In conclusion, while publication of the paper cannot be considered at this stage, we would be

pleased to consider a substantially revised submission, with the understanding that Reviewer 2's concerns must be addressed with additional experimental data where appropriate and that acceptance of the manuscript will entail a second round of review.

Please note that it is EMBO Molecular Medicine policy to allow a single round of revision only and that, therefore, acceptance or rejection of the manuscript will depend on the completeness of your responses included in the next, final version of the manuscript. EMBO Molecular Medicine now requires a complete author checklist (<http://embomolmed.embopress.org/authorguide#editorial3>) to be submitted with all revised manuscripts. I am attaching a copy of the checklist to this letter for your convenience.

In the event of acceptance, you will be asked to fulfil a number of editorial requirements as listed below. I suggest that you provide the following information and amendments requested with the next, final version of your manuscript:

- 1) As per our Author Guidelines, the description of all reported data that includes statistical testing must state the name of the statistical test used to generate error bars and P values, the number (n) of independent experiments underlying each data point (not replicate measures of one sample), and the actual P value for each test (not merely 'significant' or ' $P < 0.05$ ').
- 2) The manuscript must include a statement in the Materials and Methods identifying the institutional and/or licensing committee approving the experiments, including any relevant details (like how many animals were used, of which gender, at what age, which strains, if genetically modified, on which background, housing details, etc). We encourage authors to follow the ARRIVE guidelines for reporting studies involving animals. Please see the EQUATOR website for details: <http://www.equator-network.org/reporting-guidelines/improving-bioscience-research-reporting-the-arrive-guidelines-for-reporting-animal-research/>. Please make sure that all the above details are reported
- 3) We are now encouraging the publication of source data, particularly for electrophoretic gels and blots, with the aim of making primary data more accessible and transparent to the reader. Would you be willing to provide a PDF file per figure that contains the original, uncropped and unprocessed scans of all or at least the key gels used in the manuscript? The PDF files should be labeled with the appropriate figure/panel number, and should have molecular weight markers; further annotation may be useful but is not essential. The PDF files will be published online with the article as supplementary "Source Data" files. If you have any questions regarding this just contact me.
- 4) Every published paper now includes a 'Synopsis' to further enhance discoverability. Synopses are displayed on the journal webpage and are freely accessible to all readers. They include a short standfirst (to be written by the editor) as well as 2-5 one sentence bullet points that summarise the paper (to be written by the author). Please provide the short list of bullet points that summarise the key NEW findings. The bullet points should be designed to be complementary to the abstract - i.e. not repeat the same text. We encourage inclusion of key acronyms and quantitative information. Please use the passive voice. Please attach these in a separate file or send them by email, we will incorporate them accordingly.
- 6) I note that the quality of some images especially of the blots is not ideal. The resolution appears low and the bands often appear blocky/blurry when magnifying. Please use better images as these issues could lead to problems when the production team tries to resize these images for the final manuscript.

I look forward to seeing a revised form of your manuscript as soon as possible.

***** Reviewer's comments *****

Referee #1 (Remarks):

The authors have made significant improvements on the overall quality of their manuscript and have addressed my concerns. In part they did this by removing Figures which perhaps impact on the novelty of the work, and suggest that the data were not very strong in the first place.

I'm not particularly keen on the way they didn't reproduce all the reviewers' comments in the rebuttal, just quoting selections of text, and it would have been nice to compare with the initial submission as tracked changes - though this is an editorial comment.

Referee #2 (Comments on Novelty/Model System):

Potential clinical impact of these findings are not completely clear since majority of the data are originating from a mouse model and transition to human use may not be so straightforward.

Referee #2 (Remarks):

The manuscript "REDD1 (regulated in development and DNA damage response) dissociates therapeutic and adverse effects of topical glucocorticoids in skin by Baida et al reports a novel functions of REDD1 pointing out its capability to differentiate and select beneficial and adverse effects of GC in skin. The authors used multiple models to demonstrate their findings, including RADD1 KO mice, human samples, human organotypic raft cultures and HaCaT cell line. The authors properly addressed most of the previous comments, resulting in greatly improved version of the manuscript. Below are the minor comments:

In Fig 3 authors show decreased dermal cellularity in FA REDD1 KO by comparison to control. However, on a low magnification shown in panel 3A it is very difficult to visualize this increased dermal cellularity. A higher magnification of the representative histology is needed and would support better the data presented in a graph (shown in Fig 3D).

Assessment of inflammation needs to be documented by more accurate methods (histology, immunohistochemistry or flow cytometry) in addition to ear punch weight measurements (Fig 3E).

Consistency in labeling panels is important. Please relabel the Western blot panels in Fig 2B by placing a legend showing time points on a top (similar to Fig 3C).

In Fig 2C please highlight Belcin-1 by arrow and explain multiple bands in the Western blot for this protein.

Referee #3 (Comments on Novelty/Model System):

Results illustrate the role of REDD1 in the dissociation of the therapeutic and adverse effects of glucocorticoids.

Referee #3 (Remarks):

The author's responses to the previous review are adequate.

1st Revision - authors' response

16 October 2014

Response to the specific comments of reviewer # 2.

- *“Potential clinical impact of these findings are not completely clear since majority of the data are originating from a mouse model”.*

The clinical relevance of our manuscript was demonstrated by our findings that REDD1 expression was strongly induced by the glucocorticoid CBP (we used clinically relevant topical regimen of CBP treatment of human volunteers) in human skin. We also used the best available human skin model - organotypic raft cultures made from human primary keratinocytes with blocked REDD1 expression to causatively assess the role of REDD1 in human epidermal atrophy.

- *“In Fig 3 authors show decreased dermal cellularity in FA REDD1 KO by comparison to control. However, on a low magnification shown in panel 3A it is very difficult to visualize this increased dermal cellularity. A higher magnification of the representative histology is needed”.*

As requested, we added higher magnification micro-photographs of dermis after the treatment with vehicle or with glucocorticoid FA (Supplemental Fig. 6). The text was changed accordingly (p. 7, paragraph 1).

- *“Assessment of inflammation needs to be documented by more accurate methods (histology, immunohistochemistry or flow cytometry) in addition to ear punch weight measurements”.*

As requested by reviewer, we performed the additional ear edema experiment in REDD1 KO and isogenic w.t. mice, and added the morphology of ears (H&E staining) after croton oil +/- FA treatments (New Fig. 5, and text changes on p. 7, paragraph 3).

- *“Consistency in labeling panels is important. Please re-label the Western blot panels in Fig 2B”.*

The labeling of Western blot panels in Fig. 2B was changed as suggested to maintain consistency in labeling in the Figures.

- *“Please highlight Beclin-1 by arrow and explain multiple bands in the Western blot for this protein”.*

There are indeed multiple bands on the Western blot of Beclin -1 (Fig. 2 C). In our work we used polyclonal Beclin-1 antibody #3738 from Cell Signaling that picks several bands on Western blots when proteins of mouse or human origin are used (see the Figure from Cell Signaling Ab information sheet, <http://www.cellsignal.com/products/primary-antibodies/3738?Ntt=beclin&fromPage=plp>) possibly reflecting Beclin 1 phosphorylation pattern. We added the information about this Ab to Materials and Methods (“Western blot analysis” section).

4th Editorial Decision

28 October 2014

Thank you for the submission of your revised manuscript to EMBO Molecular Medicine. We have now received the enclosed report from the Reviewer who were asked to re-assess it. As you will see the Reviewer is now supportive and I am pleased to inform you that we will be able to accept your manuscript. We have also received your completed check list.

However, I am afraid that before we can formally accept your manuscript I need one final amendment, which is a pity as I had asked you for the very same correction in my previous decision letter: As per our Author Guidelines, the description of all reported data that includes statistical testing must state the name of the statistical test used to generate error bars and P values, the number (n) of independent experiments underlying each data point (not replicate measures of one sample), and the actual P value for each test (not merely 'significant' or ' $P < 0.05$ ').

I had also informed you that we are now encouraging the publication of source data, particularly for electrophoretic gels and blots, with the aim of making primary data more accessible and transparent to the reader. Would you be willing to provide a PDF file per figure that contains the original, uncropped and unprocessed scans of all or at least the key gels used in the manuscript? The PDF files should be labeled with the appropriate figure/panel number, and should have molecular weight

markers; further annotation may be useful but is not essential. The PDF files will be published online with the article as supplementary "Source Data" files. If you have any questions regarding this just contact me. Do consider however, that this is not compulsory at this time.

Finally, I would like to propose the following modified title for your manuscript: "REDD1 functions at the crossroads between the therapeutic and adverse effects of topical glucocorticoids" Would this be agreeable?

Please submit your revised manuscript within two weeks and in any case as soon as possible.

I look forward to reading a new revised version of your manuscript.

***** Reviewer's comments *****

The manuscript is suitable for publication

How the deposited data were processed for this re-analysis (not part of the article)

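Gene expression in mouse epidermis was measured on 8 Illumina MouseRef-8 v2.0 arrays, 2 for each of the groups wild-type vehicle, wild-type FA, REDD1 KO vehicle and REDD1 KO FA. Groups and replicate numbers were taken from the sample labels. Dose (2 µg per animal), time (24 h), vehicle and strain were taken from the Fig 7 legend.

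The authors deposited the bead signal intensities of 25697 probes and 832 control lines, summarized per probe at their core facility, with the background not subtracted and no normalization applied. The software used there is not given in the sources used here. With each intensity they deposited a detection p-value, the share of negative controls of the array with a signal at least as high. The authors also deposited log2 values for each array, made with the neqc function of limma, that is, background correction and quantile normalization using negative and positive control probes. Their normalized value table holds the same log2 values. The authors' version of limma, their probe filter and the arrays entering each of their fits are not given in the sources used here. They give an adjusted p of 0.05 as threshold, while the largest p listed in Table S2 lies just under 0.005, and Table S2 carries no adjusted p.

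The intensities were normalized with neqc in limma 3.58.1 (R 4.3.3), with 798 negative controls, 34 other controls and an offset of 16. The control lines carry no type: the number of negative controls was worked out from the steps of the detection p-values, and the last 798 control lines were taken as negative. The resulting log2 values differ from those of the authors by at most 5e-09. The deposited intensities also held 2 broken text lines, which were left out. Probes with a detection p under 0.05 in at least 2 of 8 arrays were tested, 13131 of 25697. Probe symbols come from the platform annotation, updated through the entrez number (23962 probes) or accession (9 probes), with 7 kept as the platform names them. In all, 23978 probes have 1 symbol, 0 have several and 1719 have none. A gene in a list is represented by its probe with the highest mean log2 signal, and other probes of named genes were run as alternatives.

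Signals were low against the background. The median intensity of an array was 95.9 to 107, the mean of its negative controls 90.5 to 99.3, and 44.5% to 46.7% of the probes were detected. Folds against a group below background are given as lower bounds.

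All tests across probes used limma: a linear model with 1 mean per group on all 8 arrays, empirical Bayes moderation (4 residual and 5.09 prior degrees of freedom) and two-sided p-values, adjusted by the Benjamini-Hochberg method over the tested probes of each comparison. The comparisons were FA against vehicle in each genotype, REDD1 KO against wild type in each treatment, and the difference of the FA effect between genotypes. The FA effects of the 2 genotypes share no arrays. Called probes have an adjusted p under 0.05, and counts at an unadjusted p under 0.005 and under 0.05 were also made. Gene lists were tested with camera (preset correlation 0.01), adjusted over the lists of a comparison, and again with an estimated correlation and with fry. Of 29 lists, 28 had at least 2 measured genes. The lists cover glucocorticoid receptor targets and machinery, MHC class I and class II presentation, cytokines, DNA replication, mitosis, sphingolipid, fatty acid and sterol metabolism, autophagy, PI3K and mTOR signaling, the proteasome, ribosomal proteins, the Arp2/3 complex, muscle atrophy genes, immediate early genes, and markers of basal and differentiating keratinocytes, hair follicle, sebaceous gland, Langerhans cells, T cells, melanocytes, fibroblasts, adipocytes, muscle, endothelium and red blood cells. Intervals of medians and correlations are 95% bootstrap intervals from 2000 draws over probes or genes. Intervals of shared percentages are Wilson intervals. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

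Genes named in the text come from a set given by a rule. It holds the genes the paper names for the arrays and those of Table S1. It also holds the 10 largest rises and falls with FA in each genotype. These are among called probes with both FA arrays on the same side of both vehicle arrays. The 5 largest differences in each direction between genotypes and for the difference of the FA effect are included. Up to 4 called members per list with the largest change are added. Not all of this set is described in the text. Left out are, among others, most genes of Table S1 and, with FA in REDD1 KO epidermis, Ly6c1 (log2 fold change 2.39), Fhl1 (2.39), Serpina3b (-2.97) and Acoxl (-2.95). The values in Tables S1 and S2 and Fig 7 had been seen when the rule was written, and Mgll and the wild-type rises of Il1a, Il18 and Il1f5 were named after their values were seen.

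Alternatives were the authors' normalized values, no background correction, an offset of 50, median centring in place of quantile normalization, all probes tested, a detection p under 0.01, detection in all 8 arrays, only the 4 arrays of a comparison, the replicate number as a block, a trended and robust eBayes, array weights, an adjusted p under 0.1, other probes of a gene, an estimated correlation, fry, Spearman's rho, gene symbols in place of probes, probes called in REDD1 KO, leaving out the MHC class II and Langerhans cell lists, and leaving out each array in turn. Chosen after seeing the data were a filter of detection in at least 1 array, the same filter with only the 4 arrays of a comparison, signed linear fold changes, and an unadjusted threshold for the overlap.

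The procedure was tested on simulated data, with the measured probe means and a spread drawn from the fitted prior. A log2 change of 1 was recovered for 71.5% of changed probes in the FA comparison of wild type, 59% in that of REDD1 KO, 56% between genotypes in vehicle and 66% after FA, and a change of 2 for 97% to 100%. For the difference of the FA effect, 7% of 100 were recovered at 1 and 82% at 2. These rates depend on how many probes truly differ and may be too high for the measured data. Only 4 probes passed there, and differences of -4.02 (Elovl3) and -3.59 (Sgpp2) did not (limma adjusted p = 0.185 and 0.138). False calls numbered 6 to 19 of 13131 probes. Of 28 lists, the 1 that was shifted passed. Errors were drawn independently for each probe, so this result does not check camera where the genes of a list move together on an array.

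GO enrichment with DAVID, hierarchical clustering and Q-PCR were not repeated here. Human skin, cultured cells and subcutaneous adipose tissue were not analysed here.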

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

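All tests of explanations weighed here were set before their results were seen; Mgll was named after its values were seen.

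FA-induced probes correlated less between the genotypes than FA-repressed probes. Chance and selection on the wild-type arrays were weighed by 100 simulations with the same FA effect in both genotypes and errors drawn independently for each probe. In 0 of them was the r of the induced probes at an unadjusted p under 0.005 in wild type as low as the observed 0.299 (520 probes, simulated 0.492 to 0.727). Among the Table S2 probes without the MHC class II and Langerhans cell genes the r of the repressed was still 0.762, above the upper bound of 0.513 for the induced. Leaving out any 1 array left a gap of at least 0.329 in the Table S2 probes, the smallest without wild-type vehicle replicate 1 (0.419 and 0.748). In the same simulations the shared part of the wild-type calls at an adjusted p under 0.05 lay below the simulated range in both directions (31.2% against 49.7% to 58.3% for rises, 37.5% against 50.8% to 59.9% for falls), the r of the repressed probes at an unadjusted p under 0.005 lay slightly high (0.768 against 0.618 to 0.767), and among probes called in REDD1 KO the order turned (0.752 induced, 0.611 repressed, Table S2 probes), so the simulated overlap shows a shortfall for both and the pattern in r depends on the genotype in which probes are chosen. Errors shared by many genes of an array were not simulated, so the simulated ranges do not exclude chance of that kind. A difference in tissue composition between arrays, with sebaceous levels of -1.97 to 1.39 and muscle levels of -1.72 to 3.40 around their means, was not tested and stays open beside an effect of REDD1 on induction. By the paper's methods, the wild-type controls came from Taconic, while Lexicon Genetics made the REDD1 KO mice for Quark Pharmaceuticals. The paper calls the controls isogenic. Genotype and source of the mice cannot be told apart in these arrays.

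By their median, MHC class II genes were lower with FA in both genotypes (-2.15 and -2.56). Fewer Langerhans cells may explain part of it, since markers of these cells outside class II fell as well, with the larger of the 2 camera p-values at 0.00344. This shift missed the threshold with an estimated correlation (adjusted p = 0.862 and 0.491), without wild-type vehicle replicate 1 in wild-type (adjusted p = 0.135) and without REDD1 KO FA replicate 1 in REDD1 KO epidermis (adjusted p = 0.246), and without REDD1 KO FA replicate 2 the REDD1 KO median of these markers went from -0.45 to -1.02. The medians of the class II genes lay below the values of Cd207 (-1.06 and -1.53). Loss of cells and lower expression per cell both stay open.

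Probes that differ between REDD1 KO and wild-type epidermis in vehicle may reflect a strain or background variant. Of 67 such probes, 63 differed the same way at an unadjusted p under 0.05 in the FA arrays. A lasting effect of the loss of REDD1 would look the same, and it stays open.

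The FA effect differed between the genotypes for 4 probes, with differences in log2 fold change (REDD1 KO minus wild type) of -4.87 for Defb8, -3.34 for Mgll, -2.63 for Mpo and -2.43 for Acot5, by the test of the difference itself. These are fitted values and no bounds on a fold: Defb8 lay below background on the arrays of every group but wild-type FA, and Acot5 on the wild-type vehicle arrays, so that with FA in wild-type epidermis they were at least 24.0-fold and 6.07-fold higher. For Mgll, 2 other probes gave -2.50 and -3.15, short of the threshold (adjusted p = 0.37 and 0.344), and for Mpo the other 2 gave -0.94 and -0.02 (adjusted p = 0.35 and 0.981), so that its difference rests on 1 of 3 probes. With 1 array left out each call was lost: without REDD1 KO vehicle replicate 2 for all 4 (adjusted p = 0.0516 for Defb8, 0.279 for Mgll, 0.118 for Mpo and 0.118 for Acot5), without either wild-type vehicle array or wild-type FA replicate 2 for Mpo (adjusted p = 0.0765 to 0.0811), Acot5 (adjusted p = 0.0515 to 0.078) and Mgll (adjusted p = 0.078 to 0.136), and without REDD1 KO FA replicate 1 for Mgll (adjusted p = 0.0922). Without background correction and with no probe filter each missed the threshold (adjusted p = 0.12 to 0.201 and 0.108 to 0.294). With an offset of 50 Defb8, Mpo and Mgll missed the threshold (adjusted p = 0.0509, 0.0509 and 0.197), and Mgll also with median centring (0.0513), a detection p under 0.01 (0.056), detection in all 8 arrays (0.1) and array weights (0.0629).

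By camera, the FA effect of 11 lists differed between the genotypes, with median differences of -0.517 for MHC class II, 0.314 for DNA replication, -0.173 for sphingolipid, -0.291 for fatty acid and -0.394 for sterol metabolism, -0.126 for ribosomal proteins, -0.328 for GR machinery, -0.415 for terminal differentiation, 0.612 for hair follicle, -1.86 for sebaceous gland and -0.453 for fibroblasts. With an estimated correlation 0 of these lists passed (adjusted p = 0.481 to 0.683), and fry called 0. The fit without wild-type vehicle replicate 2 ended the calls of DNA replication (adjusted p = 0.554), sphingolipid (0.108), fatty acid (0.122), ribosomal (0.367), GR machinery (0.102), hair follicle (0.0858) and fibroblast genes (0.0503). Without wild-type FA replicate 2, those of ribosomal (0.144), GR machinery (0.0786), hair follicle (0.0954) and fibroblast genes (0.249) ended. Without REDD1 KO FA replicate 1, those of sphingolipid and fatty acid (0.0517 each) and fibroblast genes (0.142) ended. Without REDD1 KO vehicle replicate 1, those of GR machinery (0.0981), hair follicle (0.0886) and fibroblast genes (0.351) ended, and without replicate 2 those of sterol (0.0608) and hair follicle genes (0.0633). Without REDD1 KO FA replicate 2, the calls of ribosomal (0.131) and hair follicle genes (0.473) ended, and that of hair follicle genes also without wild-type vehicle replicate 1 (0.103) or wild-type FA replicate 1 (0.0684). Hair follicle genes also missed the threshold without background correction (0.119), with an offset of 50 (0.094), median centring (0.0628) or a detection p under 0.01 (0.0917), ribosomal genes with median centring (0.0646) and sphingolipid genes with detection in all 8 arrays (0.223). Calls kept while the median moved were those of DNA replication without wild-type vehicle replicate 1 (0.577), terminal differentiation without wild-type vehicle replicates 1 and 2 (-0.217 and -0.689), sterol genes without wild-type FA replicate 2 (-0.231), and fatty acid genes without REDD1 KO vehicle replicate 1 or FA replicate 2 (-0.45 and -0.505). The same held for sebaceous (-1.21) and fibroblast genes (-0.717) without REDD1 KO vehicle replicate 2, and for MHC class II (-0.242), ribosomal (-0.207), hair follicle (0.937) and sebaceous genes (-1.2) without REDD1 KO FA replicate 1.

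The paper does not report the comparison of REDD1 KO with wild-type epidermis after FA, in which 412 probes were higher and 528 lower at an adjusted p under 0.05. Without wild-type FA replicates 1 and 2, 54 and 26 were higher and 154 and 65 lower. Without REDD1 KO FA replicates 1 and 2, 234 and 192 were higher and 273 and 250 lower, and without either REDD1 KO vehicle replicate 265 were higher and 385 lower.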

How the results depend on the processing

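Tests with signed linear fold changes, with detection in at least 1 array (with all arrays or only the 4 of a comparison), and with unadjusted p-values for the overlap were chosen after the results were seen. Of 3466 gene values under the alternatives chosen beforehand, other than leaving out an array, 3090 kept their side of the threshold. Of the others 358 fell short of it, 14 newly passed and 4 reversed. Of 1772 list values 1630 held, 112 fell short and 30 newly passed. These counts overstate how well the calls held. They include the authors' normalized values, which equal the main ones, and for genes an adjusted p under 0.1, which can lose no call. Values short of the threshold in both fits count as held, here and below, in either direction. Of 2312 gene values with 1 array left out, 1724 held, 578 fell short, 10 newly passed and 0 reversed, and of 1120 list values 999 held, 60 fell short, 54 newly passed and 7 reversed. Under the added alternatives 481 of 555 gene values and 244 of 252 list values held. The cause of changes was not tested unless stated.

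With fewer arrays the spread is less well known. The counts of higher and lower probes with 1 array left out ranged from 72 to 444 and 70 to 459 for FA in wild type, 92 to 311 and 86 to 338 for FA in REDD1 KO, 1 to 20 and 16 to 45 for REDD1 KO against wild type in vehicle, 26 to 428 and 65 to 537 after FA, and 0 to 20 and 0 to 18 for the difference of the FA effect. The overlap ranged from 15.4% to 45.0% for rises and 20.7% to 76.1% for falls, and the r of called probes from 0.00334 to 0.318 and 0.608 to 0.741. Lists past the threshold numbered 2 to 9 in vehicle and 7 to 13 for the difference. The muscle list ranged from -1.21 to 4.79 with FA in REDD1 KO, -1.96 to 4.03 between genotypes after FA and -1.91 to 4.12 for the difference. In vehicle, the genotype difference ranged from -0.21 to 0.54 for GR targets, -0.39 to 0.66 for mitosis and -0.14 to 0.18 for terminal differentiation. A group left with 1 array is taken to vary like the others.

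Without background correction, REDD1 KO vehicle counts were 11 and 24, the difference of the FA effect 0 lower, the overlap of falls 32.7% and the r of called falls 0.818. With an offset of 50 the difference had 1 lower. With all probes tested, 269 rose in wild type and 169 fell in REDD1 KO, 13 were higher and 27 lower in vehicle and 350 lower after FA, the difference had 0 lower, the overlap was 26.4% and 30.5%, and the r of called rises 0.39. With probes detected in all 8 arrays, 19 were lower in vehicle, the difference had 0 lower, the r of called rises was 0.397, and 1 list passed in vehicle. With only the 4 arrays of a comparison, 160 rose and 150 fell in REDD1 KO, 4 were higher and 27 lower in vehicle, and the overlap was 19.1% and 29.7%. With detection in at least 1 array and only 4 arrays, 276 fell in wild type, 150 rose and 142 fell in REDD1 KO, 4 were higher and 26 lower in vehicle, 253 higher after FA, and the overlap was 19.4% and 31.2%. With trended and robust eBayes, 35 were higher in vehicle and the difference had 8 lower. At an adjusted p under 0.1, 762 rose and 776 fell in wild type, 491 and 547 in REDD1 KO, 36 were higher in vehicle, and 878 higher and 931 lower after FA.

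The r of rises was 0.194 (Table S2 probes) and 0.128 (called probes) and that of falls 0.652 and 0.676 on signed linear fold changes, and for probes called in REDD1 KO 0.752 and 0.651, and 0.611 and 0.515. Spearman's rho of falls was 0.708 and 0.684. With an estimated correlation 0 lists passed in all 5 comparisons, and fry called 4, 8, 0, 0 and 0 (FA in wild type, FA in REDD1 KO, genotype in vehicle, genotype after FA, difference). The 4 in wild type were MHC class II (fry adjusted p = 0.00696), muscle atrophy (0.00696), sphingolipid (0.0299) and DNA replication genes (0.049). Reversed by another probe were Atp2c1 in vehicle (0.176), Tk1 with FA in REDD1 KO (0.0139), Vmp1 between genotypes after FA (0.142) and Itgae with FA in REDD1 KO (0.0416), none past the threshold.

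With the replicate number as a block, the counts were 394 and 392 (FA in wild type), 271 and 285 (FA in REDD1 KO), 18 and 41 (vehicle), 340 and 467 (after FA) and 0 and 4 (difference). The labels do not say what pairs the replicates: the differences of replicate 1 minus replicate 2 correlated between groups with r from -0.107 to 0.252 (median 0.0926). A BeadChip block was not run, since no assignment is given in the sources used here. The median intensity of 95.9 to 107 lies close to the negative controls (90.5 to 99.3), which limits the test of dim genes.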

Differences from the paper's values

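The tests with signed linear fold changes, and with probes detected in at least 1 array on only the 4 arrays of a comparison, were chosen only after the values were seen.

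For REDD1 KO against wild-type vehicle epidermis, the paper's count of higher genes is 3, and 22 probes were higher here at the paper's adjusted p under 0.05. Of the alternatives set before the data were examined, only the fit on the 4 arrays of the comparison (4) came within 1.5-fold of it, and the others gave 1 (without REDD1 KO vehicle replicate 2) to 36 (adjusted p under 0.1). The paper's count of lower genes is 23, against 45 here. Within 1.5-fold were no background correction (24), an offset of 50 (34), no probe filter (27), detection in all 8 arrays (19), only the 4 arrays of the comparison (27), and the fits without wild-type vehicle replicates 1 and 2 (25 and 23) and REDD1 KO vehicle replicates 1 and 2 (18 and 16). Further off were the authors' values (45), median centring (46), a detection p under 0.01 (44), the replicate block (41), trended and robust eBayes (55), array weights (44), an adjusted p under 0.1 (58), and the fits without either wild-type FA replicate (38) or either REDD1 KO FA replicate (45). With detection in at least 1 array and only the 4 vehicle arrays, chosen after seeing the values, the counts were 4 and 26, and all 25 t values of Table S1 were matched to within 0.001, with 25 of the 25 called and 0 dropped.

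The paper's r of FA fold changes, whose scale is not given in the sources used here, is 0.16 for FA-induced genes. Over the 397 probes of Table S2 it was 0.383 here on log2 fold changes and 0.194 on signed linear fold changes, chosen after seeing the values (0 probes dropped). Of the alternatives set before the data were examined, all on log2 fold changes, only the fit without wild-type vehicle replicate 2 (0.301) differed from it by no more than the bootstrap error, while the others gave 0.305 to 0.752. The paper's r for FA-inhibited genes is 0.72, and it was 0.791 here on log2 and 0.652 on signed linear fold changes, the latter chosen after seeing the values. Spearman's rho (0.708), leaving out the MHC class II and Langerhans cell lists (0.762), and the fits without wild-type vehicle replicate 1 (0.748), wild-type FA replicate 1 (0.762) or REDD1 KO FA replicate 1 (0.76) differed from it by no more than that error, and the other alternatives, 0.611 to 0.791, did not.

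In wild-type epidermis, Table S2 gives log2 fold changes with FA, converted from the paper's folds, of 1.55 for Elovl3, 1.38 for Rptn and 1.78 for Socs2, against 2.52, 2.67 and 2.80 here. Without background correction all 3 came within the spread (1.86, 1.74 and 2.10). The same held for Rptn and Socs2 with an offset of 50 (2.15 and 2.43) and without wild-type FA replicate 2 (2.01 and 2.32), and for Socs2 without wild-type vehicle replicate 2 (2.31). The other alternatives gave 2.16 to 2.87 for Elovl3, 2.64 to 3.33 for Rptn and 2.79 to 3.29 for Socs2. Over the 838 probes of the wild-type tables, the fold changes here correlated with the paper's at r of 0.935 with a slope of 1.56 (838 with the same sign), and without background correction at 0.994 with a slope of 1.15. In REDD1 KO, over 675 probes, these were 0.932 and 1.5, and 0.994 and 1.14.

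The paper reports a lower level of DNA replication genes as a response of wild-type epidermis, and here the list also fell in REDD1 KO (median -0.43, camera adjusted p = 3.58e-06, and adjusted p = 0.459 with an estimated correlation), by less than in wild-type epidermis (difference 0.31, adjusted p = 0.0027, and adjusted p = 0.683 with an estimated correlation). Without wild-type vehicle replicate 2 the difference was 0.15 (adjusted p = 0.554), and without replicate 1 it was 0.58. The paper places autophagy and PI3K genes among those induced in REDD1 KO, and here Irs2, Itpkc, Gabarapl1 and Atg9b rose in both genotypes (camera adjusted p of the difference 0.959 for autophagy and 0.114 for PI3K and mTOR signaling). Map1lc3b, Pik3ca and Eif4ebp1 were called in REDD1 KO alone, without a genotype difference past the test (limma adjusted p = 0.8, 0.363 and 0.661). The PI3K and mTOR list passed camera at the preset correlation only in REDD1 KO. These lists are not the paper's GO terms, which were tested by enrichment of called genes and name the autophagic vacuole and an inositol trisphosphate kinase activity. For Fkbp5, the difference of the FA effect was -1.23 (adjusted p = 0.705).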

Other observations

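No tests in this part were chosen after the result was seen. The values below were not set against the paper's values. Some touch its results: its GO terms include the ribosome (lower with FA in REDD1 KO) and the Arp2/3 complex (higher with FA in wild type). The paper also describes similar expression changes in skin and muscle atrophy.

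Of 18 measured muscle atrophy genes, 5 rose in wild-type epidermis (11 when adjusted over the list alone) and 6 in REDD1 KO (10 when adjusted over the list alone), with medians of 0.58 and 0.78 (camera adjusted p = 1.47e-07 and 3.88e-08, and adjusted p = 0.104 and 0.084 with an estimated correlation). This list shares Pdk4, Mt1, Mt2, Ddit4, Klf15 and Sesn1 with the list of GR targets, and Map1lc3b, Gabarapl1 and Bnip3 with the autophagy list. The called genes Pdk4, Mt1, Gabarapl1 and, in wild-type epidermis, Ddit4 are thus counted in those lists too, so this shift is not a separate result. Fbxo31, an F-box protein, rose by 1.52 (adjusted p = 0.00617) and 1.08 (adjusted p = 0.0262). Its wild-type call was lost without wild-type FA replicate 2 (adjusted p = 0.0574), and its REDD1 KO call without either REDD1 KO vehicle array or REDD1 KO FA replicate 2 (adjusted p = 0.113 to 0.131). The difference between genotypes had a median of 0.13 (adjusted p = 0.955).

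Of 56 ribosomal protein genes, 0 passed in limma in wild-type epidermis (9 at an unadjusted p under 0.05) and 1 in REDD1 KO, Rpl37a (-0.70, adjusted p = 0.0477), with medians of -0.15 and -0.31 (camera adjusted p = 0.0259 and 3.4e-07, and adjusted p = 0.862 and 0.395 with an estimated correlation). The wild-type shift was lost without wild-type vehicle replicate 1 (adjusted p = 0.335) or wild-type FA replicate 1 (adjusted p = 0.159) and had a median of -0.25 without wild-type vehicle replicate 2, and the call of Rpl37a was lost with any 1 array left out (adjusted p = 0.0531 to 0.214).

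Basal keratinocyte genes (13) had 0 called in either genotype (4 and 3 at an unadjusted p under 0.05), medians of -0.15 (mean 0.02) and 0.09 (camera adjusted p = 0.837 and 0.291). Melanocyte (3) and endothelium genes (5) had 0 called and 0 at an unadjusted p under 0.05 in both genotypes (camera adjusted p = 0.789 and 0.957, and 0.837 and 0.465; the melanocyte median in REDD1 KO was 0.09 and the mean -0.004). Immediate early and heat shock genes (11) had 0 called (2 and 1 at an unadjusted p under 0.05), medians of 0.15 and 0.03 (mean -0.07) and camera adjusted p = 0.371 and 0.964, and in wild-type epidermis the list passed without wild-type vehicle replicate 1 (median 0.44, adjusted p = 0.0106).

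Of 6 hair follicle genes 0 passed in limma in either genotype (0 and 2 at an unadjusted p under 0.05; 0 and 2 when adjusted over the list alone). In wild-type epidermis the median was -0.02 (mean 0.01, camera adjusted p = 0.92). In REDD1 KO it was 0.74 (camera adjusted p = 0.0456, and adjusted p = 0.457 with an estimated correlation), lost without wild-type vehicle replicate 1 or 2 (adjusted p = 0.0617 and 0.0616), wild-type FA replicate 1 or 2 (adjusted p = 0.0534 and 0.0537), REDD1 KO vehicle replicate 1 (adjusted p = 0.0922) or REDD1 KO FA replicate 2 (0.11, adjusted p = 0.298), and without background correction (0.0885), with an offset of 50 (0.0705) or only the 4 arrays (0.0826). Of 9 fibroblast genes 0 passed in wild-type epidermis in limma (1 at an unadjusted p under 0.05, median 0.17, camera adjusted p = 0.785) and 1 fell in REDD1 KO (Vim, -1.41, adjusted p = 0.00409, against -0.46, adjusted p = 0.173), with a median of -0.37 (camera adjusted p = 0.0463, and adjusted p = 0.555 with an estimated correlation). This shift was lost without wild-type vehicle replicate 1 or 2 (adjusted p = 0.0617 and 0.0616), REDD1 KO vehicle replicate 1 (0.01, adjusted p = 0.59) or REDD1 KO FA replicate 1 (adjusted p = 0.247), and without background correction (0.0669), with an offset of 50 (0.0585), median centring (0.0589), no probe filter (0.0865) or the replicate block (0.0526), and the median was -0.74 without REDD1 KO vehicle replicate 2 and -0.57 without REDD1 KO FA replicate 2. Of 6 adipocyte genes, 1 rose in each genotype (Pnpla2, the lipase ATGL, by 1.07 and 1.42, adjusted p = 0.0151 and 0.00537), with medians of 0.32 and 0.61 (camera adjusted p = 0.0492 and 0.0574, and adjusted p = 0.694 in wild type with an estimated correlation). The wild-type shift was lost without wild-type vehicle replicate 1 or 2 (adjusted p = 0.0851 and 0.084) or wild-type FA replicate 2 (adjusted p = 0.162), and without background correction (adjusted p = 0.0575), with an offset of 50 (0.0727) and with a detection p under 0.01 (0.0504), and that of REDD1 KO passed without REDD1 KO vehicle replicate 2 (adjusted p = 0.0224) or REDD1 KO FA replicate 2 (adjusted p = 0.000117), and with median centring (0.0313), a detection p under 0.01 (0.0334), the replicate block (0.0449), trended and robust eBayes (0.049) or array weights (0.0499). The wild-type call of Pnpla2 was lost without wild-type vehicle replicate 2 or either wild-type FA replicate (adjusted p = 0.0663 to 0.116).

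In REDD1 KO epidermis, 0 of 29 proteasome genes passed in limma (0 at an unadjusted p under 0.05, median -0.17, camera adjusted p = 0.166, and adjusted p = 0.0473 with no probe filter). The genotype difference of the proteasome list had a median of -0.16 (camera adjusted p = 0.0708, and adjusted p = 0.485 with an estimated correlation). It passed without background correction (0.0173), with an offset of 50 (0.0209), no probe filter (0.0228), detection in all 8 arrays (0.0397) or trended and robust eBayes (0.0388), and without wild-type vehicle replicate 2 (0.0402) or wild-type FA replicate 1 (0.0407). Of the 6 Arp2/3 genes 1 fell in REDD1 KO, Arpc1b (-1.00, adjusted p = 0.0201, against -0.45 in wild-type epidermis, adjusted p = 0.193). Of the red blood cell list only Hba-a1 was measured, with -0.43 (adjusted p = 0.512) in wild-type and -1.96 (standard error 0.341, adjusted p = 0.0152) in REDD1 KO epidermis. The call of Hba-a1 was lost without REDD1 KO vehicle replicate 1 or REDD1 KO FA replicate 2 (adjusted p = 0.088 and 0.0596), and that of Arpc1b without either REDD1 KO vehicle replicate or REDD1 KO FA replicate 1 (adjusted p = 0.0612 to 0.142). Nr3c1, which encodes GR, lay close to background (4.73 ± 0.566, SD, n = 2, in wild-type vehicle) and was detected on 0 of the FA arrays. Its change with FA did not pass the test in either genotype (limma adjusted p = 0.717 and 0.462), and so close to background no fold is given. Krt5 had -0.19 and -0.43 (adjusted p = 0.759 and 0.463), and Rpl27, the Q-PCR reference gene, -0.18 and -0.54 (adjusted p = 0.704 and 0.231).

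Between genotypes after FA, higher in REDD1 KO were Klk1b22 (log2 difference 3.96), Rab6b (3.41), Serpina3n (2.39), Ttr (2.32) and Lama1 (2.17), and lower were Cyp2g1 (-5.19, adjusted p = 0.0296), Cyp2f2 (-5.03, adjusted p = 0.00119) and Elovl3 (-4.32). Adh7 and Defb8, below background in the REDD1 KO FA arrays, were at least 59.6-fold and 23.5-fold lower (adjusted p = 8.87e-07 and 0.000104). Calls were lost for Serpina3n without either wild-type FA replicate (adjusted p = 0.0612 and 0.0933), for Ttr without either wild-type FA replicate or REDD1 KO FA replicate 2 (adjusted p = 0.121 to 0.14), for Lama1 without wild-type FA replicate 2 (adjusted p = 0.0592), and for Cyp2g1 without either wild-type FA replicate or REDD1 KO FA replicate 1 (adjusted p = 0.0969 to 0.182). By camera 6 lists differed: fatty acid (median -0.42, adjusted p = 0.000937), sterol (-0.57, 0.000132), proteasome (-0.19, 0.00497), terminal differentiation (-0.44, 1.4e-05), hair follicle (0.85, 0.0485) and sebaceous gland genes (-2.31, 8.84e-06), each at adjusted p = 0.506 with an estimated correlation. The hair follicle call was lost without any array but REDD1 KO FA replicate 1 (adjusted p = 0.0549 to 0.201), and without background correction (0.159), with an offset of 50 (0.125), median centring (0.0703), a detection p under 0.01 (0.0717), only the 4 arrays (0.093) or trended and robust eBayes (0.0509), and the proteasome call without wild-type FA replicate 2 (adjusted p = 0.057). The fatty acid median was -0.26 without wild-type vehicle replicate 1 and -0.24 without wild-type FA replicate 2. The muscle list passed without REDD1 KO FA replicate 1 (-1.96, adjusted p = 7.31e-06) and replicate 2 (4.03, adjusted p = 7.19e-10), in opposite directions. With no probe filter DNA replication (adjusted p = 0.0439) and MHC class I genes (0.0413) passed, and with detection in all 8 arrays T cell genes (0.0368). Without REDD1 KO FA replicate 2, MHC class II, T cell and endothelium genes passed too (adjusted p = 0.00407, 0.00366 and 0.012), without REDD1 KO FA replicate 1 the Langerhans cell list (adjusted p = 0.00272), and without wild-type FA replicate 1 the sphingolipid and fibroblast lists (adjusted p = 0.0426 and 0.0369). The larger FA effects in REDD1 KO at an unadjusted p under 0.005, none of which passed the adjusted test, were in Vamp1 (difference 2.12, adjusted p = 0.287), Lama1 (1.78, adjusted p = 0.35), Lims2 (1.71, adjusted p = 0.308), Nuak1 (1.59, adjusted p = 0.287) and Rasl11b (1.57, adjusted p = 0.338).

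Several lists without a camera call passed with 1 array left out. In vehicle, mitosis genes (median 0.22, adjusted p = 0.844) were lower in REDD1 KO without wild-type vehicle replicate 1 (-0.37, adjusted p = 0.00809) or REDD1 KO vehicle replicate 2 (-0.39, adjusted p = 0.00495), and higher without wild-type vehicle replicate 2 (0.64, adjusted p = 0.00213) or REDD1 KO vehicle replicate 1 (0.66, adjusted p = 0.00227). GR targets (0.12, adjusted p = 0.595) were higher without wild-type vehicle replicate 1 (0.54, adjusted p = 9.38e-06) and lower without replicate 2 (-0.21, adjusted p = 0.00994). Ribosomal protein genes (0.12, adjusted p = 0.0686) passed without wild-type vehicle replicate 1 (adjusted p = 0.00136), without background correction (0.0151), and with an offset of 50 (0.0131), median centring (0.005), no probe filter (0.0146) or trended and robust eBayes (0.0139). For the genotype difference, mitosis genes (-0.39, adjusted p = 0.497) passed without wild-type vehicle replicate 2 (adjusted p = 0.00298) or REDD1 KO vehicle replicate 1 (adjusted p = 0.00156), Langerhans cell genes (-0.16, adjusted p = 0.497) without wild-type vehicle replicate 1 (adjusted p = 0.0407) or REDD1 KO FA replicate 2 (adjusted p = 0.00339), and immediate early genes (-0.16, adjusted p = 0.313) without wild-type vehicle replicate 1 (adjusted p = 0.00449).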
